# Targeting metabolic vulnerabilities: REV-ERB agonist SR9009 potentiates sorafenib efficacy in liver cancer

**DOI:** 10.1038/s41420-026-02940-3

**Published:** 2026-01-19

**Authors:** Silvia Sabbioni, Paola Guerriero, Ram C. Shankaraiah, Laura Masatti, Angelo Michilli, Cristian Bassi, Lucilla D’Abundo, Farzaneh Moshiri, Bruno De Siena, Edi Simoni, Laura Astolfi, Laura Gramantieri, Roberta Roncarati, Bahaeldin K. Elamin, Massimo Bonora, Paolo Pinton, Carlo M. Croce, Massimo Negrini, Elisa Callegari

**Keywords:** Cancer, Oncogenesis

## Abstract

Hepatocellular carcinoma (HCC) is one of the most common cancers and the third leading cause of cancer-related death worldwide. The prognosis is poor, with a median survival of 12–15 months in patients with advanced-stage disease. Early diagnosis and the development of new, more effective therapeutic strategies are needed to address the challenges posed by this malignancy. Although immune checkpoint inhibitors have replaced multikinase inhibitors as first-line therapy, sorafenib continues to represent a valuable option for patients with contraindications to newer treatments. Based on genome-wide RNA-seq analysis, which identified mitochondrial oxidative phosphorylation (OxPhos) and *Hmox1* upregulation as potential pro-survival mechanisms in sorafenib-resistant cells, we investigated whether SR9009, a synthetic agonist of the nuclear receptor REV-ERBα/β, heme competitor, and inhibitor of mitochondrial respiration, could enhance the antitumor efficacy of sorafenib in liver cancer models. Co-treatment with SR9009 and sorafenib significantly enhanced cytotoxic effects in both mouse and human liver cancer cells. This synergistic activity was associated with increased levels of free heme and a complete inhibition of mitochondrial OxPhos. In vivo xenograft studies confirmed that the combination was effective even in sorafenib-resistant tumors. Furthermore, in a N-Nitrosodiethylamine (DEN)-induced HCC model, the combination therapy led to a reduction in size in over 90% of tumor nodules, representing a significant improvement over sorafenib alone. The combination was well tolerated, with no evident signs of acute toxicity. These findings support the concept that the efficacy of anticancer therapies can be enhanced by targeting the metabolic adaptations that tumor cells rely on for survival. Combining sorafenib with agents like SR9009, that disrupt metabolic homeostasis, may offer a promising strategy for treating advanced HCC.

## Introduction

With more than 800,000 cases diagnosed each year, hepatocellular carcinoma (HCC) is the sixth most common cancer and the third leading cause of cancer death worldwide [1]. The prognosis of HCC depends on tumor stage, with a survival rate greater than 70% at 5 years for early-stage HCC patients and a median survival of 12–15 months for advanced-stage patients treated with systemic therapies. Hence, early diagnosis and new and more effective therapeutic approaches are needed.

Therapeutic treatment depends on the stage of cancer, as established according to the Barcelona Clinic Liver Cancer (BCLC) system. For over a decade, the treatment of advanced HCC has been limited to sorafenib [2], a multikinase and antiangiogenic inhibitor. In 2018, lenvatinib, another multikinase inhibitor, was shown to be non-inferior to sorafenib as a first-line therapy [3]. In 2020, the combination of the anti-PD-L1 atezolizumab and anti-VEGF agents led to a change in the first-line standard for all HCC patients eligible for systemic treatment, obtaining the longest median OS of any first-line treatment for advanced-stage HCC to date [4, 5]. Unfortunately, only about 30% of patients with HCC respond or are eligible for immunotherapy, depending on clinical background, treatment tolerance, and the occurrence of immune-related adverse events [6, 7]. Hence, sorafenib remains a first-line therapy option in patients with contraindications for immunotherapy [8, 9]. Nevertheless, it shows limitations in term of response and survival, mainly due to early occurrence of resistance. A number of studies have indeed focused on mechanisms of acquired sorafenib resistance. Metabolic and immunological adaptations have been related to this phenomenon [10].

Here, we analyzed the expression profiles of cells that developed resistance to sorafenib in comparison to the susceptible counterpart. The analyses revealed mechanisms that were potentially targetable. Specifically, we evaluated the activity of SR9009 [11], a synthetic agonist of the nuclear receptors REV-ERBα and REV-ERBβ, transcriptional repressors that regulate metabolic pathways linked to the circadian rhythm [12–14]. The heme group is the physiological ligand of both receptors and is required for their repressor activity [15]. REV-ERBα plays a repressive role in cell proliferation and metabolism [16] and is frequently downregulated in several types of cancer [14]. It was also reported that SR9009 can exert cytotoxic effects on several tumor cell lines in vitro and antitumor effects in vivo [17, 18]. SR9009 has been described to have specific lethal effects on tumor cells and oncogene-induced senescent cells but not on normal cells [18]. Furthermore, SR9009 has been reported to reduce mouse embryonic stem cell viability and proliferation, by inhibiting mitochondrial respiration in a REV-ERB independent manner [19].

In this scenario, agents such as SR9009 might be suitable for combined approaches with therapies already approved for clinical use. Here, we tested the ability of the combination of SR9009 with sorafenib to overcome resistance mechanisms and improve antitumor efficacy in in vitro and in vivo liver cancer models.

## Results

### Increased mitochondrial activity acts as a pro-survival mechanism to cope with the effects of sorafenib

Understanding mechanisms that make cancer cells insensitive to sorafenib can potentially reveal attributes that can be operated to improve its anticancer efficacy. To this end, we have previously described the development of Hep55.1C murine hepatoma cells that are nonresponsive to sorafenib (H55-RES) [20]. Nonresponsive cells grow in vitro in the presence of 10 μM sorafenib, which normally causes wild-type cells to die within a few days. Furthermore, they can form tumors of comparable size both in the presence or absence of sorafenib-based therapy [20].

By applying *Gene Set Enrichment Analysis* (GSEA) algorithm to genome-wide RNA-seq data from sorafenib-susceptible versus nonsusceptible cells, we identified a number of molecular pathways (pathway gene sets were derived from the Reactome Path Database) significantly enriched in upregulated genes of the nonsusceptible cells (Table 1).

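RNA from untreated Hep55.1C cells (NT, n = 2 libraries) and from the sorafenib-resistant lines H55-RES 191, 412, 422, 423 and 424 (n = 5, 1 library per line) was depleted of ribosomal RNA and sequenced. The authors mapped the reads to GRCm38 with HISAT2, quantified them with StringTie and deposited gene values normalized with DESeq2. In each library, all values above 0 are whole multiples of the smallest one (100% within a tolerance of 0.1 count), so counts per gene could be recovered. The recovered counts add up to 1138719 and 855323 in the NT libraries and to between 6244316 and 9205546 in the H55-RES libraries (median 7695712), and intervals on such counts cover counting error only. The deposited counts carry a sign of a change made after counting. It was sought in 934 genes listed at 0 in 1 of the libraries treated with sorafenib (SF) and with sorafenib and SR9009 (SF+SR) and at a normalized value of 100 or more in the other. Among them, 34.9% of the values in the other 13 libraries are exactly 1 count, against 0.00163% among 4707 genes with a normalized value of 100 or more in both. The log2 of the normalized value plus 5 was compared with limma over the 13173 genes with a mean of at least 20. Expression differed in 5654 genes (adjusted p below 0.05, Benjamini-Hochberg), of which 2181 were higher and 3473 lower in H55-RES, and the median log2 change of all genes tested was -0.16. The split between higher and lower genes depended on the minimum mean value: at 100, 1614 genes were higher and 290 lower. It also depended on a background of reads, estimated over genes not expected in liver cells. This background would make 27.8% and 39.3% of the reads in NT and at most 1.02% in H55-RES. With it taken off and TMM scaling, 4602 genes were higher and 1586 lower, so many of the lower calls may not reflect expression. Without NT replicate 2, 1021 genes differed, and without NT replicate 1, 3464. Of the sets in Table 1, OxPhos and 7 Reactome sets were tested, the latter in the version distributed with the fgsea package. The 157 tested genes of the Translation set had a median log2 change of 1.12 (adjusted p = 6.5e-21, limma camera with a preset correlation of 0.01), and 153 of them had a higher mean log2 value in H55-RES. Eukaryotic translation initiation had a median of 1.18 over 126 genes (adjusted p = 6.5e-21) and elongation 1.17 over 100 genes (adjusted p = 3.6e-18). After correction for gene length and GC content, the median fell to 0.58 for Translation, 0.53 for initiation and 0.31 for elongation. For the cellular response to hypoxia, the median was 0.68 and the mean 0.12 over 21 genes (adjusted p = 0.0219), and for the metabolism of polyamines 0.66 over 14 genes (adjusted p = 0.0254). All 8 sets stayed below an adjusted p of 0.05 with limma's fry, and none did in camera with an estimated correlation between genes, where the adjusted p lay between 0.234 and 0.257.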

**Table 1:** Top pathways enriched in upregulated genes as identified by Gene Set Enrichment Analysis (GSEA).

Reactome/hallmark pathways enriched in resistant vs. WT Hep55.1 C cells	Enrichment score	Normalized enrichment score	*p* value	FDR
REACTOME_TRANSLATION	0.634	4.195	<0.0001	<0.0001
REACTOME_EUKARYOTIC_TRANSLATION_INITIATION	0.733	4.115	<0.0001	<0.0001
HALLMARK_OXIDATIVE_PHOSPHORYLATION	0.617	3.835	<0.0001	<0.0001
REACTOME_NEGATIVE_REGULATION_OF_NOTCH4_SIGNALING	0.769	3.760	<0.0001	<0.0001
REACTOME_RESPIRATORY_ELECTRON_TRANSPORT_ATP_SYNTHESIS_BY_CHEMIOSMOTIC_COUPLING_AND_HEAT_PRODUCTION_BY_UNCOUPLING_PROTEINS	0.612	3.706	<0.0001	<0.0001
REACTOME_EUKARYOTIC_TRANSLATION_ELONGATION	0.725	3.685	<0.0001	<0.0001
REACTOME_RESPIRATORY_ELECTRON_TRANSPORT	0.653	3.524	<0.0001	<0.0001
REACTOME_CYTOPROTECTION_BY_HMOX1	0.607	3.486	<0.0001	<0.0001
REACTOME_CELLULAR_RESPONSE_TO_HYPOXIA	0.649	3.472	<0.0001	<0.0001
REACTOME_METABOLISM_OF_POLYAMINES	0.669	3.340	<0.0001	<0.0001

All the enriched molecular pathways play important roles in cell growth and survival. The enrichment of upregulated genes within the gene sets related to “electron transport chain”, “oxidative phosphorylation”, and “ATP synthesis” suggested that the increase in the expression of genes involved in mitochondrial activity represents a response that cells activate to counterbalance conditions that compromise mitochondrial function. 

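The Reactome set for respiratory electron transport held 64 tested genes with a median log2 change of 1.16 between H55-RES and NT cells (adjusted p = 1.9e-11, limma camera), and 59 of them were higher. The wider set that adds ATP synthesis held 81 tested genes, 73 of them higher, with a median of 1.12 (adjusted p = 1.0e-11). With log2 values corrected for gene length and GC content within each library, the median of the OxPhos genes fell most among the alternatives, to 0.26 (adjusted p = 1.5e-04), that of electron transport to 0.30 (adjusted p = 3.4e-04) and that of the wider set to 0.32 (adjusted p = 1.5e-04). Ranked by the signal-to-noise ratio, the normalized enrichment scores were 2.94 for OxPhos, 3.24 for electron transport and 3.23 for electron transport with ATP synthesis (fgsea, 10000 permutations of genes). Over genes with a mean value of at least 100, these scores fell to 1.65, 1.89 and 1.94. From the enrichment of these sets, the paper proposes that the higher expression of genes for mitochondrial activity is a response to conditions that compromise mitochondrial function.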

In fact, it has been reported that in addition to its well-known multikinase inhibitor and antiangiogenic activities, sorafenib can also inhibit mitochondrial function, as reported in published studies [21]. These pathways were not only enriched in upregulated genes, but the upregulation was statistically significant, as shown for example by the genes belonging to the gene set HALLMARK_OXIDATIVE_PHOSPHORYLATION (Supplementary Table 1). Therefore, increased expression of genes implicated in mitochondrial oxidative phosphorylation (OxPhos) represents a major pro-survival mechanism to cope with the action of sorafenib.

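All 172 genes of Supplementary Table 1 are in the deposited table, and 170 of them passed the minimum mean value. Their median log2 change between H55-RES and NT was 0.80 (adjusted p = 2.8e-10, limma camera), and 134 of the 170 were higher in H55-RES. In limma, 70 were higher and 7 lower at an adjusted p below 0.05 over all genes tested, and 74 were higher when adjusted over the list alone. Without NT replicate 2, 14 were higher. None of 10000 random lists matched on mean value had a median as high (permutation p = 1e-04, the smallest these lists can give), and 3 of 10000 did when gene length and GC content were matched as well. The median of such lists rose from 0.20 to 0.52 with that matching (central 95% from 0.34 to 0.68), against 0.78 for the 168 genes of the set with a match, so most of the rise is shared by genes of similar length and GC content. The first gene of the table, Uqcrq (chromosome 11, 53427922 to 53430831 on GRCm38), had normalized values of 52.0 ± 22.3 in NT (SD, n = 2) and 254 ± 51.1 in H55-RES (SD, n = 5), a log2 change of 2.22 (standard error 0.29, adjusted p = 7.7e-04, limma). Cyc1 had a log2 change of 1.91 (adjusted p = 7.6e-04, limma) and Vdac3 one of 1.17 (adjusted p = 0.00103, limma). Hspa9, Atp6v1g1, Got2 and Opa1 changed by 1.85, 1.59, 1.25 and 1.10, with adjusted p between 0.00162 and 0.00575 in limma. For Ndufb4, both NT libraries hold exactly 1 count, while the H55-RES values lie between 64.5 and 430.05, and the gene is listed at 0 in SF+SR, so that its log2 change of 4.71 rests on counts of the kind with values of exactly 1. Nnt is listed at 0 in both NT libraries and at 73.7 to 247.9 in H55-RES. Over the 10 libraries outside H55-RES, 141.9 counts were expected over Nnt from the background of reads alone and 0 were found, so the 0 in NT is not read as a level of expression and no fold is given. GENCODE M21 holds 2 overlapping gene models named Nnt on chromosome 13 (119335448 to 119408997 and 119335528 to 119408952), and how reads were divided between them is not known.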

This finding was also supported by the evaluation of the biological processes influenced by sorafenib during the first hours of treatment. 

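For the time course, Hep55.1C cells treated with sorafenib for 2, 4, 6, 8, 12 and 24 h (SF-SHORT) gave 1 library per time point, so no time point has a replicate. The study's deposited description counts 7 libraries in the time course, which takes in the SF library, but no time is given for that one and it was kept apart. Recovered counts ranged from 1364334 at 12 h to 4320058 at 24 h, with a median of 2047166.5. The 6 libraries were taken as 1 group and fitted with limma together with the 2 NT and 5 H55-RES libraries, over 13960 genes. Between SF-SHORT and NT, 645 genes differed at an adjusted p below 0.05, 417 higher and 228 lower. The count was 121 without NT replicate 2 and 324 without NT replicate 1. The 5 largest increases against NT (H1f2, Tcof1, Carmil1, Rbl1 and Exosc10) and the 5 largest decreases (Thbs1, Abca8b, Foxo4, Syne1 and Fam53c) are all listed at 0 in SF+SR and above 100 in SF, the pattern in which values of exactly 1 count are common. Between H55-RES and SF-SHORT, 7224 genes differed, 2795 higher and 4429 lower. This split turned round at a mean of at least 100, with 1895 genes higher and 900 lower. It also turned round with the background of reads taken off and TMM scaling, with 3093 genes higher and 1968 lower.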

According to the analysis of the genes positively modulated by sorafenib in a time course study of RNA-seq data, Gene Ontology (GO) analysis revealed that the upregulated genes involved in mitochondrial activity began to increase during the first hours of treatment and further increased in cells resistant to sorafenib (Supplementary Fig. 1 and Supplemantary Table 2). These findings indicate that sorafenib leads to the induction of adaptive transcriptional mechanisms that, over time, can reach levels that make cells insensitive to the drug. Among these, the increased expression of genes implicated in mitochondrial functionality appears to be one of the most relevant.

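The genes of Supplementary Table 1 had a median log2 change of 0.25 in SF-SHORT against NT over 171 genes (adjusted p = 4.9e-06, limma camera, the only set tested), and 8 of them were higher in limma at an adjusted p below 0.05. The median was 0.089 without NT replicate 2 (adjusted p = 0.0126, limma camera) and 0.079 after correction for gene length and GC content (adjusted p = 0.00780). That set did not pass 0.05 with limma's fry (p = 0.0581) or with an estimated correlation (p = 0.108), and 593 of 10000 random lists matched on mean value, gene length and GC content had a median as high (permutation p = 0.0594). In H55-RES against SF-SHORT, the median change was a further 0.54 (adjusted p = 1.3e-10, limma camera), and 84 genes were higher. The set also passed with fry (p = 5.5e-05) and with an estimated correlation (p = 0.0323). After correction for gene length and GC content, this further change fell to 0.26 (adjusted p = 1.1e-05, limma camera). Random lists matched on mean value, gene length and GC content had a median of 0.18, and 0 of 10000 were as high as the set. Per library, the median log2 change from the NT mean was 0.22 ± 0.09 in SF-SHORT (SD, n = 6) and 0.80 ± 0.21 in H55-RES (SD, n = 5). The 658 tested genes of Supplementary Table 2, which the study chose on these libraries, had a median change of 0.80 in SF-SHORT against NT and of 0.59 in H55-RES against SF-SHORT, with 195 and 344 genes higher at an adjusted p below 0.05 in limma. Without NT replicate 2, 32 were higher in SF-SHORT, and without NT replicate 1, 124. From the rise in the first hours and the further rise in resistant cells, the paper proposes that adaptive transcriptional mechanisms induced by sorafenib can with time reach levels at which cells become insensitive to it.

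**Figure D1:**
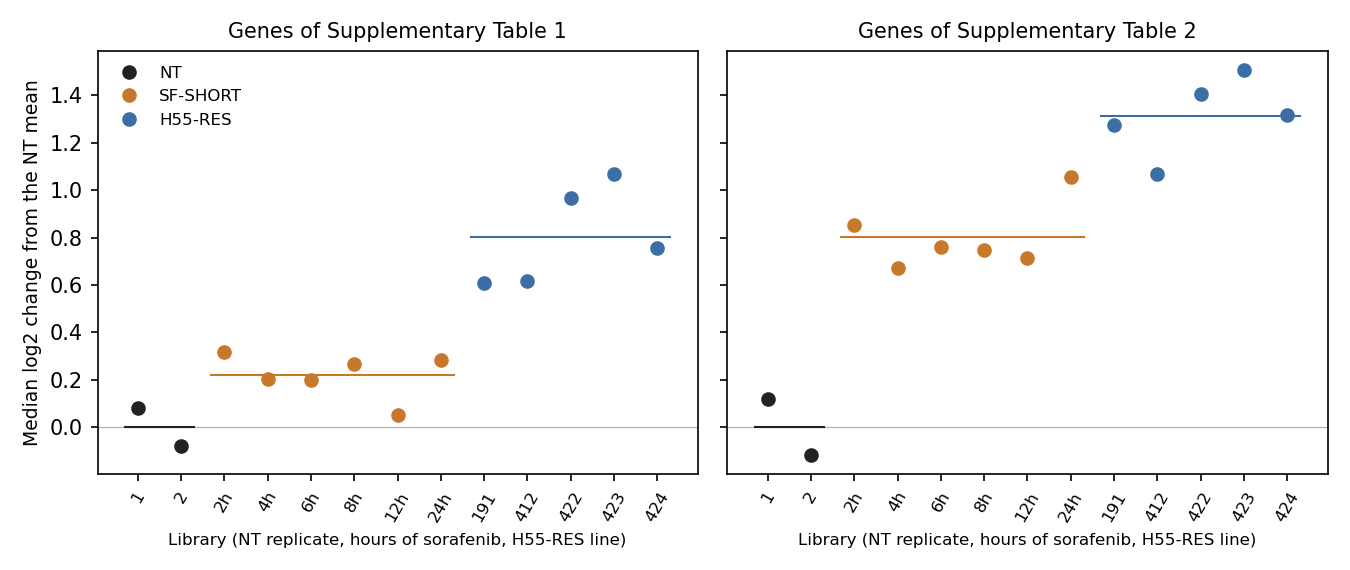
Median log2 change from the NT mean (vertical axis) per library (horizontal axis) for the genes of Supplementary Table 1 and of Supplementary Table 2. Points are libraries and lines are group means; for Supplementary Table 1, SF-SHORT lies between 0.05 and 0.32 and H55-RES between 0.61 and 1.07.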

### The sorafenib/SR9009 combination shows a synergistic effect on mouse hepatoma cell viability

These results suggested that pharmacological treatments capable of acting on OxPhos could inhibit this pro-survival response and possibly enhance the antitumor effect of sorafenib. Among drugs, we focused on SR9009, an agonist of REV-ERBα/β, a nuclear receptor that is a component of circadian clock-modulating proteins [22]. Indeed, SR9009 has been also reported to exert a cytotoxic effect on tumor cells not only through the inhibition of autophagy and de novo lipogenesis [17, 18] but also through the reduction of mitochondrial respiration [19].

As shown in Fig. 1, the combination of SR9009 with sorafenib exerted a marked cytotoxic effect in two distinct murine hepatoma cell lines, Hep55.1C and Hep56.1D, which differ in their TP53 gene status. When administered as a single agent, SR9009 displayed minimal cytotoxicity in both cell lines, except at the highest concentrations tested. In contrast, co-administration of 12.5 µM SR9009 with sorafenib significantly enhanced sorafenib sensitivity, reducing its IC₅₀ from 12 µM to 6 µM in Hep55.1C cells and from 10 µM to 6 µM in Hep56.1D cells. Notably, cell viability declined sharply even at low sorafenib concentrations, suggesting a synergistic interaction between the two agents (Fig. 1a, b and Supplementary Fig. 2).

**Fig. 1:**
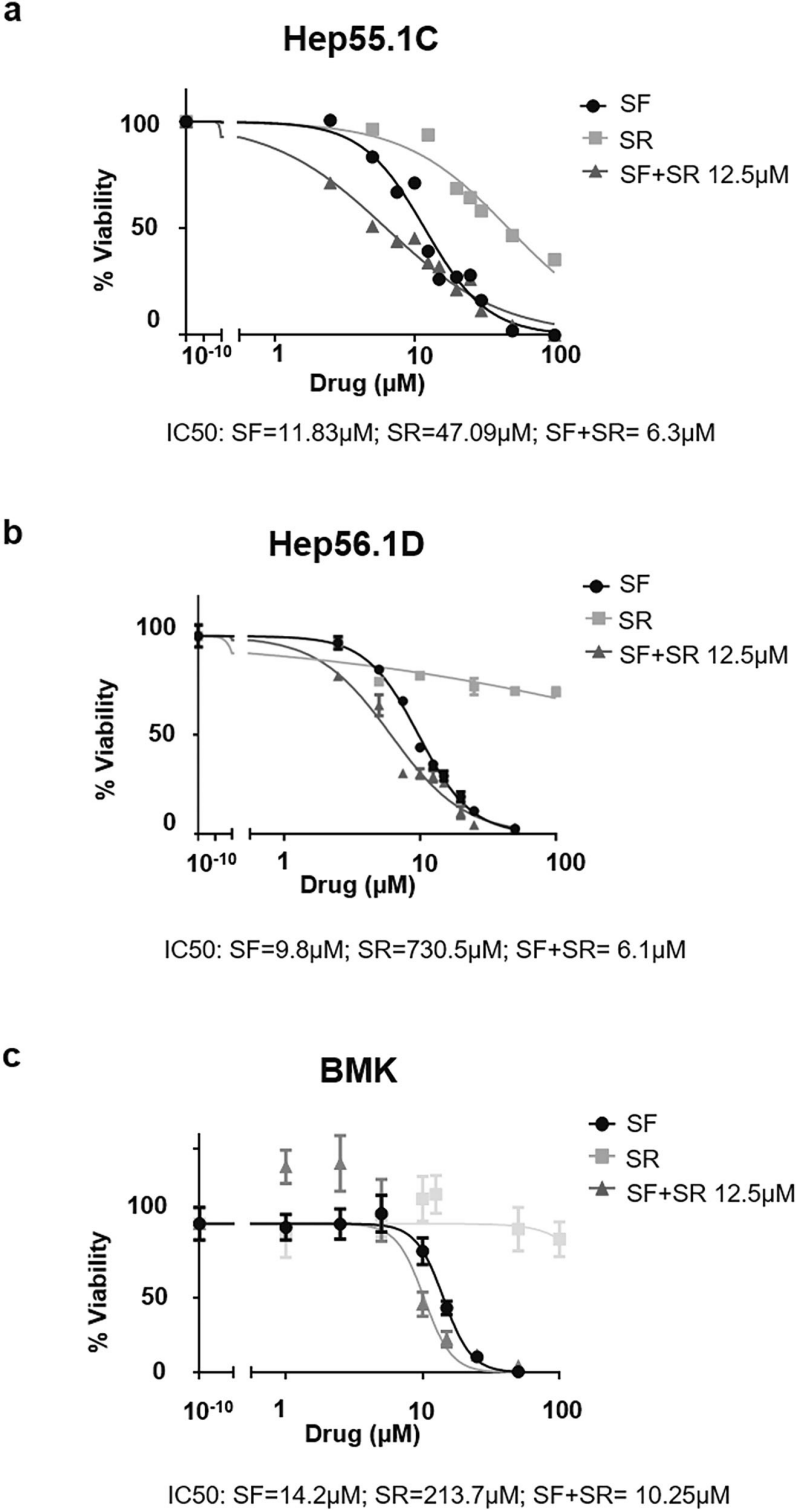
The combination of sorafenib and SR9009 reduces the IC₅₀ of sorafenib in murine hepatoma cell lines. Dose–response curves were generated to evaluate the cytotoxic effects of increasing concentrations of sorafenib (SF) and SR9009 (SR) in Hep55.1 C (**a**) and Hep56.1D (**b**) hepatoma cells. When administered as a single agent, SR9009 exhibited cytotoxicity only at high concentrations (IC₅₀ = 47.1 µM in Hep55.1C and IC₅₀ = 730.5 µM in Hep56.1D cells). Drug combination studies were performed using increasing concentrations of sorafenib in the presence of a fixed dose of SR9009 (12.5 µM). After 48 h of treatment, a pronounced synergistic effect on cell viability was observed, with a marked reduction in sorafenib IC₅₀ values (from 12 µM to 6 µM in Hep55.1C and from 10 µM to 6 µM in Hep56.1D), and a detectable cytotoxic response even at submicromolar sorafenib concentrations (<1 µM). In contrast, in normal baby mouse kidney fibroblasts (BMK) (**c**), low concentrations of SR9009 slightly improved cell growth and viability, while cytotoxic effects were evident only at high doses (>100 µM). When combined with SR9009 (12.5 µM), sorafenib showed only a modest reduction in IC₅₀ (from 14 µM to 10 µM), with no evidence of synergistic cytotoxicity at lower concentrations. Cell viability values were normalized to untreated controls. Drug concentrations are expressed on a log₁₀ scale. Data points represent mean cell viability ± SD for each concentration.

To further evaluate long-term proliferative capacity under combined treatment, we performed a colony formation assay in Hep55.1C cells. The combination of SR9009 and sorafenib markedly reduced both the number and the size of colonies compared with either treatment alone (Supplementary Fig. 3). These findings were corroborated by synergy analysis using the SynergyFinder algorithm (http://www.synergyfinderplus.org/#!/) (Supplementary Fig. 4).

In contrast, only a modest reduction in viability was observed in normal baby mouse kidney fibroblasts (BMKs) treated with the SR9009-sorafenib combination (Fig. 1c), indicating that the synergistic cytotoxic effects were largely selective for cancer cells. These findings are consistent with previous reports showing that SR9009 mitigates hepatic steatosis and inflammation [23], suppresses tumor cell proliferation and migration without affecting normal hepatocytes [24], and can even attenuate the hepatotoxicity of anticancer agents [25]. We then assessed whether the combination of sorafenib and SR9009 could also be effective in sorafenib-resistant H55-RES cells. Cells were treated with different concentrations of sorafenib in the presence or absence of SR9009 (Supplementary Fig. 5). These results demonstrated that SR9009 was able to sensitize cells that were previously insensitive to sorafenib.

We next assessed whether the combination of sorafenib and SR9009 was effective in human HCC cells. Across four human HCC cell lines, the combination consistently produced greater cytotoxicity than sorafenib alone (Supplementary Fig. 6). This confirms that the synergistic interaction between SR9009 and sorafenib is preserved in human models. 

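RNA of apoptosis genes was compared between 1 library of Hep55.1C cells treated with sorafenib (SF, 2558194 recovered counts) and 1 treated with sorafenib and SR9009 (SF+SR, 1299410 counts), so a difference has no replicate check and no test across samples was made. The authors deposited these values in the same DESeq2-normalized table. Over 11824 genes, the median difference in log2 of the value plus 5 was -0.03. The 124 genes of the Reactome Apoptosis set had a median difference of -0.30, 35 of them higher in SF+SR, at percentile 13.7 of 10000 random lists matched on mean value. The 31 genes of the Intrinsic Pathway for Apoptosis set had a median of -0.32, at percentile 25.1. With the SF-SHORT 24 h library as the reference, the Apoptosis median was -0.07, at percentile 59.0. That library is among the 13 whose counts show values of exactly 1 for genes listed at 0 in SF or SF+SR, which limits this comparison. Gene Ontology sets on apoptosis were not available.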

PARP cleavage and GSEA analyses further demonstrated enhanced apoptotic signaling in cells treated with the combination compared with either monotherapy (Supplementary Fig. 7 and Supplementary Table 3).

### Mitochondrial function is strongly inhibited by the combination of sorafenib and SR9009

Considering the previous results and that the inhibitory effects of either SR9009 or sorafenib on mitochondrial functionality have been previously described [19, 21], to investigate the mechanism underlying the synergistic cytotoxic effect, we analyzed whether the combination treatment had an impact on mitochondrial metabolism. We evaluated the two main metabolic fluxes, oxidative phosphorylation (OxPhos) and glycolysis, in the two murine cell lines Hep55.1C and Hep56.1D using the Seahorse platform [26]. Figure 2 shows the results of the OCR (oxygen consumption rate) and ECAR (extracellular acidification rate) activities of single agents and combined treatments in Hep55.1C cells. A slight reduction in ATP production via OxPhos was caused by both sorafenib and SR9009 as single agents, while strong inhibition was detected after treatment with the combination of sorafenib and SR9009 (Fig. 2a, b). Consistently, a marked decrease in the expression of mitochondrial respiratory complex proteins such as SDHA (Succinate Dehydrogenase subunit A), COX1 (Cytochrome c oxidase I) and Cytochrome c was observed following the combined treatment (Fig. 2c), further supporting a synergistic impairment of mitochondrial function.

**Fig. 2:**
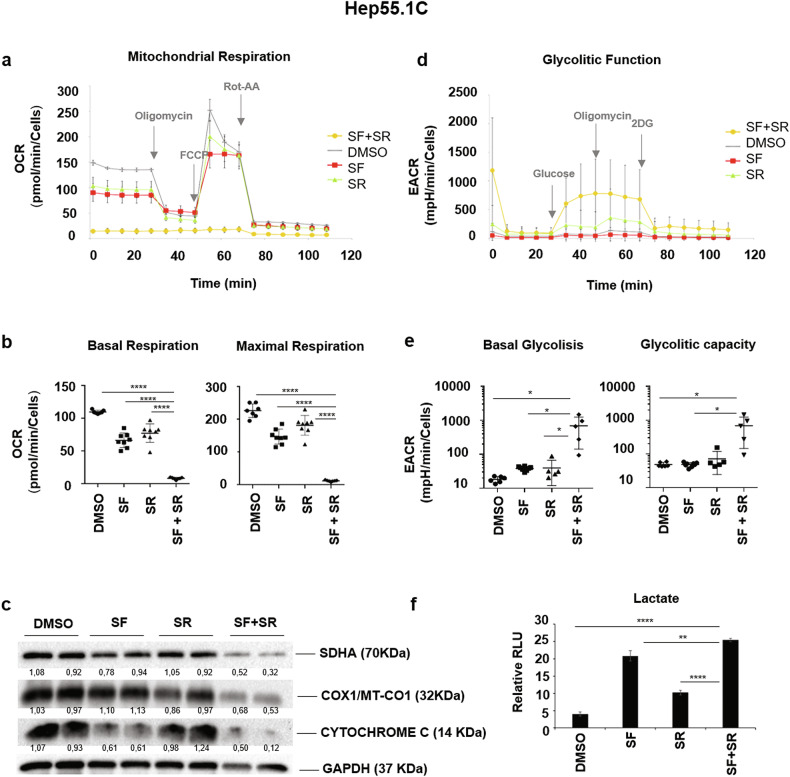
Combined treatment with sorafenib and SR9009 markedly inhibits mitochondrial ATP production in Hep55.1C cells. Mitochondrial oxidative phosphorylation (OxPhos) and glycolytic activity were assessed in Hep55.1C cells under the following conditions: (i) sorafenib (7.5 µM; SF), (ii) SR9009 (12.5 µM; SR), (iii) combined sorafenib + SR9009 (SF + SR), and (iv) DMSO control. **a** OxPhos activity was measured as oxygen consumption rate (OCR) using a Seahorse XFe/XF Extracellular Flux Analyzer under basal conditions and following sequential injections of oligomycin, FCCP (carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone), and a rotenone/antimycin A mixture (Rot/AA). **b** Both basal and maximal respiration were profoundly reduced in cells treated with SF + SR, indicating severe mitochondrial dysfunction. **c** Immunoblot analysis confirmed a marked decrease in mitochondrial complex proteins, including the succinate dehydrogenase subunit A (SDHA), cytochrome c oxidase subunit I (COX1/MT-CO1), and cytochrome c. Protein levels were normalized to GAPDH and expressed relative to untreated controls. **d** Glycolytic flux was measured as extracellular acidification rate (ECAR). **e** Cells treated with SF + SR exhibited enhanced glycolytic activity compared to single-agent treatments, suggesting a compensatory shift toward glycolysis to sustain residual ATP production under conditions of mitochondrial inhibition. Both basal glycolysis and glycolytic capacity were significantly elevated, indicating that glycolysis operated near its maximal rate in the combination setting. **f** Consistently, lactate production was significantly increased in SF + SR-treated cells compared with control and single-drug treatments. Data represent mean ± SD. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001.

The inhibition of oxidative phosphorylation (OxPhos) was partially compensated by an increase in glycolytic flux (Fig. 2d, e), as evidenced by a significant elevation in lactate production in sorafenib + SR9009 treated cells compared with either single-agent treatment or control (Fig. 2f). Similar metabolic reprogramming was observed in Hep56.1D cells, confirming the reproducibility of this response across distinct hepatoma models (Supplementary Fig. 8).

Mitochondrial function was further evaluated using the Mitochondrial ToxGlo Assay, which simultaneously measures cellular ATP content and membrane integrity. Among all tested murine and human liver cancer cell lines, the combination of SR9009 and sorafenib produced the most pronounced reduction in ATP levels (Supplementary Fig. 9), indicating a marked impairment of mitochondrial activity. To validate this observation, we assessed the effects of sorafenib combined with the mitochondrial respiration inhibitor IACS-010759 [27]. This combination elicited a cytotoxic response in HCC cells comparable to that induced by SR9009 and sorafenib (Supplementary Fig. 10). Collectively, these findings indicate that the synergistic inhibition of mitochondrial function represents a major mechanism underlying the cytotoxic effects of the SR9009, sorafenib combination in vitro.

## SR9009 modulates intracellular heme homeostasis and oxidative stress in sorafenib-resistant cells

Transcriptomic comparison between wild-type and sorafenib-resistant Hep55.1C cells revealed a significant enrichment of upregulated genes associated with the HMOX1 signaling pathway (“CYTOPROTECTION MEDIATED BY HMOX1”) (Table 1). 

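The Reactome set on cytoprotection by HMOX1 was not available. Among sets on heme and iron, heme degradation had a median log2 change of 0.42 between H55-RES and NT over 7 tested genes (adjusted p = 0.425, limma camera). The median was 0.05 for heme biosynthesis over 8 genes (adjusted p = 0.425), and 0.34 for iron uptake and transport over 34 genes (adjusted p = 0.345), whose mean was -0.08.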

Consistently, *Hmox1*, which encodes heme oxygenase-1 (HO-1), the key enzyme catalyzing the degradation of free heme into biliverdin and bilirubin, was markedly upregulated in resistant cells (Fig. 3b). 

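Hmox1 (chromosome 8, 75093621 to 75100589 on GRCm38) had a normalized value of 552.8 ± 764 in H55-RES (SD, n = 5) and of 3.12 ± 0.722 in NT (SD, n = 2), a log2 change of 5.06 (standard error 1.25, adjusted p = 0.0154, limma). Every H55-RES library lay above both NT libraries (exact permutation test, two-sided p = 0.0476, the smallest that 21 splits allow). The values in the lines were 401.1 in 191, 159.6 in 412, 1898 in 422, 36.1 in 423 and 269 in 424. Each NT library holds exactly 1 count of Hmox1, and the gene is listed at 0 in SF and at 532 in SF+SR. It therefore belongs to the genes in which values of exactly 1 count are common, and the size of its change cannot be read from the deposited values. In limma, the adjusted p was 0.0975 without NT replicate 1 and 0.130 without NT replicate 2.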

At the protein level, HO-1 expression was likewise elevated (Supplementary Fig. 11). Correspondingly, intracellular free heme levels were significantly reduced in resistant cells compared with sorafenib-treated wild-type cells (Fig. 3a), suggesting that HO-1 upregulation mitigates heme-induced cytotoxicity. Functional validation through siRNA-mediated *Hmox1* knockdown in resistant Hep55.1C cells resulted in a dose-dependent reduction of HO-1 protein levels, leading to impaired cell viability and mitochondrial activity (Supplementary Fig. 12). Moreover, the ferrous iron (Fe²⁺) released during heme degradation appeared to be detoxified through the coordinated upregulation of ferritin heavy (*Fth1*) and light (*Ftl*) chain genes (Fig. 3c, d).

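Fth1 (chromosome 19, 9980598 to 9985098 on GRCm38) had a normalized value of 1486 ± 306 in NT (SD, n = 2) and 7576 ± 1989 in H55-RES (SD, n = 5), a log2 change of 2.32 (standard error 0.34, adjusted p = 0.00137, limma). For Ftl1 (chromosome 7, 45457944 to 45459884), the values were 1196 ± 373 and 7502 ± 3758, a log2 change of 2.54 (standard error 0.50, adjusted p = 0.00563, limma). For both genes, every H55-RES library was above every NT library (exact permutation test, two-sided p = 0.0476, the smallest possible). With each replicate left out in turn, the change stayed between 2.11 and 2.53 for Fth1 and between 2.22 and 2.86 for Ftl1, whose adjusted p was 0.101 without NT replicate 2 in limma. Ferritin pseudogenes were not separated from either gene, which leaves their counts uncertain. The paper proposes that the ferrous iron released from heme is detoxified through these genes.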

**Fig. 3:**
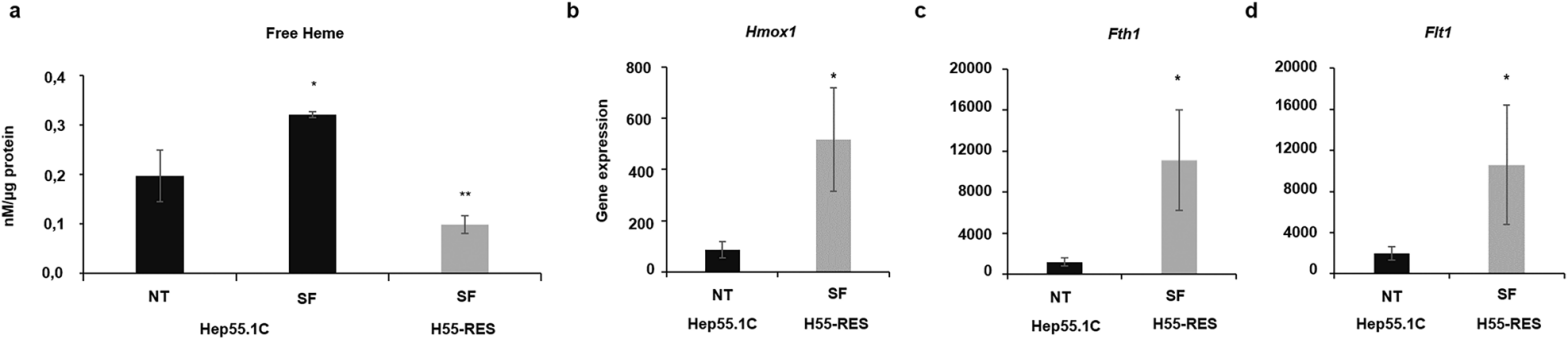
Sorafenib-resistant hepatoma cells are protected from heme-induced toxicity through upregulation of *Hmox1* and *ferritin* genes. **a** Intracellular free heme levels were quantified in cell lysates using a functional assay based on inactive apo-horseradish peroxidase (see *Materials and Methods*). Treatment of wild-type Hep55.1C cells with sorafenib (SF) led to a pronounced accumulation of free heme compared to untreated (NT) controls. In contrast, sorafenib-resistant H55-RES cells, continuously maintained in the presence of SF, exhibited significantly lower free heme levels, indicating activation of protective mechanisms against sorafenib-induced heme toxicity. **b** RNA-seq analysis revealed a strong upregulation of *Hmox1*, encoding heme oxygenase-1 (HO-1), in resistant cells, suggesting a pivotal role for this enzyme in mitigating toxic heme accumulation. **c**, **d** Consistently, *Fth1* (ferritin heavy chain 1) and *Ftl1* (ferritin light chain) transcripts were significantly elevated in resistant cells compared with wild-type Hep55.1C cells, supporting enhanced sequestration of labile ferrous iron (Fe²⁺) and attenuation of iron-mediated cytotoxicity. Data represent mean ± SD. *p ≤ 0.05; **p ≤ 0.01.

Based on these observations, considering that SR9009 is an heme agonist, we hypothesized that SR9009 may compete with heme for binding to REV-ERBα/β and potentially to other heme-binding proteins, including mitochondrial cytochromes. To test this, we measured intracellular free heme levels and assessed the resulting impact on the cellular redox state in sorafenib-resistant H55-RES cells. SR9009 treatment led to a marked increase in free heme accumulation, which was accompanied by elevated lipid peroxidation and reactive oxygen species (ROS) production, effects that were further amplified when SR9009 was combined with sorafenib (Fig. 4a, c, d). These findings suggest that SR9009-induced perturbation of heme homeostasis plays a key role in promoting mitochondrial dysfunction and cellular cytotoxicity under combination treatment.

**Fig. 4:**
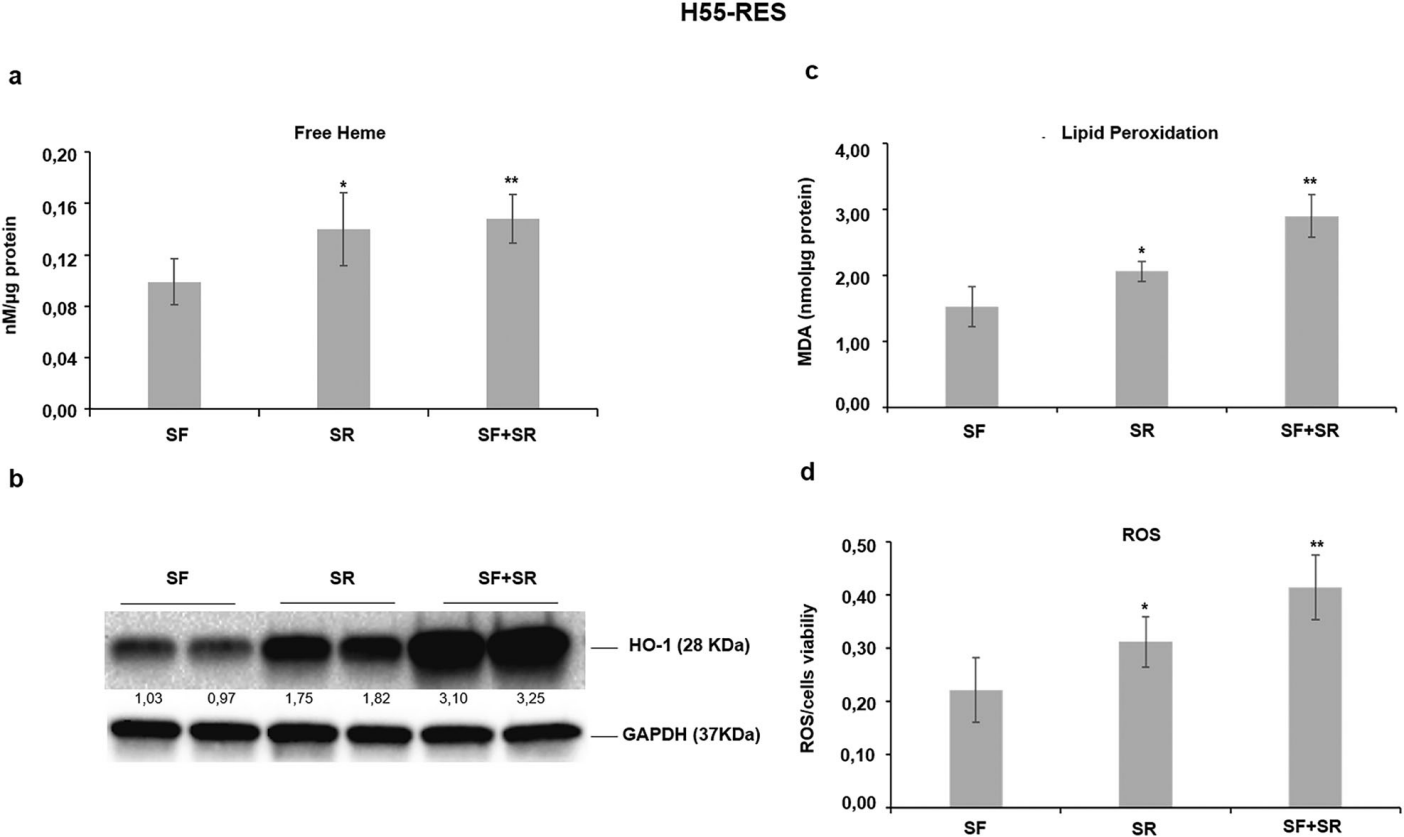
SR9009 increases free heme levels and promotes oxidative stress in sorafenib-resistant hepatoma cells. **a** In H55-RES cells, treatment with SR9009 markedly increased intracellular free heme levels, both when administered alone (SR) and in combination with sorafenib (SR + SF). **b** In response to elevated heme accumulation, heme oxygenase-1 (HO-1) protein expression was concomitantly upregulated following SR9009 treatment, with a further induction observed under combined SR9009 and sorafenib exposure. **c**, **d** To evaluate SR9009-induced oxidative stress, lipid peroxidation and intracellular reactive oxygen species (ROS) levels were quantified in H55-RES cells treated with sorafenib (SF), SR9009 (SR), or the combination (SR + SF). Malondialdehyde (MDA) content, a marker of lipid peroxidation, was measured in cell lysates after 24 h of treatment, while ROS accumulation was quantified in live cells and normalized to cell viability. Data represent mean ± SD. *p ≤ 0.05; **p ≤ 0.01.

Consistent with a compensatory response to oxidative stress, HO-1 protein levels were further increased following treatment with SR9009 and sorafenib (Fig. 4b). A similar induction of HO-1 was also observed in Hep55.1 C cells exposed to the combination treatment (Supplementary Fig. 13), further supporting the role of heme dysregulation and redox imbalance in the cytotoxic mechanism of SR9009-sorafenib co-treatment.

### Effect of the combination of sorafenib and SR9009 on Hep55.1C cells in vivo

We investigated whether the effects on tumor cell viability could be reproduced in vivo. Wild-type Hep55.1C cells and sorafenib-resistant H55-RES cells were implanted subcutaneously into opposite flanks of 4-week-old female syngeneic C57BL6 mice (Fig. 5a). Ten days post-implantation, when palpable tumors had formed, animals were randomly assigned to four treatment groups (*n* = 10 per group): (i) sorafenib (30 mg/kg), (ii) SR9009 (100 mg/kg), (iii) sorafenib + SR9009, or (iv) vehicle as control. As shown in Fig. 5b, c, all treatments were effective against wild-type cells. In contrast, only the sorafenib + SR9009 combination demonstrated marked antitumor efficacy in mice bearing H55-RES xenografts, indicating that SR9009 effectively restores sensitivity to sorafenib in resistant tumors.

**Fig. 5:**
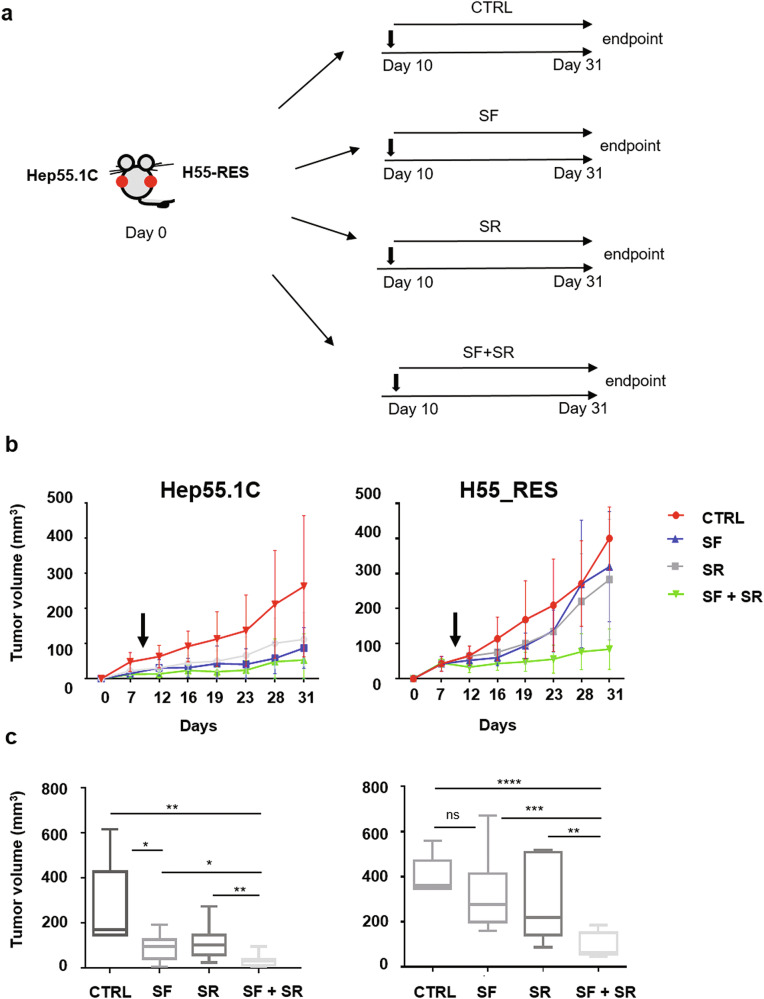
SR9009 potentiates the antitumor efficacy of sorafenib in sorafenib-resistant xenograft models. **a** Wild-type Hep55.1C cells and sorafenib-resistant (H55-RES) cells were subcutaneously implanted into the left and right flanks, respectively, of female C57BL/6 mice. **b** Approximately 10 days after cell implantation, when tumor volumes reached ~50 mm³, mice were randomized into four treatment groups: (1) vehicle control (CTRL, *n* = 5), (2) sorafenib alone (SF, *n* = 10), (3) SR9009 alone (SR, *n* = 10), and (4) sorafenib plus SR9009 (SF + SR, *n* = 10). Treatments were administered as indicated, and tumor volumes were measured every two days until endpoint. **c** Mean tumor volumes at endpoint are shown. Data are presented as mean ± SD. *p ≤ 0.05; **p ≤ 0.001.

Mechanistically, tumors from the combination group displayed a pronounced reduction in mitochondrial respiratory complex proteins and a robust induction of HO-1 expression, compared with either monotherapy (Supplementary Fig. 14). These findings corroborate in vitro results, supporting a model in which combined sorafenib and SR9009 treatment drives mitochondrial dysfunction and oxidative stress–mediated tumor regression in resistant HCC.

In vivo studies were also useful to investigate toxic side effects (Fig. 6). No significant weight loss was detected in any of the treatment regimens. A slight weight reduction was observed in the sorafenib + SR9009combination group during the first week, which recovered during the following two weeks. Hepatotoxicity was observed after treatment with sorafenib but not with SR9009. In fact, blood alanine transferase (ALT) levels normalized when sorafenib was combined with SR9009. Finally, hematological counts were not significantly altered. Therefore, the combination of sorafenib and SR9009 was more effective than sorafenib as a single agent, and no increase in toxicity was detected.

**Fig. 6:**
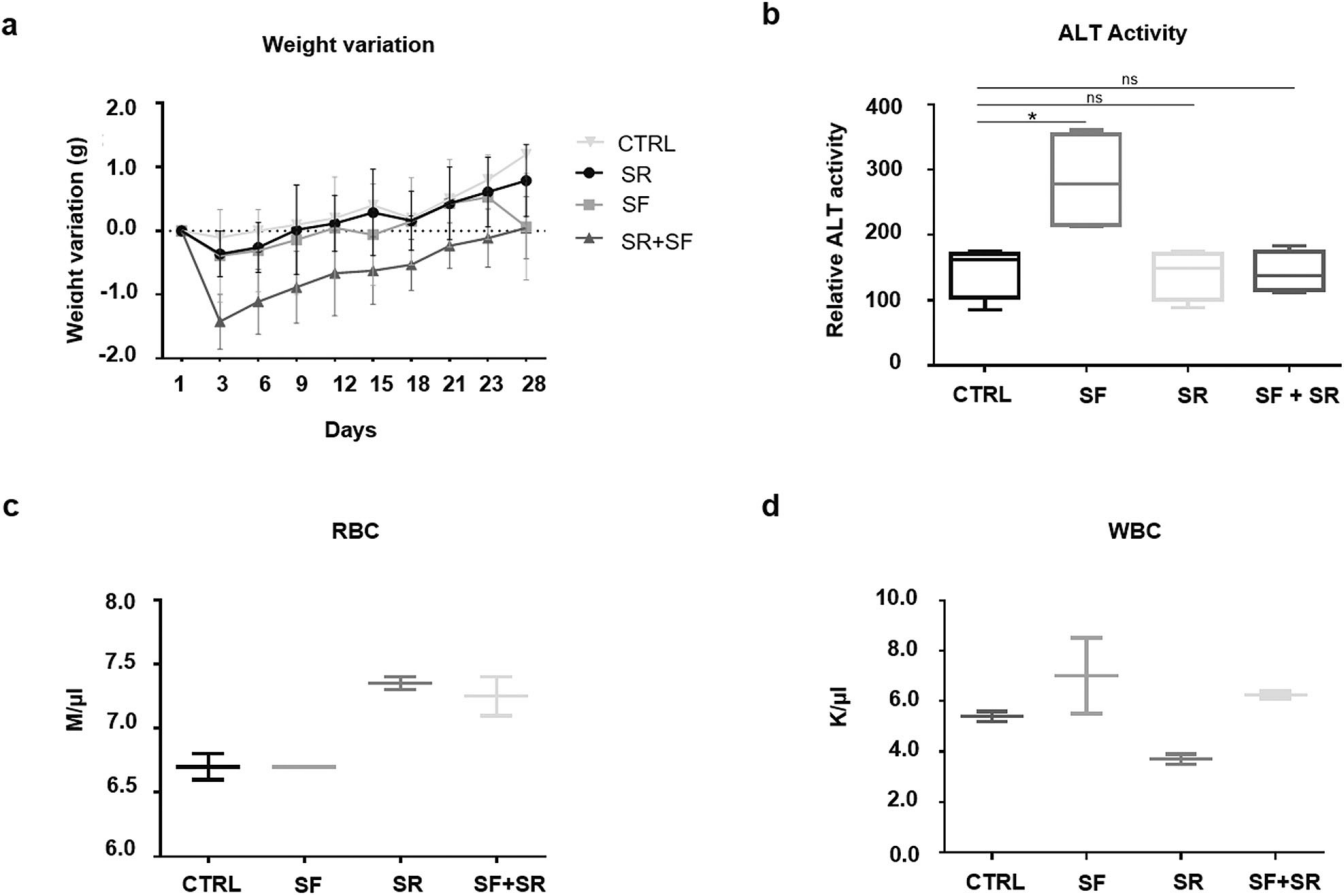
In vivo toxicity assessment of the sorafenib and SR9009 combination. **a** Mouse body weight was monitored throughout the treatment period. Except for a transient decrease during the initial days of combination treatment, no significant weight loss was observed in any treatment group. **b** Liver function was evaluated by measuring serum alanine aminotransferase (ALT) activity. As expected, ALT levels were elevated following sorafenib treatment alone but remained within the normal range when SR9009 was administered, either alone or in combination with sorafenib, indicating a protective effect of SR9009 on liver function. **c**, **d** Hematological parameters, including red blood cell (RBC) and white blood cell (WBC) counts, were not significantly altered under any treatment condition. Data are presented as mean ± SD. Treatment groups: control (CTRL), SR9009 alone (SR), sorafenib alone (SF), and the combination (SR + SF). *p ≤ 0.05.

### Antitumor efficacy of sorafenib combined with SR9009 in the TG221 HCC model

To further evaluate the therapeutic efficacy of the sorafenib + SR9009, we tested the combination on primary tumors developed in TG221 transgenic mice. Mice received a single intraperitoneal injection of N-nitrosodiethylamine (DEN) ten days after birth, and liver tumors became detectable by 20–22 weeks of age. Tumor growth was monitored weekly by high-resolution ultrasound imaging. Following tumor detection, animals were randomized into two treatment groups (*n* = 15 per group): sorafenib (10 mg/kg) or sorafenib (10 mg/kg) combined with SR9009 (100 mg/kg), administered for 23 days. Based on previous studies [20], the dose of sorafenib was reduced to 10 mg/kg, since the standard 30 mg/kg dose displayed near-maximal single-agent activity, masking potential additive or synergistic effects of SR9009 (data not shown). Under this optimized regimen, the sorafenib + SR9009 combination showed markedly enhanced antitumor efficacy. As illustrated in Fig. 7a, b, tumor burden significantly regressed in the majority of treated mice after three weeks of combined therapy. The *waterfall plot* (Fig. 7c) further highlights a reduction in the size of most tumor nodules in the combination group, whereas tumors in sorafenib-only–treated mice continued to grow progressively. Collectively, these findings demonstrate that SR9009 potentiates the antitumor effects of sorafenib in primary HCC, even at reduced sorafenib doses, while simultaneously lowering the incidence of drug-related toxicity.

**Fig. 7:**
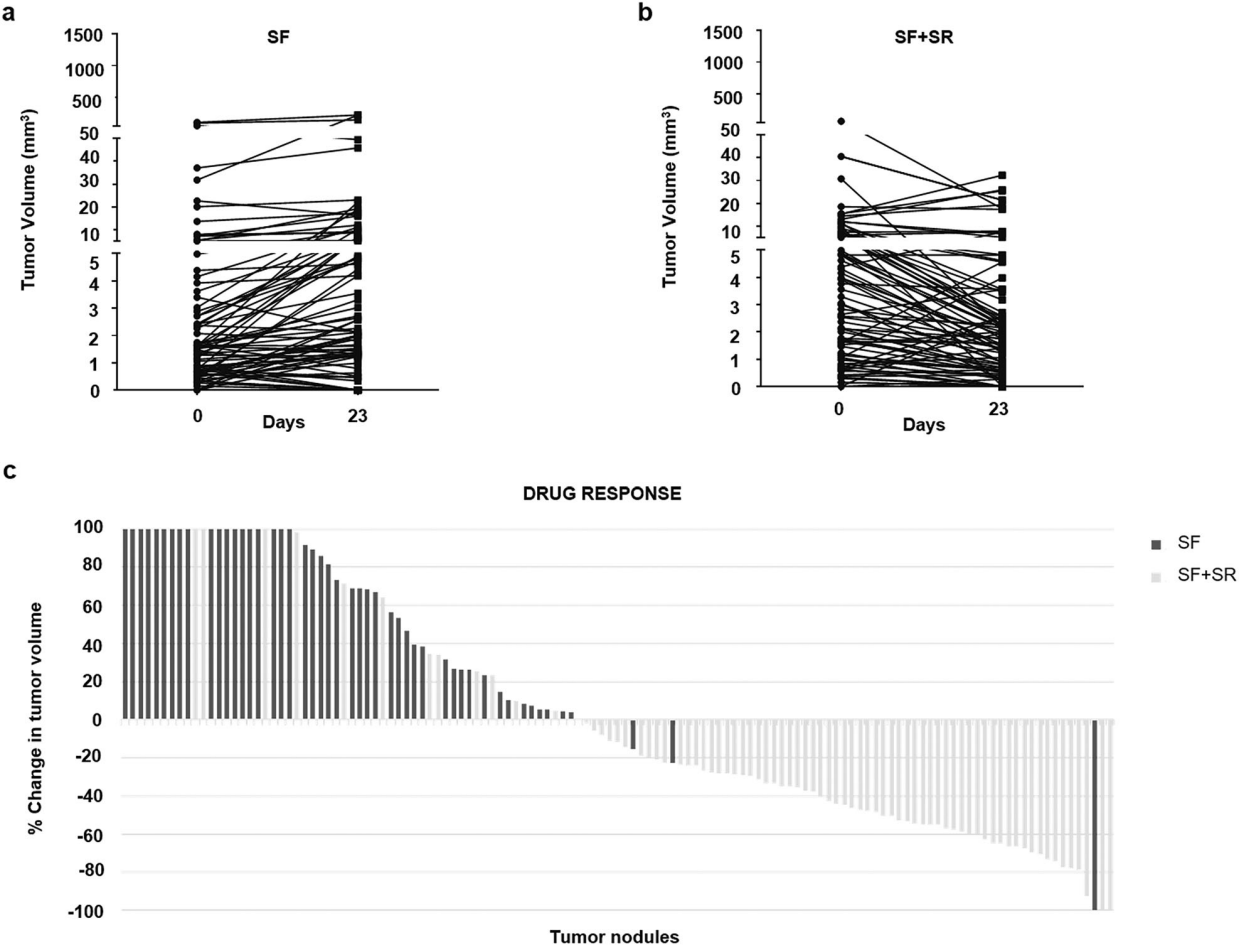
The combination of sorafenib and SR9009 shows superior efficacy to sorafenib alone in primary liver tumors. At six months of age, thirty DEN-treated TG221 male mice were randomized into two groups and treated daily for 23 days with either sorafenib alone (SF, 10 mg/kg; *n* = 15) or the combination of sorafenib (10 mg/kg) and SR9009 (100 mg/kg; *n* = 15). **a**, **b** Tumor growth was monitored by ultrasound imaging at baseline and at the end of treatment. The combination therapy produced a more pronounced reduction in tumor volume compared with sorafenib monotherapy. **c** This enhanced therapeutic response is further illustrated in the waterfall plot, which highlights a greater proportion of tumor nodules showing regression in mice treated with the combination regimen compared with those receiving sorafenib alone.

## Discussion

This study demonstrates that the REV-ERBα/β agonist SR9009 enhances the antitumor efficacy of sorafenib without increasing systemic toxicity in vivo. Synthetic REV-ERB agonists such as GSK4112, SR9009 and SR9011 [11] have attracted attention due to their ability to modulate metabolic and proliferative pathways linked to tumorigenesis [28, 29]. Previous studies have shown that SR9009 exerts cytotoxic and antiproliferative effects in various tumor cell lines and inhibits tumor growth in xenograft models by repressing autophagy and lipid metabolism [17, 18].

In our experimental models, SR9009 alone displayed cytotoxic effects only at relatively high concentrations, whereas its combination with sorafenib produced a strong synergistic antitumor activity. The combined treatment markedly reduced cell viability, clonogenic potential, and tumor growth, both in vitro and in vivo. Mechanistically, this synergism appears to result from the complete suppression of mitochondrial oxidative phosphorylation (OxPhos), leading to a collapse of mitochondrial bioenergetics.

Transcriptomic analyses of sorafenib-resistant cells revealed a significant enrichment of OxPhos-related genes, suggesting that enhanced mitochondrial activity may serve as an adaptive mechanism to counteract sorafenib-induced metabolic stress. Sorafenib is known not only to inhibit RAF/MEK/ERK and angiogenic signaling pathways by inhibiting VEGFR and PDGFR signaling [30], but also to interfere with mitochondrial respiration [21, 31, 32]. Therefore, the upregulation of OxPhos genes likely reflects a compensatory response to maintain energy production and survival. SR9009, which has been reported to suppress mitochondrial respiration, acts as a metabolic antagonist of this adaptation. Consistent with this interpretation, our data show that the combination of sorafenib and SR9009 nearly abolished mitochondrial respiration and ATP production, accompanied by a strong decrease in mitochondrial complex proteins such as SDHA (Succinate Dehydrogenase subunit A), COX1 (Cytochrome c oxidase I) and Cytochrome c.

Importantly, this profound inhibition of mitochondrial metabolism was selectively cytotoxic to hepatoma cells, which rely heavily on mitochondrial ATP production, while sparing normal hepatocytes and fibroblasts [33]. In mouse models, the combination treatment reduced tumor burden without increasing hepatotoxicity, aligning with previous evidence that SR9009 can exert hepatoprotective and anti-inflammatory effects, reducing steatosis and cellular stress in non-tumor hepatic tissue [23–25].

Mechanistically, SR9009 may compete with heme for binding to REV-ERBα/β [15], thereby displacing heme and increasing intracellular free heme levels. Although originally developed as a REV-ERBα/β agonist, SR9009 can potentially interfere with other heme-dependent enzymes, including mitochondrial cytochromes [34]. Given the high reactivity of unbound heme, this displacement may promote mitochondrial dysfunction and enhance cytotoxicity. Supporting this hypothesis, we observed that *Hmox1*, encoding heme oxygenase-1 (HO-1), the enzyme responsible for degrading free heme, was strongly upregulated in sorafenib-resistant cells. HO-1 is a well-established cytoprotective enzyme that converts heme into biliverdin, bilirubin, and ferrous iron (Fe²⁺) [35]. The concomitant upregulation of ferritin in resistant cells further suggests that detoxification of free heme and sequestration of reactive iron are integral components of the adaptive resistance mechanism. Indeed, HO-1 functions as a key antioxidant and cytoprotective enzyme in liver disease [36], with growing evidence linking its upregulation to chemoresistance [37]. A similar protective role against heme-induced cytotoxicity was reported in breast cancer [38]. Functional validation through *Hmox1* knockdown confirmed the protective role of HO-1, as silencing of this gene decreased cell viability and mitochondrial activity in resistant cells. This indicates that HO-1 upregulation contributes to the survival advantage of sorafenib-resistant HCC cells.

Moreover, the SR9009-induced accumulation of free heme and reactive oxygen species (ROS) likely drives the observed synergistic cytotoxicity in combination with sorafenib. The elevated HO-1 protein levels detected after combined treatment reflect a strong cellular stress response, consistent with oxidative damage and lipid peroxidation triggered by excessive ROS generation.

In vivo, the combination of SR9009 and sorafenib showed superior efficacy compared with sorafenib alone, both in primary transgenic liver tumors and in xenografts derived from sorafenib-resistant cells, without exacerbating toxicity. Previous studies have similarly reported that SR9009 is well tolerated and even protective in cardiovascular [39] and metabolic disease models, including reducing atherosclerotic plaque formation and attenuating cardiac hypertrophy, further supporting its safety profile [40].

Collectively, our findings reveal that the metabolic adaptations conferring resistance to sorafenib, particularly the upregulation of mitochondrial respiration and heme detoxification pathways, can be therapeutically exploited. Pharmacological activation of REV-ERBs with SR9009 disrupts these adaptive mechanisms by impairing OxPhos and altering heme metabolism, leading to irreversible mitochondrial dysfunction and cell death, without worsening its tolerability.

Overall, this study highlights a rational strategy to enhance sorafenib efficacy by exploiting metabolic vulnerabilities in hepatocellular carcinoma. Integrating oncogene-targeted therapy with metabolic modulation offers a means to overcome adaptive resistance while minimizing systemic toxicity. Beyond sorafenib, this combinatorial approach provides a conceptual framework for improving therapeutic efficacy and safety by coupling oncogene-targeted agents with compounds that disrupt tumor-specific metabolic dependencies.

## Materials and methods

### Cell lines

Murine Hep55.1C (440201) and Hep56.1D (440204) cells, obtained from hepatomas of C57BL/6J mice, were obtained from CLS Cell Lines Service GmbH, Germany. The two cell lines differed in the status of the Tp53 gene: wild type in Hep55.1C and mutated (pCys132Trp) in Hep56.1D. Hep55.1C sorafenib-resistant cells (H55-RES) were obtained by in vivo selection from tumor xenografts of C57BL/6J mice as previously described [20]. Briefly, to obtain H55-RES, cells, C57BL/6 mice bearing H55.1C cells derived xenograft were treated with sorafenib. After a month of sensitivity to the drug, some tumors start to regrew. To confirm stable sorafenib resistance, resistant xenograft-derived cells were re-implanted into new mice, and notably no significant difference in tumor growth was observed between sorafenib-treated and untreated groups. We developed and analyzed 5 different resistant cell lines (named H55-RES 191, 412, 422, 423, 424). For in vitro and in vivo experiments, the H55-RES 191 cell line was used. Normal baby mouse kidney (BMK) fibroblasts were established from the normal kidneys of newborn C57BL/6J mice as previously described [41]. The human HCC cell lines Hep3B (HB-8064), HepG2 (HB-8065) and SNU449 (CRL-2234) were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA), and the Huh7 cell line (300156) was obtained from CLS Cell Lines Service GmbH. All cell lines were propagated and maintained in Iscove’s modified Dulbecco’s medium supplemented with 10% fetal bovine serum (FBS), 0.1% gentamicin, and 1% L-glutamine (Sigma‒Aldrich, St. Louis, MO, USA). All cell lines were authenticated by the supplier and tested for mycoplasma contamination (MycoAlert Mycoplasma Detection kit, LT07-418, Lonza Group Ltd., Basel Switzerland).

### Drugs

For in vitro experiments, Sorafenib (S-8599, LC Laboratories, Woburn, MA, USA), SR9009 (1379686-30-2, BOC SCIENCES, NY, USA) and IACS-010759 (HY-112037, MedChemExpress, NJ 08852, USA) were solubilized in dimethyl sulfoxide (DMSO). For all in vivo experiments, sorafenib (10 mg/kg or 30 mg/kg) was dissolved in a 50:50 solution of Cremophor EL/ ethanol and was administered daily by gavage, while SR9009 (100 mg/kg) was dissolved in 15% Cremophor EL solution and was administered daily by intraperitoneal injection (i.p).

### Transfection

Dicer-substrate siRNAs (DsiRNAs) are chemically synthesized 27mer RNA duplexes processed by Dicer, characterized by an increased potency in RNA interference compared to traditional, 21mer siRNAs [42]. A TriFECTa kit (IDT, Integrated DNA Technologies) containing three specific pre-designed DsiRNAs targeting murine *Hmox1* gene was used. Specifically, the duplex oligonucleotides sequences were as follows: DsiRNA mm.Ri.Hmox1.13.1: Duplex Oligo sense –rUrArArArUrGrGrCrArUrUrArUrCrUrArArCrArGrUrCrACT; Duplex Oligo antisense – rArGrUrGrArCrUrGrUrUrArGrArUrArArUrGrCrCrArUrUrUrArUrU; DsiRNA mm.Ri.Hmox1.13.2: Duplex Oligo sense – rArUrGrGrCrUrUrCrCrUrUrGrUrArCrCrArUrArUrCrUrACA; Duplex Oligo antisense – rUrGrUrArGrArUrArUrGrGrUrArCrArArGrGrArArGrCrCrArUrCrA; DsiRNA mm.Ri.Hmox1.13.3: Duplex Oligo sense – rGrGrGrArArUrUrUrArUrGrCrCrArUrGrUrArArArUrGrCAA; Duplex Oligo antisense – rUrUrGrCrArUrUrUrArCrArUrGrGrCrArUrArArArUrUrCrCrCrArC. DsiRNAs transfection was carried out by using Lipofectamine 2000 (#11668027, Invitrogen, Thermo Fisher Scientific, Carlsbad, CA, USA), in accordance with the manufacturer’s indications.

### Cell viability assays

The Muse® Count & Viability Kit was used to perform quantitative analysis of cell counts and viability (MCH100102, Luminex Corporation, Austin, TX, USA). All assays were performed in triplicate, and the data were analyzed with a Muse® Cell Analyzer instrument (Merck Millipore). The PrestoBlue™ HS Cell Viability Reagent (#P50200; Invitrogen, Thermo Fisher Scientific, Carlsbad, CA) was used to measure the half maximal inhibitory concentration (IC50) to evaluate the efficacy of the drug in vitro. All assays were performed in triplicate and analyzed with a Tecan Infinite 200 Pro M Plex Microplate Reader (Tecan Austria Gmbh).

### Mitochondrial function assays and Lactate Assay

The Agilent Seahorse Cell Mito Stress Test (103015-100, Agilent Technologies, Wilmington, DE, USA) was used to evaluate mitochondrial function by measuring the oxygen consumption rate (OCR) of the cells, while the Agilent Seahorse XF Glycolysis Stress Test (103020-100, Agilent Technologies) was used to evaluate glycolytic function by measuring the extracellular acidification rate (EACR) of the cells. Real-time measurements of the OCR and ECAR were performed on Seahorse XFe/XF extracellular flux analyzers. The Mitochondrial ToxGlo™ assay (G8000, Promega, Madison, WI, USA) was used to evaluate mitochondrial function through differential measurement of biomarkers associated with changes in cell membrane integrity and cellular ATP levels. The Lactate-Glo™ Assay (#J5021, Promega, Madison, WI, USA), a bioluminescent detection system that couples lactate oxidation and NADH production, was used to evaluate lactate levels in cell culture media of treated cells and normalized on cell viability, measured with the resazurin-based PrestoBlue HS reagent (#P50200; Invitrogen, Thermo Fisher), in accordance with the manufacturer’s instructions. Assays were performed in triplicate and analyzed in a Tecan Infinite 200 Pro M Plex microplate reader (Tecan Austria Gmbh).

### Colony formation assay

1 ml of 0.8% Sea Plaque Low Melt Agarose (#50101, Lonza Group Ltd., Basel Switzerland) was distribute in 6-well plates to prepare base agarose layer. A single-cell suspension from Hep55.1C cells, containing 5 × 10^3^ cells/well was prepared and mixed with an upper agarose layer (0.48%). 1 ml of cell/agar mixture was immediately overlaied in triplicate for each treatment condition in wells containing the solidified base layer. Each plate was cooled for ~5 min at 4 °C to solidify agarose and then incubated at 37 °C in a humidified atmosphere with 5% CO_2_ for 3 weeks. Colonies formation was monitored during the incubation time and representative images were captured with a DS-L3 Camera (#M555E, Nikon). Colonies were finally stained adding 1 ml of PBS containing 4% formaldehyde and 0.005% crystal violet to each well.

### Western blot and antibodies

Cell cultures were harvested and lysed with radioimmune precipitation buffer (RIPA) (#R0278; Sigma‒Aldrich) as previously described [20]. Protein extracts (10 μg from each of the samples) were subjected to SDS‒PAGE (4–15% Tris Glicyne Gel, no. 4561083, Bio-Rad) and then transferred to a PVDF membrane (no. 1704156, Bio-Rad). After incubation with 5% blocking agent, the membranes were incubated overnight at 4°C with the following rabbit antibodies: SDHA (D6J9M)XP, #11998), Cytocrome c (D18C7, #11940), COX1/MT-CO1 (E2I2R, #55159), HO-1 (E3F4S, #43966), PARP (#9542, and Cleaved PARP (#9544), all from Cell Signaling Technology, Danvers, MA, USA. A monoclonal anti-glyceraldehyde-3-phosphate dehydrogenase (GAPDH) antibody (clone 2D9, TA802519; OriGene Technologies, Rockville, MD, USA) was used as a loading control. For chemiluminescent detection, a horseradish peroxidase-conjugated secondary antibody (#7074; Cell Signaling Technology) was used in combination with Clarity Western ECL Blotting Substrate (#170-5060; Bio-Rad), and digital images were acquired using Chemidoc (Bio-Rad). Signals were quantified with ImageJ software (https://imagej.nih.gov), and protein expression levels were normalized to GAPDH protein expression.

### RNA purification

Total RNA was extracted from frozen liver cells or tissues using a Maxwell RSC instrument (Promega Italia, Milan) and a Maxwell RSC miRNA from a tissue purification kit (#AS1460, Promega) according to the manufacturer’s instructions.

### Free heme, lipid peroxidation (MDA) and intracellular ROS measurement

Measurement of intracellular free heme in cellular lysates was based on the interaction of an inactive apo-horseradish peroxidase (apoHRP, #293A0000, Calzyme Labs, San Luis Obispo, CA, USA) with free heme to form an active holoHRP, as previously described [43]. 10 µg of cellular lysate collected after 8 h of treatment were analyzed in presence of apo-HRP enzyme (5 µM). The reconstitution time of active holo-HRP activity with free heme was established at 10 min. The activity of the reconstituted HRP was measured by colorimetric oxidation of the Peroxidase substrate 3,3’,5,5’-tetramethylbenzidine (TMB, #T4444; Sigma‒Aldrich) and was converted to free heme concentration using a standard curve established with increasing concentrations of hemin (0–2,5 nM) (#51280; Sigma‒Aldrich). Oxidatve stress was determined by a colorimetric quantification of malondialdehyde (MDA) levels in cell lysates using the Lipid Peroxidation (MDA) Assay kit (#MAK568; Sigma‒Aldrich), while intracellular ROS was determined in living cells by fluorimetric assay (Fluorimetric Intracellular ROS kit, #MAK143; Sigma‒Aldrich) and normalized on cell viability measured with the resazurin-based PrestoBlue HS reagent (#P50200; Invitrogen, Thermo Fisher), in accordance with the manufacturer’s instructions. All the assays were performed in triplicate and analyzed in a Tecan Infinite 200 Pro M Plex microplate reader (Tecan Austria Gmbh).

### RNA sequencing

RNA quality and integrity were checked by a Bioanalyzer 2100 and Agilent RNA 6000 Nano Kit (No. 5067-1511 Agilent, Santa Clara, CA, USA). RNA-seq libraries were prepared using the Qiagen QIAseq Fast Select rRNA HMR kit (no. 334386, Qiagen Düsseldorf, Germany) for ribosomal RNA depletion and the Qiagen QIAseq stranded total RNA library kit (no. 180745, Qiagen) according to the manufacturer’s instructions. RNA sequencing was performed according to the Illumina pipeline on a NextSeq 500 instrument (Illumina, San Diego, CA, USA.) using the NextSeq 500/550 High Output Kit v2.5 150 Cycles (#20024907, Illumina).

### Bioinformatics analysis

The obtained sequences were mapped to the mouse genome (GRCm38) using the HISAT2 algorithm [44] and a prebuilt genome index downloadable from the HISAT2 website. Then, StringTie [45] was used to assemble and quantify the transcripts in each sample. Finally, the expressed transcripts were normalized using the “DESeq2” package [46] for R. The R package “TCseq” v.1.22.6 [http://www.bioconductor.org/packages/release/bioc/html/TCseq.html] was used to characterize gene expression patterns across sample groups. Functional enrichment analysis of the selected genes was performed using the R package “clusterProfiler” v. 4.6.2 [47] with the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) databases. Heatmaps were generated with the R package “pheatmap” [https://CRAN.R-project.org/package=pheatmap]. Gene Set Enrichment Analysis (GSEA) [48] was performed using GSEA 4.1.0 with a database containing Hallmarks MSigDB collection signature gene sets and pathway gene sets canons derived from the Reactome Path Database. Significant gene sets with an FDR-adjusted *p* value < 0.05 were selected. Differential expression of genes belonging to the HALLMARK_OXIDATIVE_PHOSPHORYLATION gene set was assessed by calculating the fold change, while statistical significance was determined using the Benjamini–Hochberg method for adjusted *p*-value correction.

### In vivo studies on mice

The study was conducted according to the Guidelines for the Care and Use of Laboratory Animals of the Italian Ministry of Health. All studies involving animal experiments complied with the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines. To comply with Directive 2010/63/EU of the European Parliament and of the Council, which requires the lowest number of experimental animals, G*Power (http://www.gpower.hhu.de/) was used to define the minimum sample size for the experiments. All animals were randomly assigned to different treatment groups at the start of the studies. No blinding was performed. The protocols for animal testing were approved by the Italian Ministry of Health (approval no. 701/2017-PR, no. 645/2021-PR and n. 337/2025-PR). All mice were maintained in ventilated cabinets at 25 °C on a 12-h light-dark cycle, with food and water available ad libitum. For xenotransplantation experiments, wild-type C57BL/6J female mice (6–8 weeks) were obtained from Charles River Laboratories s.r.l. (Calco, IT). To test the therapeutic effect of SR9009 in combination with sorafenib, 5 × 10^4^ Hep55.1C wild type cells and 5 × 10^4^ H55-RES cells were implanted subcutaneously respectively into the left or right side of female C57BL/6 mice as previously described [20]. When the tumors reached a volume of ~50 mm^3^ (10 days after cell injection), the mice were randomly selected for treatment. To test the therapeutic effect of SR9009 in combination with sorafenib in primary liver tumors, TG221 transgenic mice [49] were used. Ten-day-old neonatal TG221 male mice received an i.p. injection of N-Nitrosodiethylamine (DEN) (#N0756, Sigma‒Aldrich) (7.5 mg/kg body weight) to facilitate tumor development. Mice were monitored for the presence of liver lesions using a diagnostic ultrasound device (Philips IU22) as previously described [20]. Mice were randomly assigned to treatment groups at six months of age. At the end of the experiments, the mice were sacrificed and the tumor tissues were collected, immediately frozen in liquid nitrogen and stored at −80 °C.

### In vivo toxicity assessment

Blood samples were collected via a retro-orbital method from mice anesthetized with a mixture of isoflurane [2-chloro-2-(difluoromethoxy)-1,1,1-trifluoroethane] and oxygen. The alanine aminotransferase (ALT) activity test (MAK052, Sigma‒Aldrich) was used to evaluate liver function in the serum of mice according to the manufacturer’s instructions. Serum was obtained by centrifugation at 1000 × *g*/RT for 10 min and stored at −80 °C. All tests were performed in triplicate, and the data were analyzed with a Tecan Infinite 200 Pro M Plex microplate reader (Tecan Austria Gmbh). Red blood cell (RBC) and white blood cell (WBC) counts were evaluated using a Neubauer Counting Chamber (BRAND™ BLAUBRAND™, 10195580), and the number of cells per µl was calculated using the following formula: number of cells/counted area (mm^2^) × chamber depth (mm) × dilution factor. The reference values for the hematological and biochemical parameters of C57BL/6NCrl mice can be found on the Charles River website (Biochemistry and Hematology for C57BL/6NCrl Mouse Colonies in North America).

### Statistical analysis

To evaluate the statistical significance of group similarity, we used the t test when the variance of the two compared samples was equal or the Welch *t* test when two samples showed unequal variances. A *p* value ≤ 0.05 was considered to indicate statistical significance. Variances between groups were assessed using the *F* test. When appropriate, the data are expressed as the mean ± standard deviation (SD). GraphPad Prism 6.0 (GraphPad Software, La Jolla, CA, USA) was used for data analysis. The synergy between two drug pairs was determined using the SynergyFinder version 3.0 package, and the highest single agent (HSA) model was used. With a synergy score less than −10, the interaction between two drugs is likely to be antagonistic; from −10 to 10, it is likely that the interaction between two drugs is additive; and greater than 10, the interaction between two drugs is likely to be synergistic. A waterfall plot was used to evaluate the response of mice to drug treatment based on tumor burden. The percentage change in tumor volume was calculated using the formula [(Xf-Xi)/Xi]*100, where Xi represents the volume of the tumor nodule detected by ultrasound analysis on day 0, while Xf represents the volume of the tumor nodule detected after 21 days of treatment with the therapeutic agent. The waterfall plot was produced using the Phyton programming language with the help of the MATLABPoint library.

## Supplementary information

Supplementary Material

Supplementary Table 1

Supplementary Table 2

Full length Western Blot

## Data Availability

The authors declare that all the data supporting the findings of this study are available within the article and its Supplementary Information files. The RNA-seq raw data generated and analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO) data repository with the accession number GSE312483.

## References

[1] Bray F, Laversanne M, Sung H, Ferlay J, Siegel RL, Soerjomataram I, et al. Global cancer statistics 2022: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA Cancer J Clin. 2024;74:229–63.10.3322/caac.2183438572751

[2] Llovet JM, Ricci S, Mazzaferro V, Hilgard P, Gane E, Blanc JF, et al. Sorafenib in advanced hepatocellular carcinoma. N Engl J Med. 2008;359:378–90.18650514 10.1056/NEJMoa0708857

[3] Kudo M, Finn RS, Qin S, Han KH, Ikeda K, Piscaglia F, et al. Lenvatinib versus sorafenib in first-line treatment of patients with unresectable hepatocellular carcinoma: a randomised phase 3 non-inferiority trial. Lancet. 2018;391:1163–73.29433850 10.1016/S0140-6736(18)30207-1

[4] Finn RS, Qin S, Ikeda M, Galle PR, Ducreux M, Kim TY, et al. Atezolizumab plus Bevacizumab in Unresectable Hepatocellular Carcinoma. N Engl J Med. 2020;382:1894–905.32402160 10.1056/NEJMoa1915745

[5] Yang X, Lin Wang D, Yang J, Zhao X. H. Atezolizumab plus bevacizumab for unresectable hepatocellular carcinoma. Lancet Oncol. 2020;21:e412.32888462 10.1016/S1470-2045(20)30430-7

[6] Vogel A, Martinelli E.  EGCEa, Committee EG. Updated treatment recommendations for hepatocellular carcinoma (HCC) from the ESMO Clinical Practice Guidelines. Ann Oncol. 2021;32:801–5.33716105 10.1016/j.annonc.2021.02.014

[7] Chan LL, Kwong TT, Yau JCW, Chan SL. Treatment for hepatocellular carcinoma after immunotherapy. Ann Hepatol. 2025;30:101781.39929474 10.1016/j.aohep.2025.101781

[8] Cappuyns S, Corbett V, Yarchoan M, Finn RS, Llovet JM. Critical appraisal of guideline recommendations on systemic therapies for advanced hepatocellular carcinoma: a review. JAMA Oncol. 2024;10:395–404.37535375 10.1001/jamaoncol.2023.2677PMC10837331

[9] Singal AG, Llovet JM, Yarchoan M, Mehta N, Heimbach JK, Dawson LA, et al. AASLD practice Guidance on prevention, diagnosis, and treatment of hepatocellular carcinoma. Hepatology. 2023;78:1922–65.37199193 10.1097/HEP.0000000000000466PMC10663390

[10] Jiang X, Ge X, Huang Y, Xie F, Chen C, Wang Z, et al. Drug resistance in TKI therapy for hepatocellular carcinoma: mechanisms and strategies. Cancer Lett. 2025;613:217472.39832650 10.1016/j.canlet.2025.217472

[11] Noel R, Song X, Shin Y, Banerjee S, Kojetin D, Lin L, et al. Synthesis and SAR of tetrahydroisoquinolines as Rev-erbalpha agonists. Bioorg Med Chem Lett. 2012;22:3739–42.22560469 10.1016/j.bmcl.2012.04.023PMC3488456

[12] Burke L, Downes M, Carozzi A, Giguere V, Muscat GE. Transcriptional repression by the orphan steroid receptor RVR/Rev-erb beta is dependent on the signature motif and helix 5 in the E region: functional evidence for a biological role of RVR in myogenesis. Nucleic Acids Res. 1996;24:3481–9.8836172 10.1093/nar/24.18.3481PMC146133

[13] Lazar MA, Hodin RA, Cardona G, Chin WW. Gene expression from the c-erbA alpha/Rev-ErbA alpha genomic locus. Potential regulation of alternative splicing by opposite strand transcription. J Biol Chem. 1990;265:12859–63.2165488

[14] Gomatou G, Karachaliou A, Veloudiou OZ, Karvela A, Syrigos N, Kotteas E. The role of REV-ERB receptors in cancer pathogenesis. Int. J Mol Sci. 2023;24:8980.10.3390/ijms24108980PMC1021939637240325

[15] Raghuram S, Stayrook KR, Huang P, Rogers PM, Nosie AK, McClure DB, et al. Identification of heme as the ligand for the orphan nuclear receptors REV-ERBalpha and REV-ERBbeta. Nat Struct Mol Biol. 2007;14:1207–13.18037887 10.1038/nsmb1344PMC2743565

[16] Yin L, Wu N, Curtin JC, Qatanani M, Szwergold NR, Reid RA, et al. Rev-erbalpha, a heme sensor that coordinates metabolic and circadian pathways. Science. 2007;318:1786–9.18006707 10.1126/science.1150179

[17] Shen W, Zhang W, Ye W, Wang H, Zhang Q, Shen J, et al. SR9009 induces a REV-ERB dependent anti-small-cell lung cancer effect through inhibition of autophagy. Theranostics. 2020;10:4466–80.32292508 10.7150/thno.42478PMC7150483

[18] Sulli G, Rommel A, Wang X, Kolar MJ, Puca F, Saghatelian A, et al. Pharmacological activation of REV-ERBs is lethal in cancer and oncogene-induced senescence. Nature. 2018;553:351–5.29320480 10.1038/nature25170PMC5924733

[19] Dierickx P, Emmett MJ, Jiang C, Uehara K, Liu M, Adlanmerini M, et al. SR9009 has REV-ERB-independent effects on cell proliferation and metabolism. Proc Natl Acad Sci USA. 2019;116:12147–52.31127047 10.1073/pnas.1904226116PMC6589768

[20] Callegari E, Guerriero P, Bassi C, D’Abundo L, Frassoldati A, Simoni E, et al. miR-199a-3p increases the anti-tumor activity of palbociclib in liver cancer models. Mol Ther Nucleic acids. 2022;29:538–49.36035756 10.1016/j.omtn.2022.07.015PMC9395755

[21] Li Y, Xia J, Shao F, Zhou Y, Yu J, Wu H, et al. Sorafenib induces mitochondrial dysfunction and exhibits synergistic effect with cysteine depletion by promoting HCC cells ferroptosis. Biochem Biophys Res Commun. 2021;534:877–84.33162029 10.1016/j.bbrc.2020.10.083

[22] Everett LJ, Lazar MA. Nuclear receptor Rev-erbalpha: up, down, and all around. Trends Endocrinol Metab: TEM. 2014;25:586–92.25066191 10.1016/j.tem.2014.06.011PMC4252361

[23] Ni Y, Nan S, Zheng L, Zhang L, Zhao Y, Fu Z. Time-dependent effect of REV-ERBalpha agonist SR9009 on nonalcoholic steatohepatitis and gut microbiota in mice. Chronobiol Int. 2023;40:769–82.37161366 10.1080/07420528.2023.2207649

[24] Fekry B, Ribas-Latre A, Drunen RV, Santos RB, Shivshankar S, Dai Y, et al. Hepatic circadian and differentiation factors control liver susceptibility for fatty liver disease and tumorigenesis. FASEB J. 2022;36:e22482.35947136 10.1096/fj.202101398RPMC10062014

[25] Wang J, Cui J, Hao T, Zhang Q, Chen Y, Guo L, et al. Regulation of cyclophosphamide induced hepatotoxicity by REV-ERBalpha modifiers. Expert Opin Drug Metab Toxicol. 2025;21:885–95.40211567 10.1080/17425255.2025.2490741

[26] Zhang J, Zhang Q. Using seahorse machine to measure OCR and ECAR in cancer cells. Methods Mol Biol. 2019;1928:353–63.30725464 10.1007/978-1-4939-9027-6_18

[27] Pujalte-Martin M, Belaid A, Bost S, Kahi M, Peraldi P, Rouleau M, et al. Targeting cancer and immune cell metabolism with the complex I inhibitors metformin and IACS-010759. Mol Oncol. 2024;18:1719–38.38214418 10.1002/1878-0261.13583PMC11223609

[28] Ercolani L, Ferrari A, De Mei C, Parodi C, Wade M, Grimaldi B. Circadian clock: time for novel anticancer strategies?. Pharmacol Res. 2015;100:288–95.26319800 10.1016/j.phrs.2015.08.008

[29] Battaglin F, Chan P, Pan Y, Soni S, Qu M, Spiller ER, et al. Clocking cancer: the circadian clock as a target in cancer therapy. Oncogene. 2021;40:3187–3200.33846572 10.1038/s41388-021-01778-6PMC8549632

[30] Coventon J. A review of the mechanism of action and clinical applications of sorafenib in advanced osteosarcoma. J Bone Oncol. 2017;8:4–7.28828294 10.1016/j.jbo.2017.07.001PMC5552021

[31] Bull VH, Rajalingam K, Thiede B. Sorafenib-induced mitochondrial complex I inactivation and cell death in human neuroblastoma cells. J Proteome Res. 2012;11:1609–20.22268697 10.1021/pr200790e

[32] Zhang C, Liu Z, Bunker E, Ramirez A, Lee S, Peng Y, et al. Sorafenib targets the mitochondrial electron transport chain complexes and ATP synthase to activate the PINK1-Parkin pathway and modulate cellular drug response. J Biol Chem. 2017;292:15105–20.28673964 10.1074/jbc.M117.783175PMC5592685

[33] Di Gregorio J, Petricca S, Iorio R, Toniato E, Flati V. Mitochondrial and metabolic alterations in cancer cells. Eur J Cell Biol. 2022;101:151225.35453093 10.1016/j.ejcb.2022.151225

[34] Santucci R, Sinibaldi F, Cozza P, Polticelli F, Fiorucci L. Cytochrome c: an extreme multifunctional protein with a key role in cell fate. Int J Biol Macromol. 2019;136:1237–46.31252007 10.1016/j.ijbiomac.2019.06.180

[35] Chiang SK, Chen SE, Chang LC. The role of HO-1 and its crosstalk with oxidative stress in cancer cell survival. Cells. 2021;10:2401.10.3390/cells10092401PMC847170334572050

[36] Ryter SW. Heme oxygenase-1: an anti-inflammatory effector in cardiovascular, lung, and related metabolic disorders. Antioxidants. 2022;11:555.10.3390/antiox11030555PMC894497335326205

[37] Wang H, Cheng Q, Bao L, Li M, Chang K, Yi X. Cytoprotective role of heme oxygenase-1 in cancer chemoresistance: focus on antioxidant, antiapoptotic, and pro-autophagy properties. Antioxidants. 2023;12:1217.10.3390/antiox12061217PMC1029507337371947

[38] Wagener FA, Dankers AC, van Summeren F, Scharstuhl A, van den Heuvel JJ, Koenderink JB, et al. Heme Oxygenase-1 and breast cancer resistance protein protect against heme-induced toxicity. Curr Pharm Des. 2013;19:2698–707.23092328 10.2174/1381612811319150004

[39] Li H, Song S, Tien CL, Qi L, Graves A, Nasiotis E, et al. SR9009 improves heart function after pressure overload independent of cardiac REV-ERB. Front Cardiovasc Med. 2022;9:952114.35911512 10.3389/fcvm.2022.952114PMC9329699

[40] Sitaula S, Billon C, Kamenecka TM, Solt LA, Burris TP. Suppression of atherosclerosis by synthetic REV-ERB agonist. Biochem Biophys Res Commun. 2015;460:566–71.25800870 10.1016/j.bbrc.2015.03.070PMC4855281

[41] Meneguzzi G, Chenciner N, Corallini A, Grossi MP, Barbanti-Brodano G, Milanesi G. The arrangement of integrated viral DNA is different in BK virus-transformed mouse and hamster cells. Virology. 1981;111:139–53.6262997 10.1016/0042-6822(81)90660-7

[42] Kim DH, Behlke MA, Rose SD, Chang MS, Choi S, Rossi JJ. Synthetic dsRNA Dicer substrates enhance RNAi potency and efficacy. Nat Biotechnol. 2005;23:222–6.15619617 10.1038/nbt1051

[43] Atamna H, Brahmbhatt M, Atamna W, Shanower GA, Dhahbi JM. ApoHRP-based assay to measure intracellular regulatory heme. Metallomics. 2015;7:309–21.25525887 10.1039/c4mt00246fPMC4326600

[44] Kim D, Langmead B, Salzberg SL. HISAT: a fast spliced aligner with low memory requirements. Nat Methods. 2015;12:357–60.25751142 10.1038/nmeth.3317PMC4655817

[45] Pertea M, Pertea GM, Antonescu CM, Chang TC, Mendell JT, Salzberg SL. StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat Biotechnol. 2015;33:290–5.25690850 10.1038/nbt.3122PMC4643835

[46] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15:550.25516281 10.1186/s13059-014-0550-8PMC4302049

[47] Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. Innovation. 2021;2:100141.34557778 10.1016/j.xinn.2021.100141PMC8454663

[48] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci USA. 2005;102:15545–50.16199517 10.1073/pnas.0506580102PMC1239896

[49] Callegari E, Elamin BK, Giannone F, Milazzo M, Altavilla G, Fornari F, et al. Liver tumorigenicity promoted by microRNA-221 in a mouse transgenic model. Hepatology. 2012;56:1025–33.10.1002/hep.2574722473819

# Supplementary material for: Targeting metabolic vulnerabilities: REV-ERB agonist SR9009 potentiates sorafenib efficacy in liver cancer
**Source:** Cell Death Discov. 2026 Jan 19;12:86. doi: 10.1038/s41420-026-02940-3
**Supplement:** Supplementary file 1 — Supplementary Material

**Supplementary Material**

**Supplementary Tables**

**Supplementary Table 1. Normalized expression levels of genes belonging to the HALLMARK_OXIDATIVE_PHOSPHORYLATION gene set.**

**Supplementary Table 2.** Genes induced during early sorafenib exposure in Hep55.1C cells and further upregulated upon acquisition of sorafenib resistance.

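The deposited table holds 704 of the 705 genes of this list, and 32 of the 705 are also in Supplementary Table 1. In SF-SHORT against NT, 608 of the 658 genes tested had a positive log2 change, and 371 were higher at an adjusted p below 0.05 when adjusted over the list alone, which is not independent evidence since the study chose the list on these libraries. In H55-RES against SF-SHORT, 594 of the 658 were higher. Of the list, 300 genes belong to a Reactome set among 4272 such genes tested. Respiratory electron transport with ATP synthesis held 20 of them where 5.62 were expected (adjusted p = 1.0e-04), and 98 of 816 sets passed 0.05. Regulation of ornithine decarboxylase (15 genes, 3.37 expected) and ubiquitin-dependent degradation of cyclin D (15 genes, 3.44 expected) had the same adjusted p. The mitochondrial set is therefore not the only theme of the list.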

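The deposited data hold 1 library of Hep55.1C cells treated with SF and 1 treated with SF+SR, so any ranking of genes between them rests on single values. Genes with a mean value of at least 100 in the 2 libraries were ranked by the difference in log2 of the value plus 5. On that scale, the largest increase was that of Dennd4a, from 0 to 949, and the largest decrease that of Tmsb4x, from 2176 to 0. The size of a change from or to 0 depends on the 5 added. The other large increases (Epg5, Nbas, Gm37985 and Hmox1) and decreases (Kmt2a, Lbr, Ptp4a1 and Serpinb9b) are likewise listed at 0 in 1 of the 2 libraries.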

**Supplementary Table 3.** Comparative Gene Set Enrichment Analysis (GSEA) of apoptosis-related pathways in Hep55.1C cells treated with the combination of sorafenib and SR9009 (SF+SR) versus sorafenib (SF) alone.

| **SR+SF vs SF enriched pathways** | **Normalized Enrichment Score** | **Adjusted pValue** |
| --- | --- | --- |
| positive regulation of mitochondrial outer membrane permeabilization involved in apoptotic signaling pathway | 1,864 | 2,51E-03 |
| negative regulation of toll-like receptor signaling pathway | 1,650 | 3,32E-02 |
| regulation of mitochondrial outer membrane permeabilization involved in apoptotic signaling pathway | 1,609 | 3,58E-02 |
| positive regulation of TRAIL-activated apoptotic signaling pathway | 1,480 | 6,82E-02 |
| activation of cysteine-type endopeptidase activity involved in apoptotic process | 1,346 | 1,02E-01 |
| podocyte apoptotic process | 1,393 | 1,35E-01 |
| regulation of mitochondrial membrane permeability involved in apoptotic process | 1,313 | 1,43E-01 |
| positive regulation of mitochondrial membrane permeability involved in apoptotic process | 1,316 | 1,46E-01 |
| regulation of TRAIL-activated apoptotic signaling pathway | 1,391 | 1,48E-01 |

**Supplementary Figures**

| **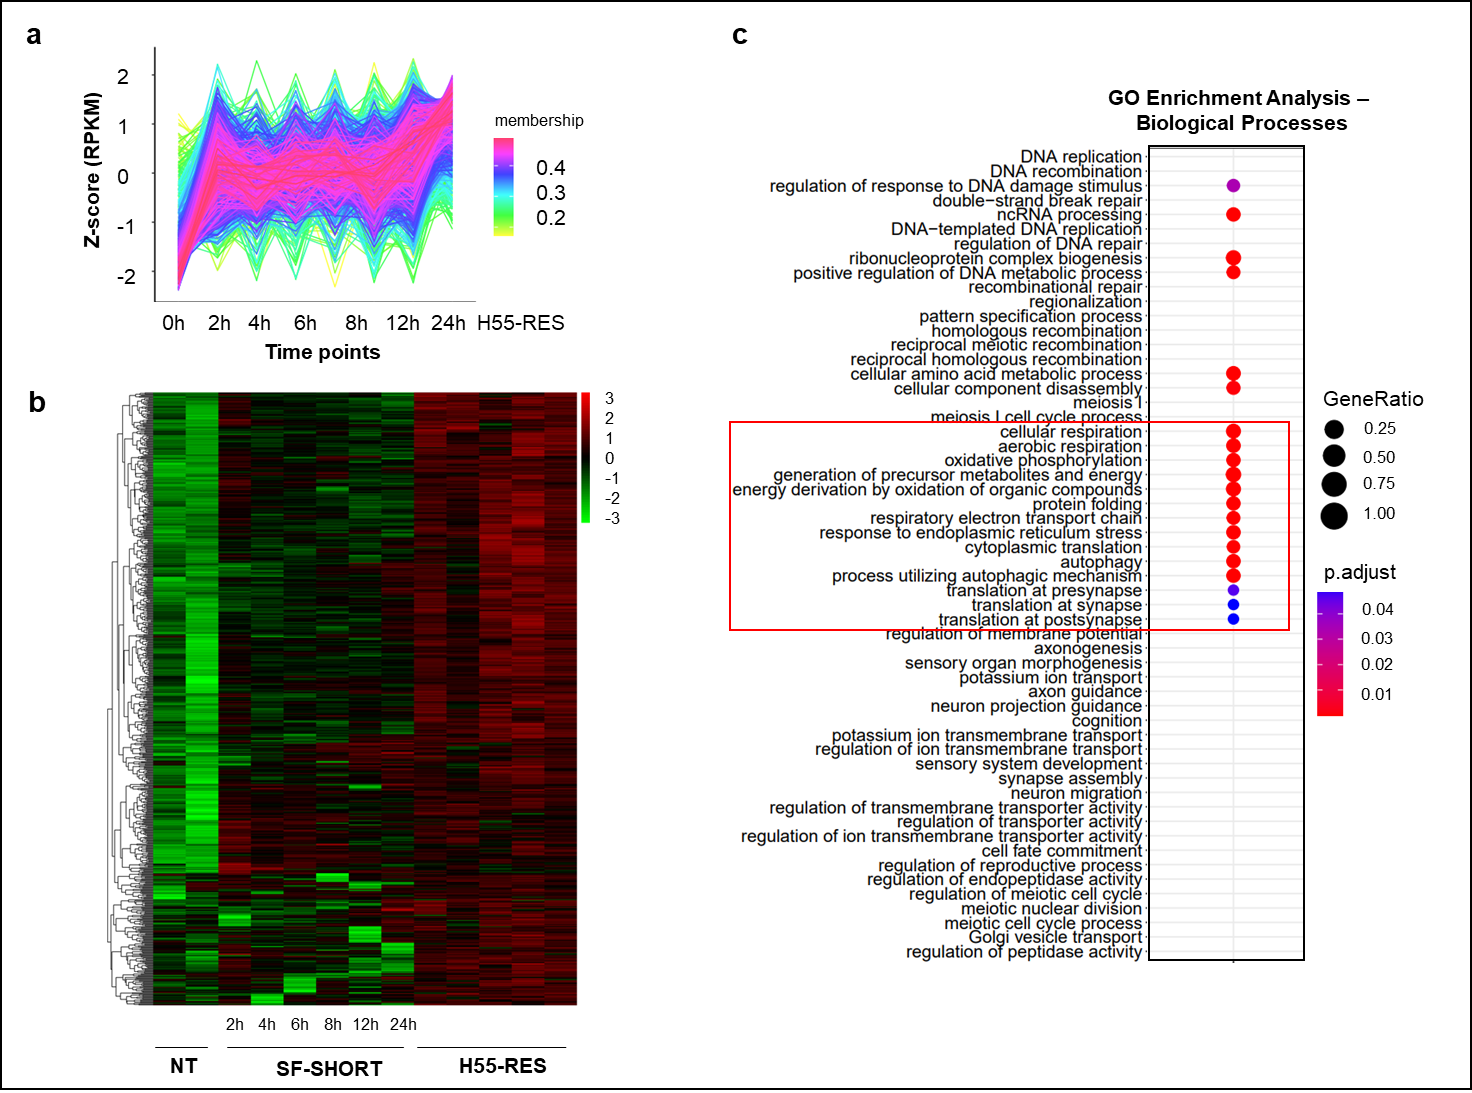** |
| --- |
| **Supplementary Fig. 1. Genes and biological processes up-regulated in Hep55.1C cells by sorafenib short-term treatment.** Time-course transcriptomic analysis of Hep55.1C cells exposed to sorafenib (0–24 h) revealed a progressive upregulation of a gene cluster (Supplementary Table 1) that was further increased in sorafenib-resistant cells (H55-RES). **(a)** TCseq-based analysis of RNA-seq data illustrating gene expression dynamics [<http://www.bioconductor.org/packages/release/bioc/html/TCseq.html>]. The Y-axis represents normalized gene expression values (log₂ scale), while the X-axis indicates treatment time points. **(b)** Heatmap representation of the same sorafenib-upregulated gene cluster, illustrating their expression dynamics across treatment conditions. Red denotes upregulation, and green denotes downregulation. **(c)** Gene Ontology (GO) enrichment analysis of biological processes associated with sorafenib-upregulated genes. Color intensity indicates the adjusted p-value (blue = higher, red = lower), with lower p-adjusted values representing more significantly enriched gene sets. Point size reflects the gene ratio within each GO term. NT = untreated cells; SF-SHORT = Hep55.1C cells treated with sorafenib at different time points (2 h, 4 h, 6 h, 8 h, 12 h, 24 h); H55-RES = cells resistant to 10 µM sorafenib and maintained in the presence of the drug. |

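Across the 6 time points from 2 to 24 h, the median log2 change of the Supplementary Table 2 genes lay between 0.67 at 4 h and 1.06 at 24 h, and at 2 h it was 0.85. Its Spearman correlation with time was 0.20 (exact permutation p = 0.714) and its Pearson correlation with the log2 of time 0.46 (exact permutation p = 0.369), both adjusted over 2 relations to 0.714 and 0.603. Without the 2 and 24 h libraries, Pearson's r was 0.39. With time in hours, r was 0.73 (exact permutation p = 0.135) and, without these libraries, 0.24. For the genes of Supplementary Table 1, Spearman's rho was -0.26 (exact permutation p = 0.658) and Pearson's r with the log2 of time -0.28 (exact permutation p = 0.603), and r was -0.59 without the 2 and 24 h libraries. With time in hours, r was -0.034 (exact permutation p = 0.940). With upper-quartile scaling, rho for Supplementary Table 2 was 0.89 (exact permutation p = 0.0333). In H55-RES the median lay between 1.07 and 1.51, above every time point.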

| **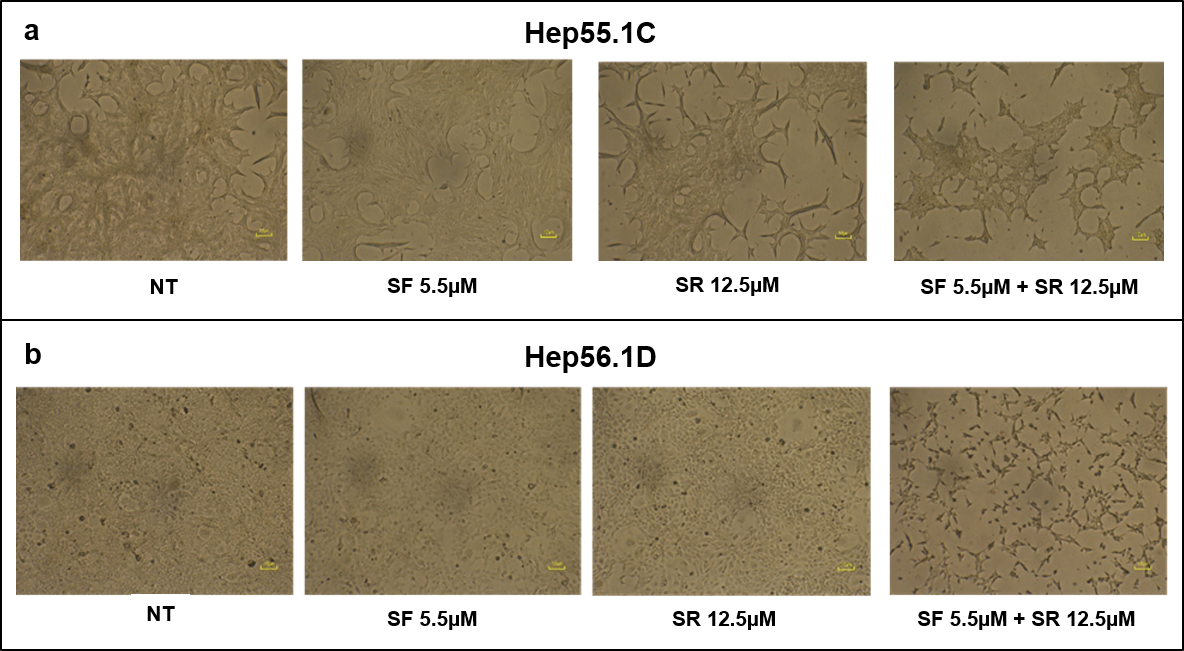** |
| --- |

**Supplementary Fig. 2. Cytotoxic effects of sorafenib, SR9009 and their combination in mouse hepatoma cell lines.** Representative phase-contrast images of Hep55.1C **(a**) and Hep56.1D **(b)** cells captured 48 hours after treatment demonstrate that the combined administration of sorafenib and SR9009 elicited the most pronounced cytotoxic response compared to either agent alone. Treatments were performed using 5.5 µM sorafenib and 12.5 µM SR9009, as described in Figure 1. (NT = untreated; SF = sorafenib; SR = SR9009; SF+SR = sorafenib + SR9009).

| 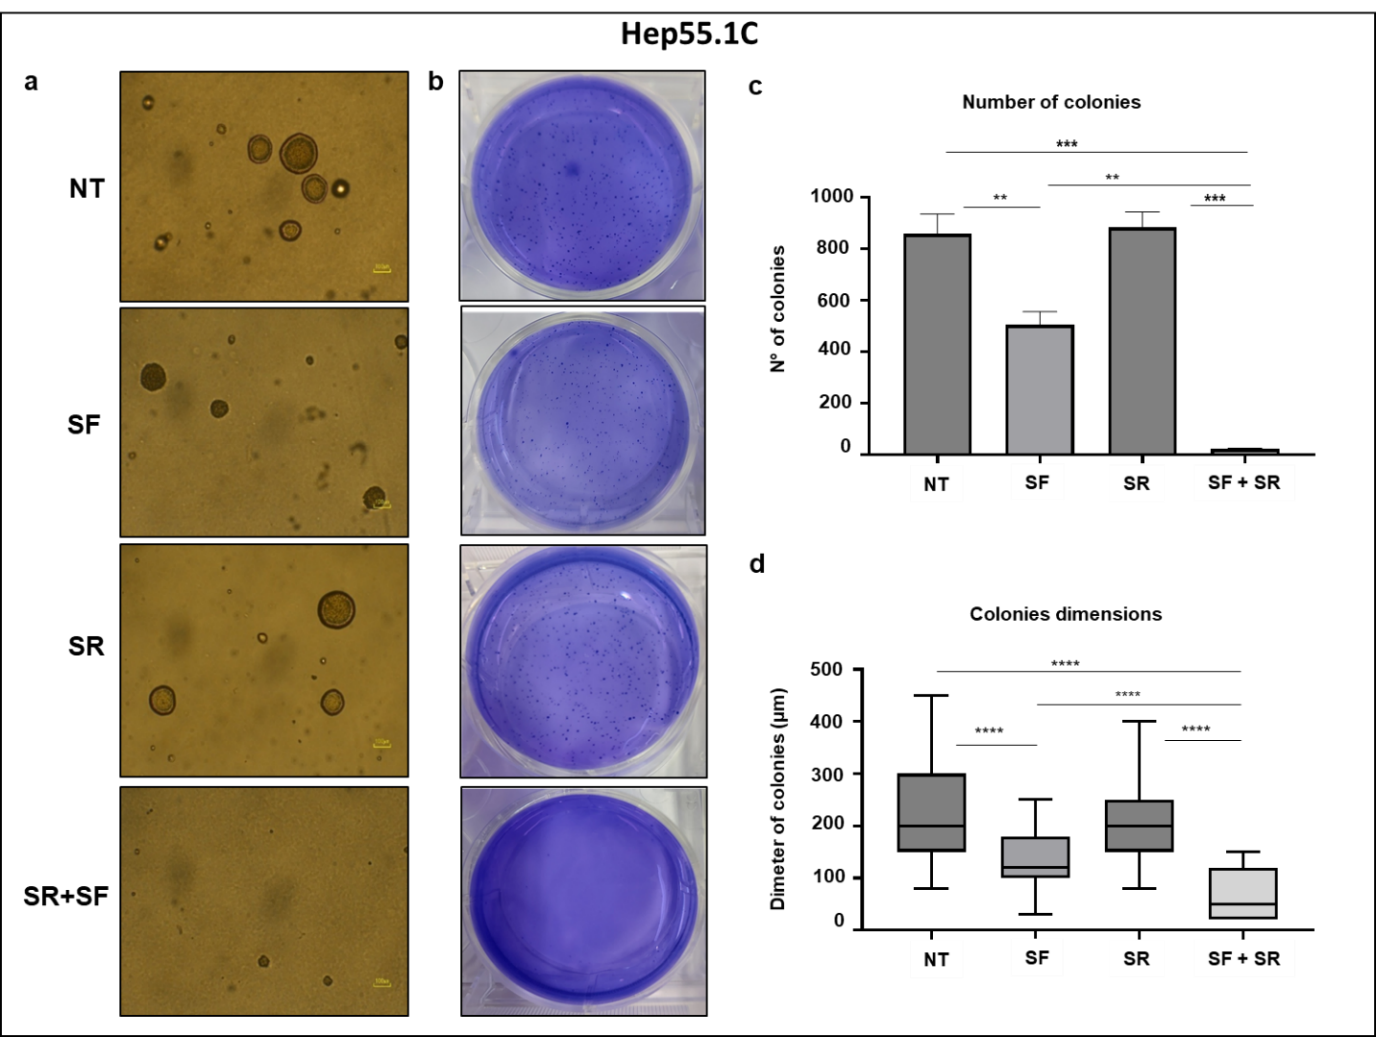 |
| --- |
| **Supplementary Fig. 3. Combined treatment with sorafenib and SR9009 impairs clonogenic growth of Hep55.1C** **cells. (a)** Representative images of Hep55.1C colonies grown in soft agar (**scale bar: 100 µm)** and **(b)** corresponding crystal violet-stained plates after two weeks of treatment with sorafenib (7.5 µM), SR9009 (12.5 µM) or their combination (SF+SR). Each condition was performed in triplicate. The combination treatment markedly reduced both the **number** **(c)** and diameter **size** **(d)** of colonies compared with untreated (NT) and single-agent groups, demonstrating a strong synergistic inhibition of cell proliferation and survival. To assess their number, only colonies ≥100 µm in diameter were considered. ****p value ≤ 0.01; ***p value ≤ 0.001; ****p value ≤ 0.0001.** |

| **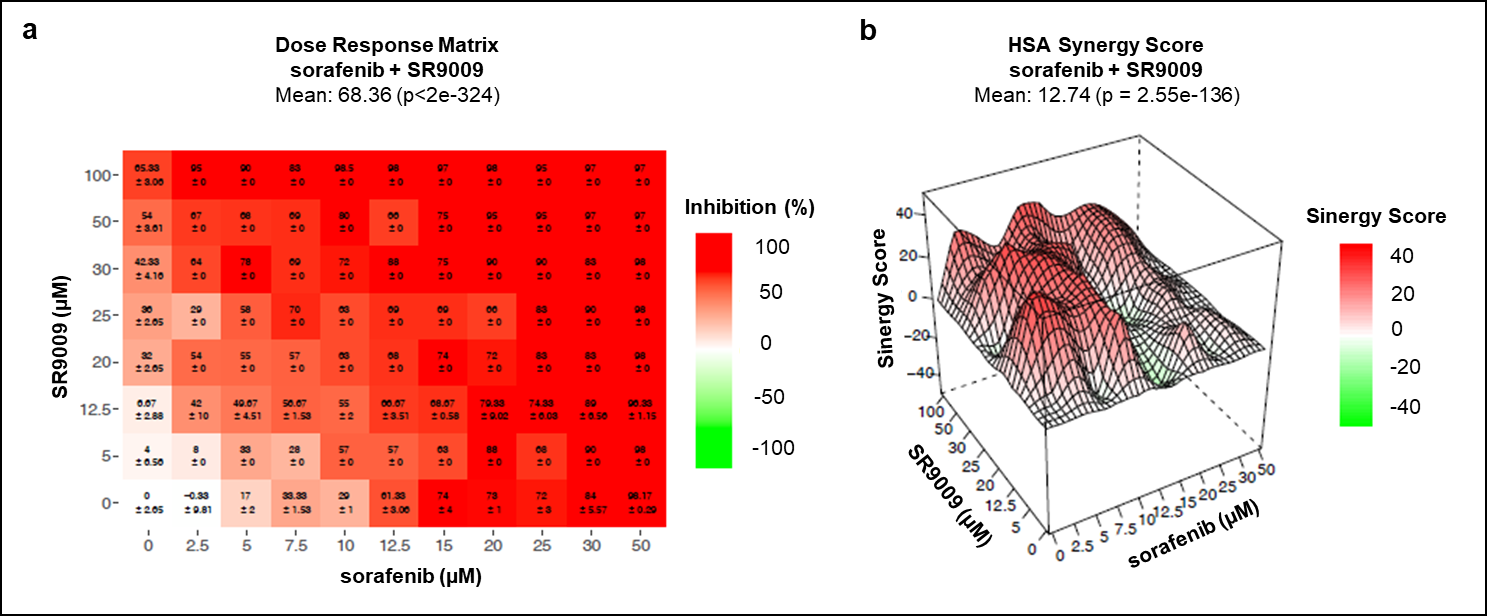** |
| --- |
| **Supplementary Fig. 4. Synergistic interaction between SR9009 and sorafenib in mouse Hep55.1C hepatoma cells assessed using the SynergyFinder platform**. **(a)** The dose-response matrix revealed a pronounced reduction in cell viability even at low drug concentrations. A 50% growth inhibition was predicted at 12.5 µM SR9009 combined with 5 µM sorafenib. **(b)** Drug interaction analysis based on the **Highest Single Agent (HSA)** model demonstrated a highly significant synergy score (p = 2.55 × 10⁻¹³⁶). The 3D synergy surface highlights synergistic (red) and antagonistic (green) dose regions. According to the HSA model, a synergy score >10 indicates a biologically relevant synergistic interaction between the two agents. |

| 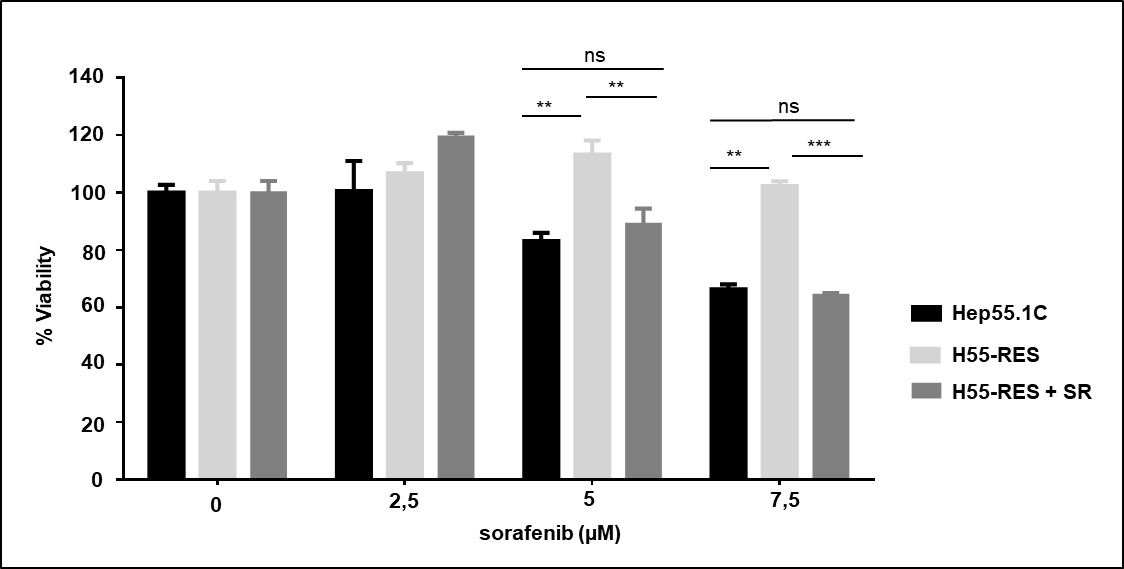 |
| --- |
| **Supplementary Fig. 5. SR9009 enhances sorafenib-induced cytotoxicity in sorafenib-resistant H55-RES cells.** Wild-type Hep55.1C and sorafenib-resistant (H55-RES) cells were treated for 48 hours with increasing concentrations of sorafenib, either alone or in combination with SR9009 (12.5 µM). Cell viability was quantified relative to untreated controls. The combination treatment significantly reduced viability in both wild-type and resistant cells, indicating that SR9009 restores sensitivity to sorafenib. **p ≤ 0.01; *****p ≤ 0.001. Data are presented as mean ± SD.** |

| 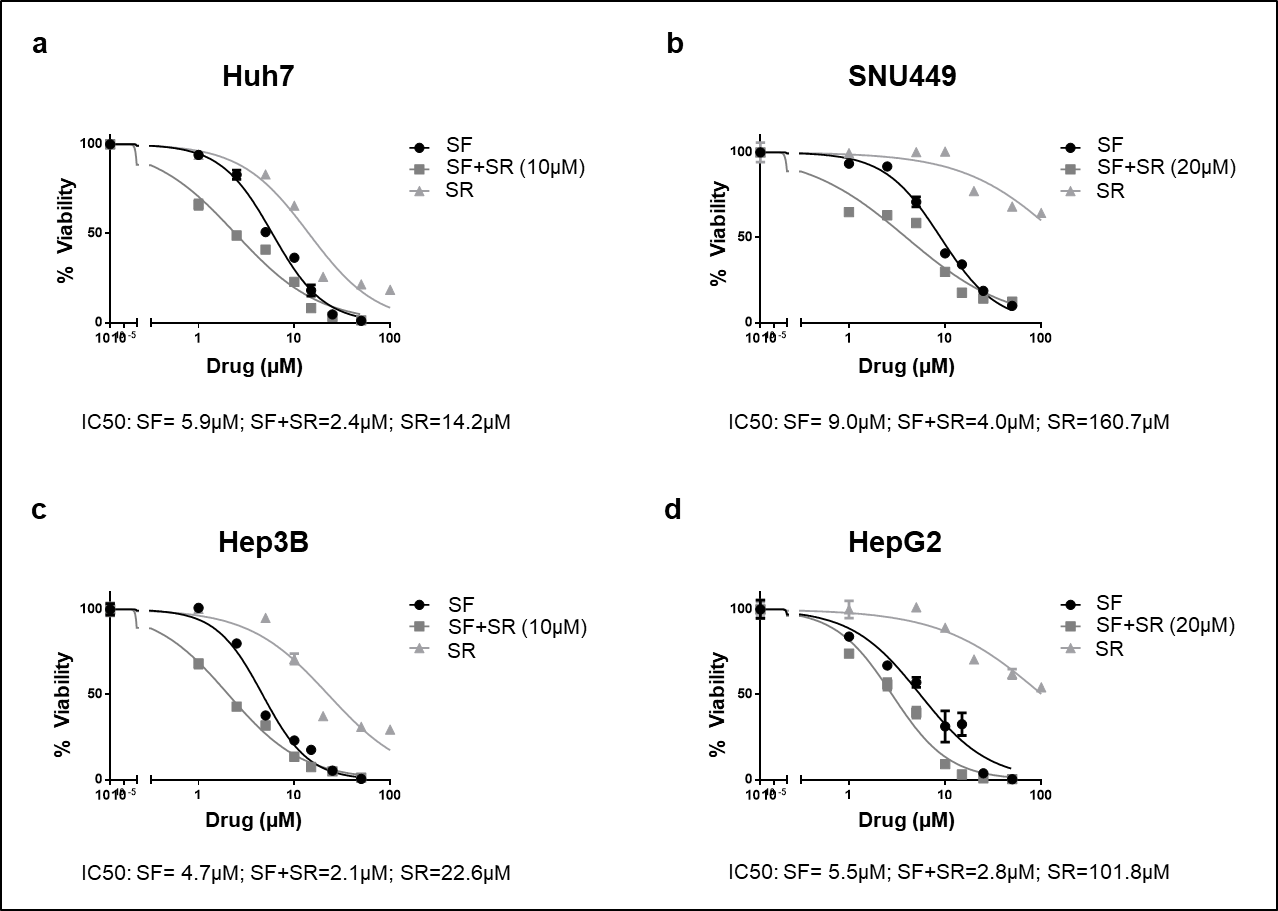 |
| --- |
| **Supplementary Fig. 6.** **Synergistic effect of sorafenib and SR9009 on cell viability confirmed in human HCC cell lines.** Human HCC cell lines Huh7 **(a)**, SNU449 **(b)**, Hep3B **(c)**, and HepG2 **(d)** were treated for 48 hours with increasing concentrations of sorafenib (SF) or SR9009 (SR), alone or in combination. The combination treatment markedly enhanced sorafenib sensitivity across all cell lines, as reflected by a significant reduction in sorafenib IC₅₀ values compared to sorafenib alone, indicating a strong synergistic interaction between the two compounds. Drug concentrations [µM] are plotted on a log₁₀ scale. Data points represent mean cell viability (± SD) at each concentration. |

| 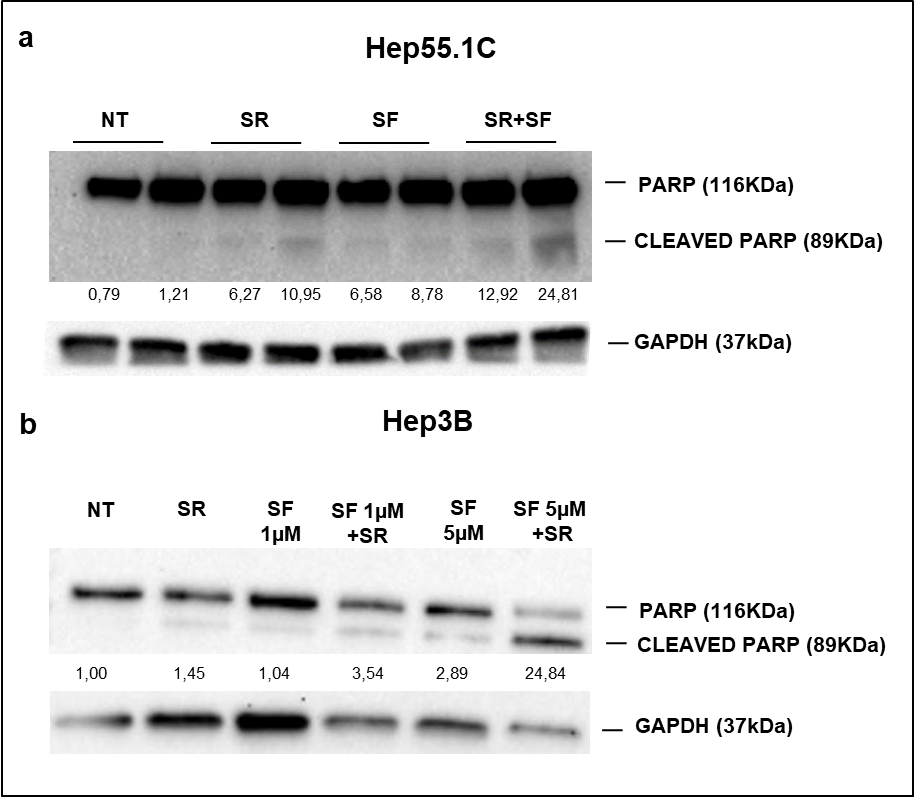 |
| --- |
| **Supplementary Fig. 7.** **Combined treatment with sorafenib and SR9009 enhances apoptosis in vitro**. Western blot analysis and densitometric quantification of cleaved PARP were performed in murine Hep55.1C **(a)** and human Hep3B **(b)** cells after 48 hours of treatment. The combination of sorafenib (SF) and SR9009 (SR, 12.5 µM) markedly increased PARP cleavage compared to single-agent treatments, indicating enhanced apoptotic activity. Protein levels were normalized to GAPDH and expressed relative to untreated controls (NT). |

| 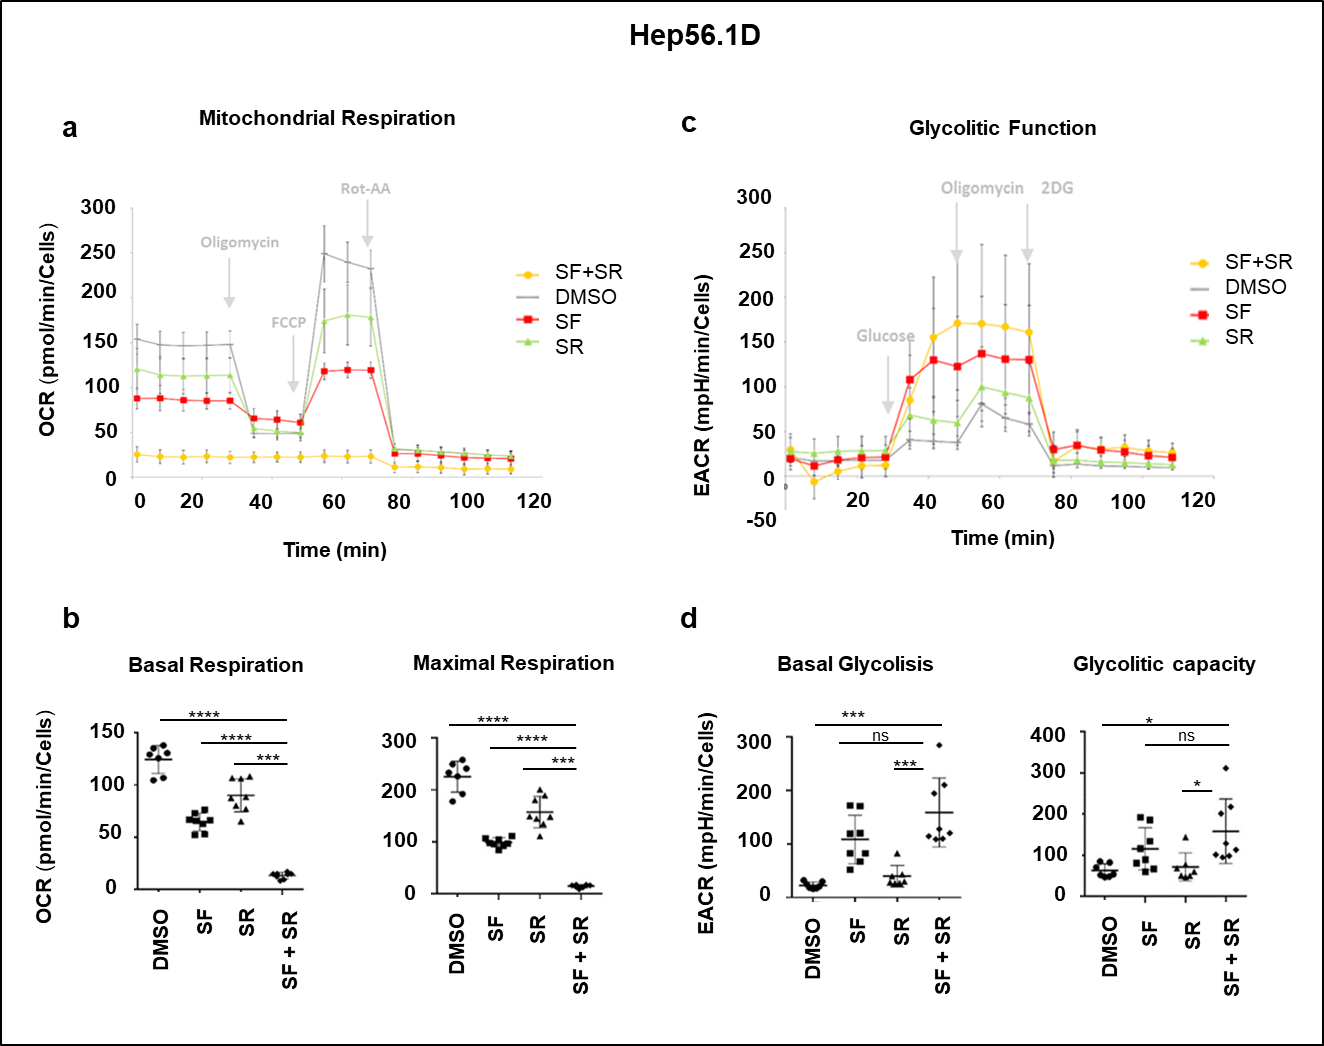 |
| --- |
| **Supplementary Fig. 8. Combined treatment with sorafenib and SR9009 impairs mitochondrial respiration in Hep56.1D cells**. Mitochondrial oxidative phosphorylation (OxPhos) and glycolysis were assessed in Hep56.1D cells under the following conditions: (i) sorafenib (SF, 7.5 µM); (ii) SR9009 (SR, 12.5 µM); (iii) combination of sorafenib and SR9009 (SF+SR); and (iv) DMSO control. **(a)** OxPhos activity was measured as oxygen consumption rate (OCR) using a Seahorse XFe/XF Extracellular Flux Analyzer under basal conditions and following sequential injections of oligomycin, FCCP (carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone), and a rotenone/antimycin A mixture (Rot/AA). **(b)** Both basal and maximal respiration were profoundly reduced in cells treated with SF+SR, indicating severe mitochondrial dysfunction. **(c)** Glycolytic function was assessed by measuring the extracellular acidification rate (ECAR). **(d)** Combined treatment resulted in a significant increase in both basal glycolysis and glycolytic capacity compared to control, reflecting a metabolic shift toward glycolytic dependence. Data are presented as mean ± SD. *p ≤ 0.05; ***p ≤ 0.001; ****p ≤ 0.0001. |

| 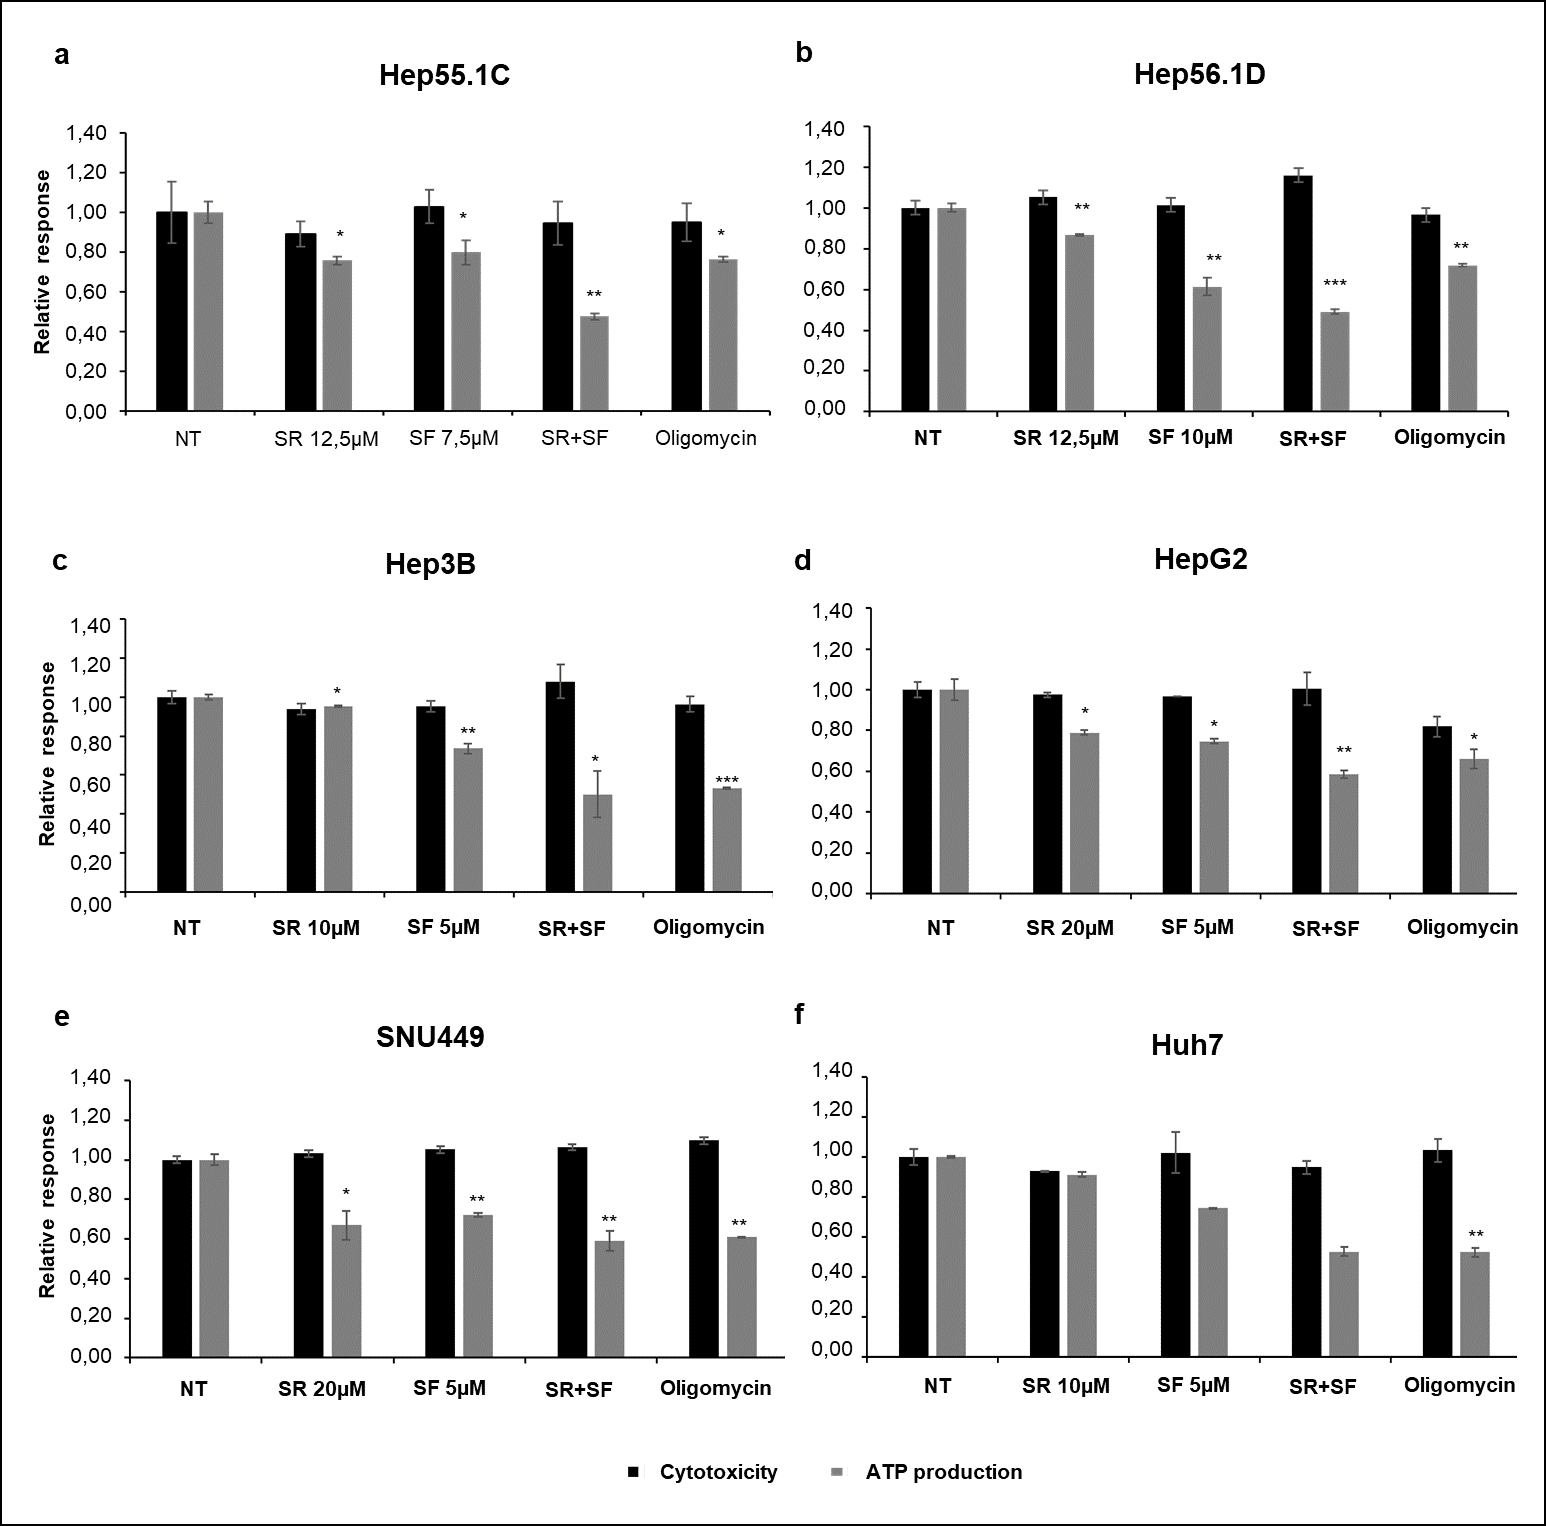 |
| --- |
| **Supplementary Fig. 9.** **The combination of sorafenib and SR9009 inhibits mitochondrial ATP production in murine as well as in human HCC cell lines**. Murine hepatoma cell lines Hep55.1C **(a)** and Hep56.1D **(b**), together with human HCC cell lines Hep3B **(c**), HepG2 **(d**), SNU449 **(e)**, and Huh7 **(f)**, were treated under the following conditions: untreated (NT), sorafenib (SF), SR9009 (SR), or their combination (SF+SR). Mitochondrial function was evaluated using the Mitochondrial ToxGlo™ assay, which simultaneously measures cellular ATP production (luminescent signal) and cytotoxicity (fluorescent signal at 485 nmEx/530 nmEm). Data are expressed as the ratio of each treatment condition to the mean value of the untreated control. Oligomycin, a potent ATP synthase inhibitor, was used as a positive control. Combined treatment with sorafenib and SR9009 markedly reduced mitochondrial ATP levels across all tested cell lines, consistent with a synergistic impairment of mitochondrial function. Data are presented as mean ± SD. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001. |

| 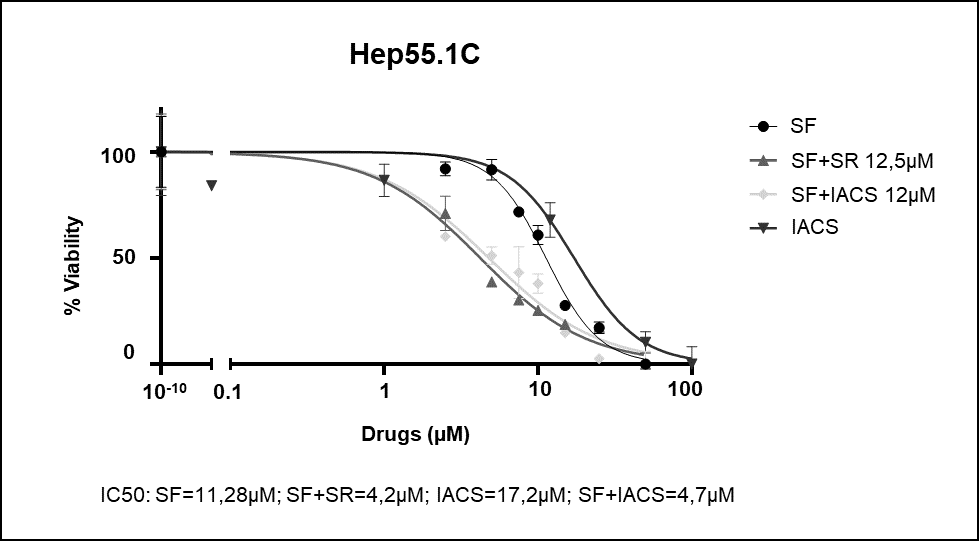 |
| --- |
| **Supplementary Fig. 10.** **Inhibition of mitochondrial respiration by IACS-010759 enhances sorafenib cytotoxicity in Hep55.1C cells**. Dose–response analyses were performed to determine the IC₅₀ values of sorafenib (SF) and the mitochondrial complex I inhibitor IACS-010759 (IACS) in Hep55.1C cells. Cells were treated with increasing concentrations of sorafenib alone, IACS alone, or sorafenib in combination with a fixed concentration of IACS-010759 (12 µM). SR9009 (12.5 µM) was included as a reference compound. Cell viability was assessed 48 hours after treatment and normalized to the mean viability of untreated cells (NT). The combination of sorafenib with IACS-010759 significantly reduced cell viability, resulting in a leftward shift of the sorafenib dose–response curve (sorafenib IC₅₀: values from 11,28 µM to 4,7 µM), comparable to that observed with the sorafenib + SR9009 combination (sorafenib IC₅₀: values from 11,28 µM to 4,2 µM). Drug concentrations [µM] are shown on a log₁₀ scale. Data points represent mean values ± SD from three independent experiments. |
|  |

| 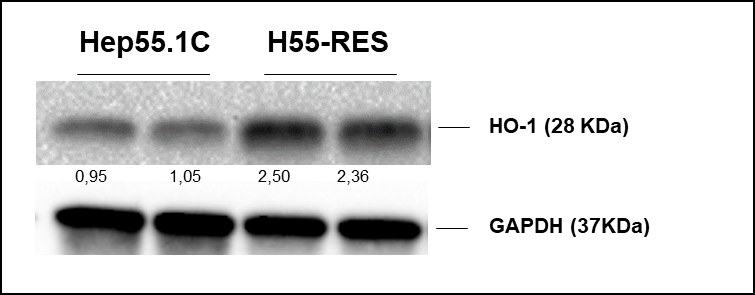 |
| --- |
| **Supplementary Fig. 11.** **Heme oxygenase-1 expression is upregulated in sorafenib-resistant cells.** Western blot analysis and densitometric quantification of Heme oxygenase-1 (HO-1) protein levels in sorafenib-sensitive Hep55.1C cells and sorafenib-resistant H55-RES cells. Protein expression levels were normalized to GAPDH and expressed relative to the mean value of untreated Hep55.1C cells. The results indicate a marked increase in HO-1 abundance in resistant cells compared to sensitive counterparts, consistent with an adaptive cytoprotective response to chronic sorafenib exposure. |

| 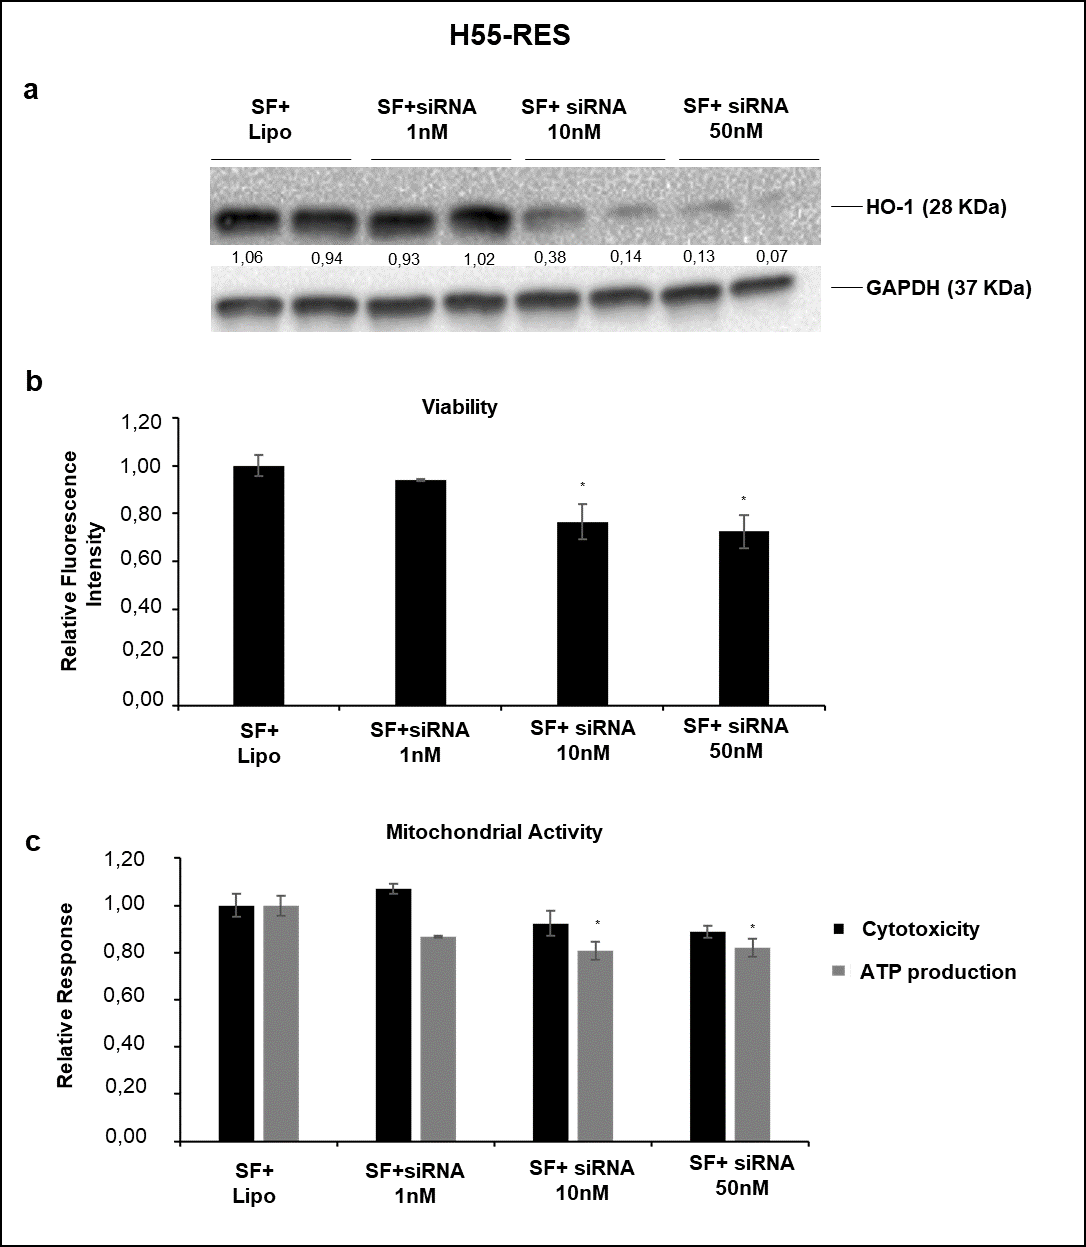 |
| --- |
| **Supplementary Fig. 12.** ***Hmox1* knockdown increases the sensitivity of sorafenib-resistant H55-RES cells to sorafenib.** To assess the role of *Hmox1* in sorafenib resistance, H55-RES cells were transfected with increasing concentrations of siRNA targeting *Hmox1* (1 nM, 10 nM, 50 nM) and collected after 24 hours. **(a)** Efficient Hmox1 silencing was confirmed by Western blot analysis of HO-1 protein levels, normalized to GAPDH and expressed relative to control cells treated with Lipofectamine and sorafenib (SF+Lipo). *Hmox1* knockdown led to a concentration-dependent decrease in both cell viability **(b)** and mitochondrial activity (c) compared with control, indicating that HO-1 contributes to the adaptive resistance phenotype. Data are presented as mean ± SD. *p ≤ 0.05. |

| 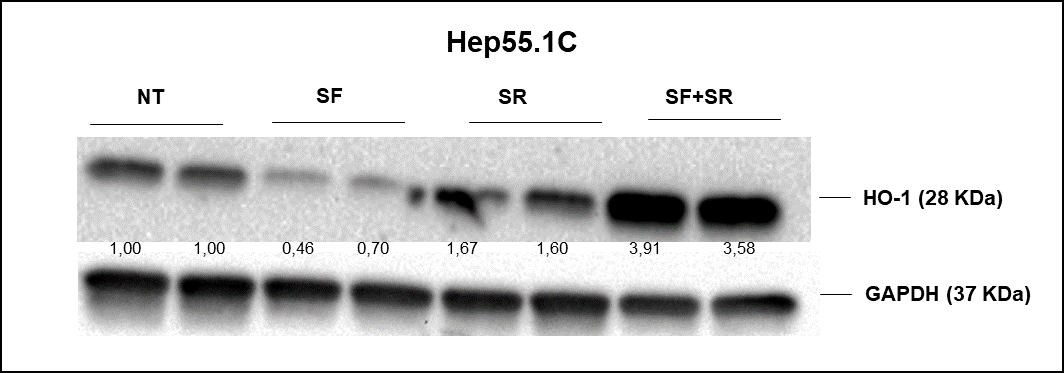 |
| --- |
| **Supplementary Fig. 13.** **Combined treatment with sorafenib and SR9009 increases HO-1 protein levels in Hep55.1C cells.** Western blot analysis and quantification of HO-1 expression in Hep55.1C cells treated with sorafenib (SF), SR9009 (SR), or their combination (SR+SF), compared with untreated controls (NT). HO-1 protein levels were normalized to GAPDH and expressed relative to untreated cells. The combination treatment elicited a pronounced induction of HO-1 compared with single-agent treatments, consistent with activation of a cellular stress response mechanism. |

| 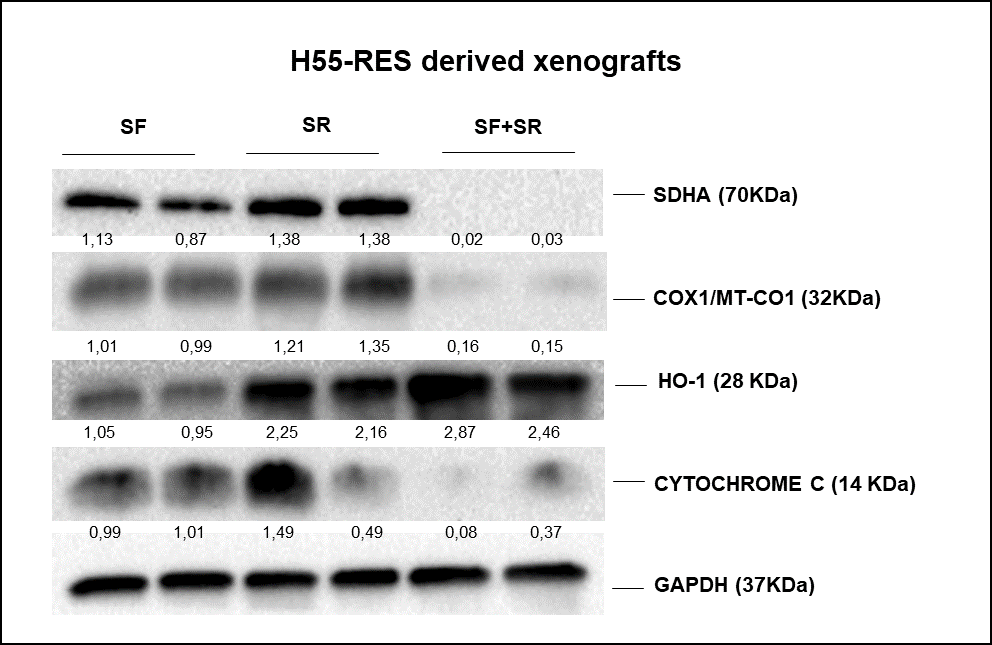 |
| --- |
| **Supplementary Fig. 14.** **Combined treatment with sorafenib and SR9009 reduces mitochondrial respiratory complex components and increases HO-1 protein levels *in vivo***. Western blot analysis was performed on xenograft tumors derived from H55-RES cells treated with sorafenib (SF), SR9009 (SR), or their combination (SF+SR). Protein levels of key components of the mitochondrial electron transport chain, including succinate dehydrogenase subunit A (SDHA), cytochrome c oxidase I (COX1/MT-CO1) and cytochrome c, were markedly reduced in tumors treated with the combination compared to single-agent treatments. Conversely, HO-1 protein levels were significantly upregulated upon combined treatment, suggesting the activation of an adaptive stress response. All values were normalized to GAPDH and expressed relative to untreated controls. |

# Supplementary material for: Targeting metabolic vulnerabilities: REV-ERB agonist SR9009 potentiates sorafenib efficacy in liver cancer
**Source:** Cell Death Discov. 2026 Jan 19;12:86. doi: 10.1038/s41420-026-02940-3
**Supplement:** Supplementary file 2 — Supplementary Table 1

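Supplementary Table 1 lists 142 genes as UP and 30 as DOWN in H55-RES. The table's values and the deposited values differ by a scale factor that lies between 1.47 and 1.55 across the 7 libraries (median ratio over the 172 genes). The median log2 change over the list was 0.73 from the paper's values and 0.78 from the deposited ones, and 163 genes changed in the same direction in both. For 18 genes listed at 0 in 1 of SF and SF+SR, the 2 sources differed by a median of 1.47 in log2 change, against 0.15 for the other genes. Across genes, the difference between the sources went with the difference between SF and SF+SR (Spearman 0.56). Some genes above 0 in both libraries differed as well, such as Etfa (0.95 from the paper's values, 2.36 from the deposited ones) and Echs1 (-0.47 and -2.04). Differences between the sources are thus not confined to genes listed at 0. Fitted with limma and adjusted over the list alone, 90 genes were higher and 10 lower with the paper's values.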

**Supplementary Table 1.** Normalized expression levels of genes belonging to the HALLMARK_OXIDATIVE_PHOSPHORYLATION gene set.

# Supplementary material for: Targeting metabolic vulnerabilities: REV-ERB agonist SR9009 potentiates sorafenib efficacy in liver cancer
**Source:** Cell Death Discov. 2026 Jan 19;12:86. doi: 10.1038/s41420-026-02940-3
**Supplement:** Supplementary file 3 — Supplementary Table 2

**SupplementaryTable 2.** Genes induced during early phases of sorafenib exposure in Hep55.1C cells and further upregulated upon acquisition of sorafenib resistance

# Supplementary material for: Targeting metabolic vulnerabilities: REV-ERB agonist SR9009 potentiates sorafenib efficacy in liver cancer
**Source:** Cell Death Discov. 2026 Jan 19;12:86. doi: 10.1038/s41420-026-02940-3
**Supplement:** Supplementary file 4 — Full length Western Blot

# Full lenght Western Blot employed for Figure 2c

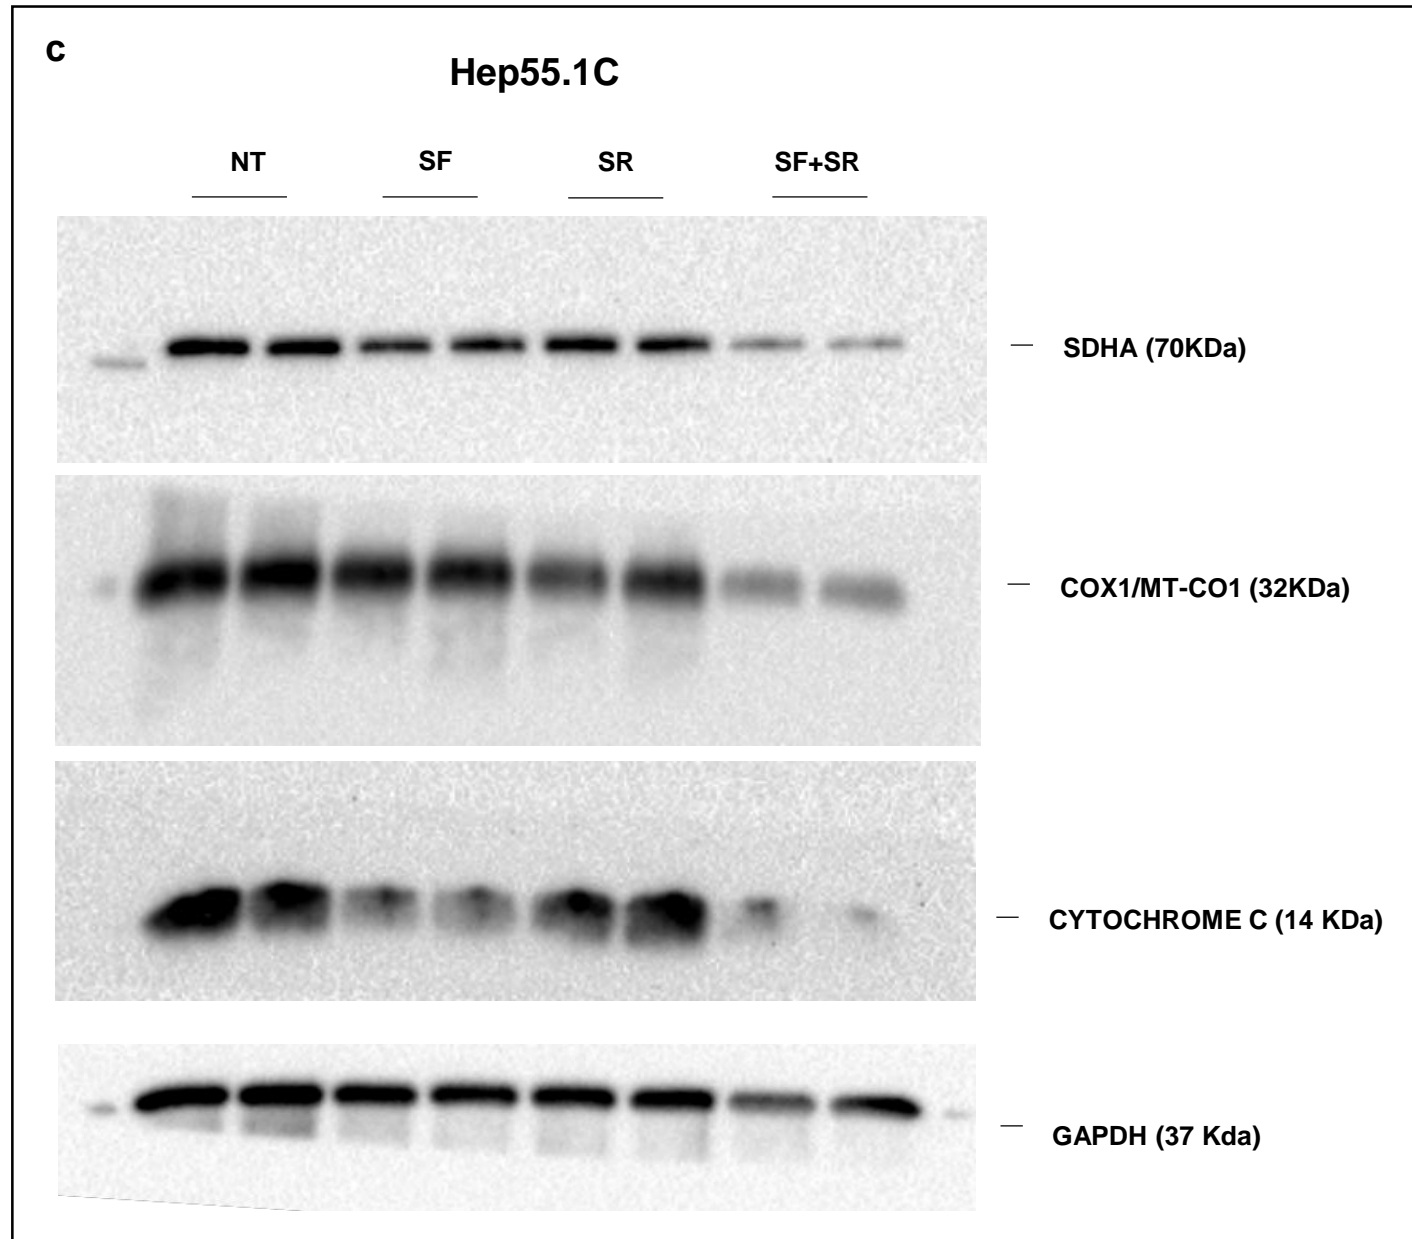

# Full length Western Blot employed for Figure 4b and Supplementary Fig. 11

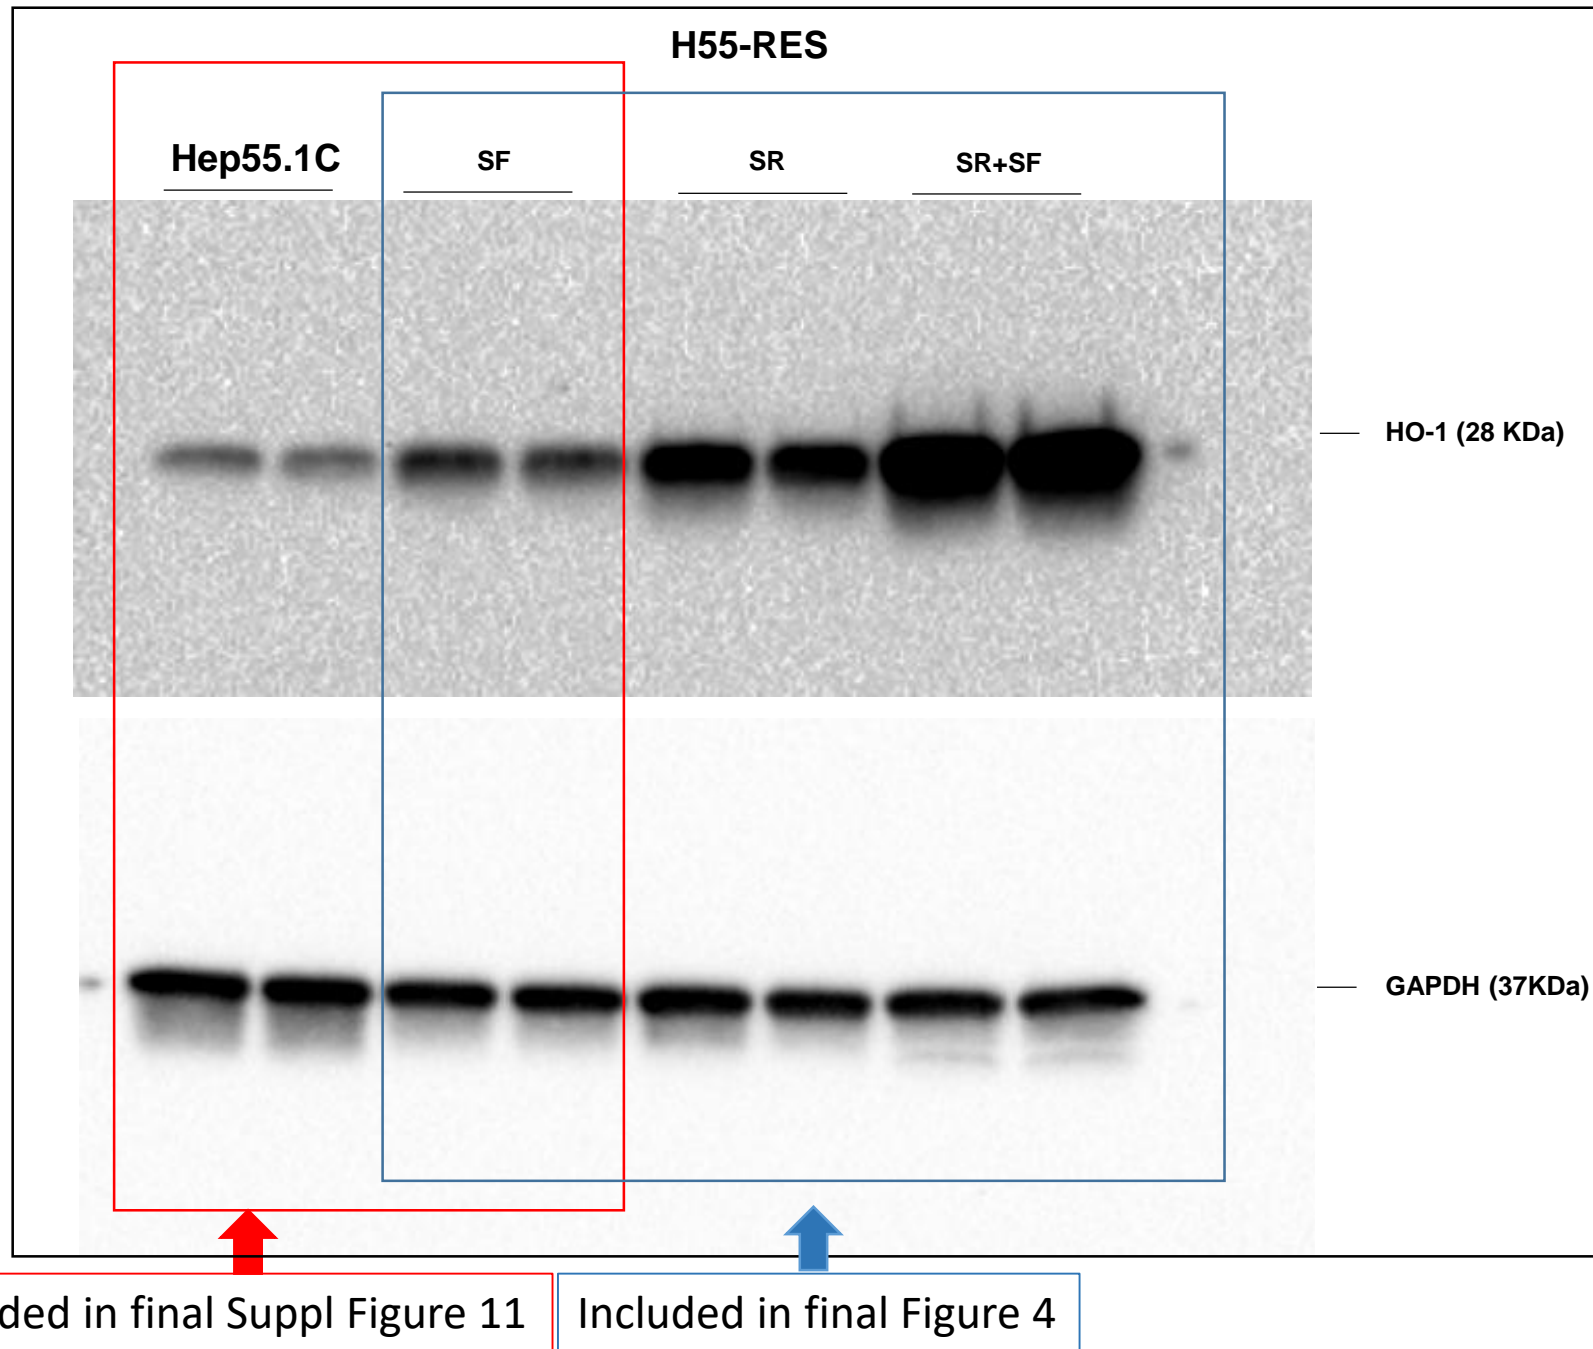

## Full lenght Western Blot employed for Supplementary Figure 6a

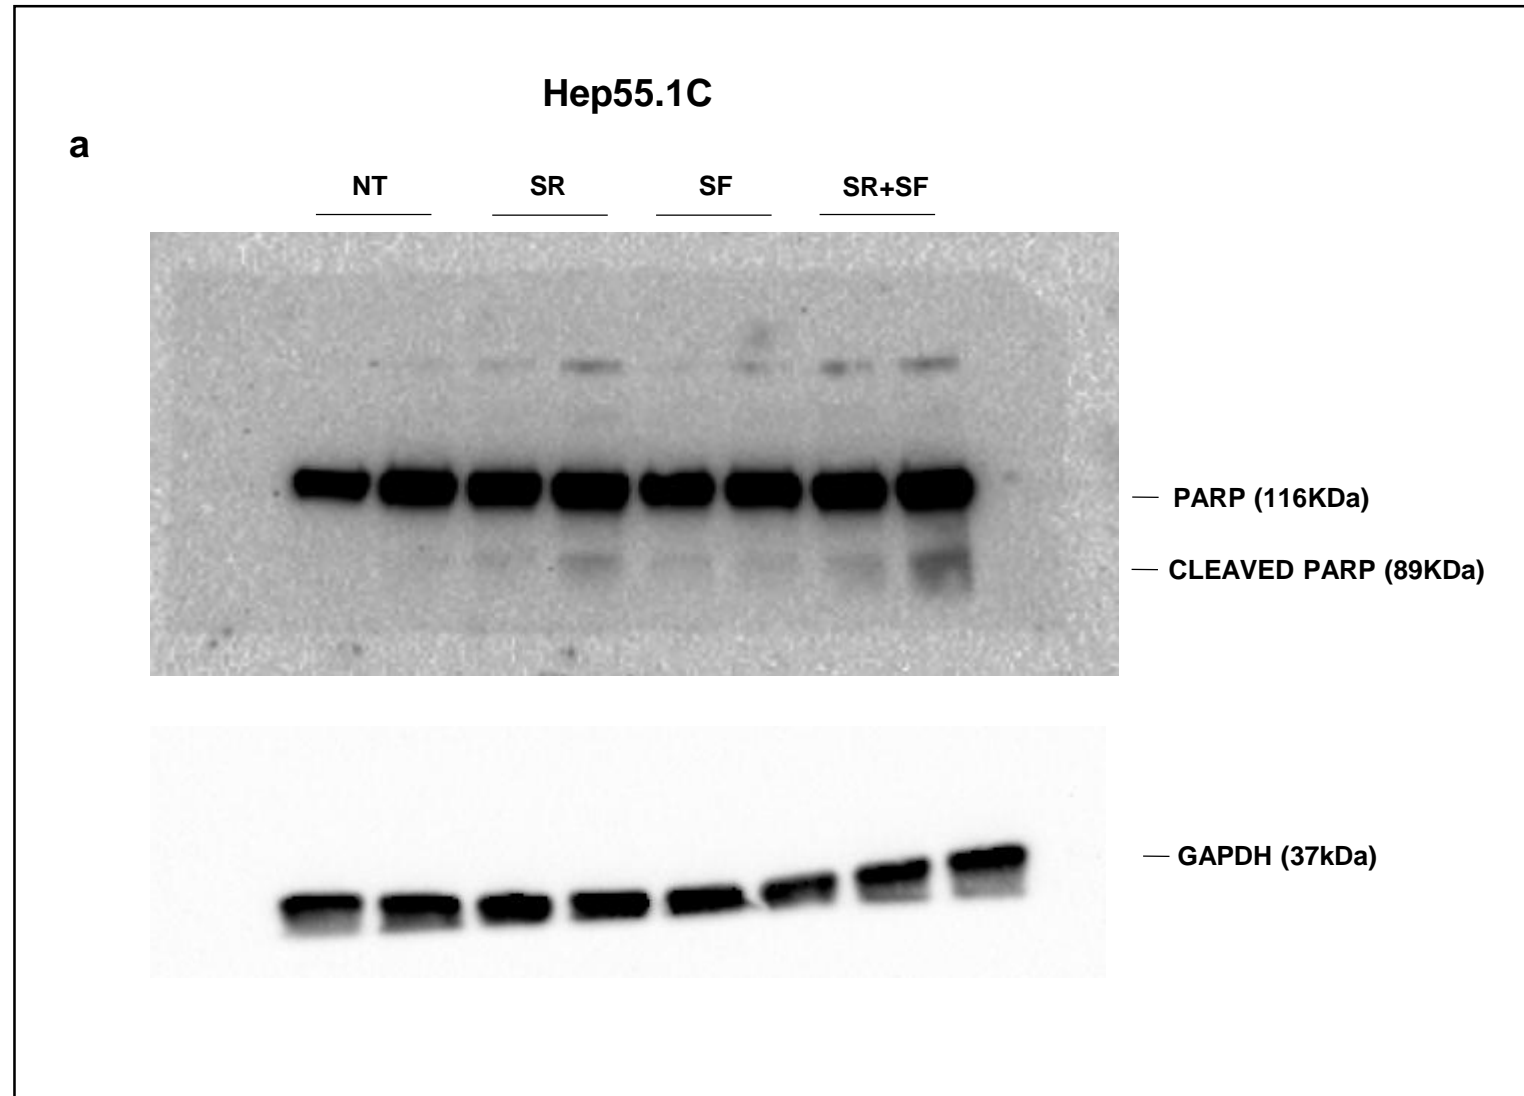

Full lenght Western Blot employed for Supplementary Figure 6b

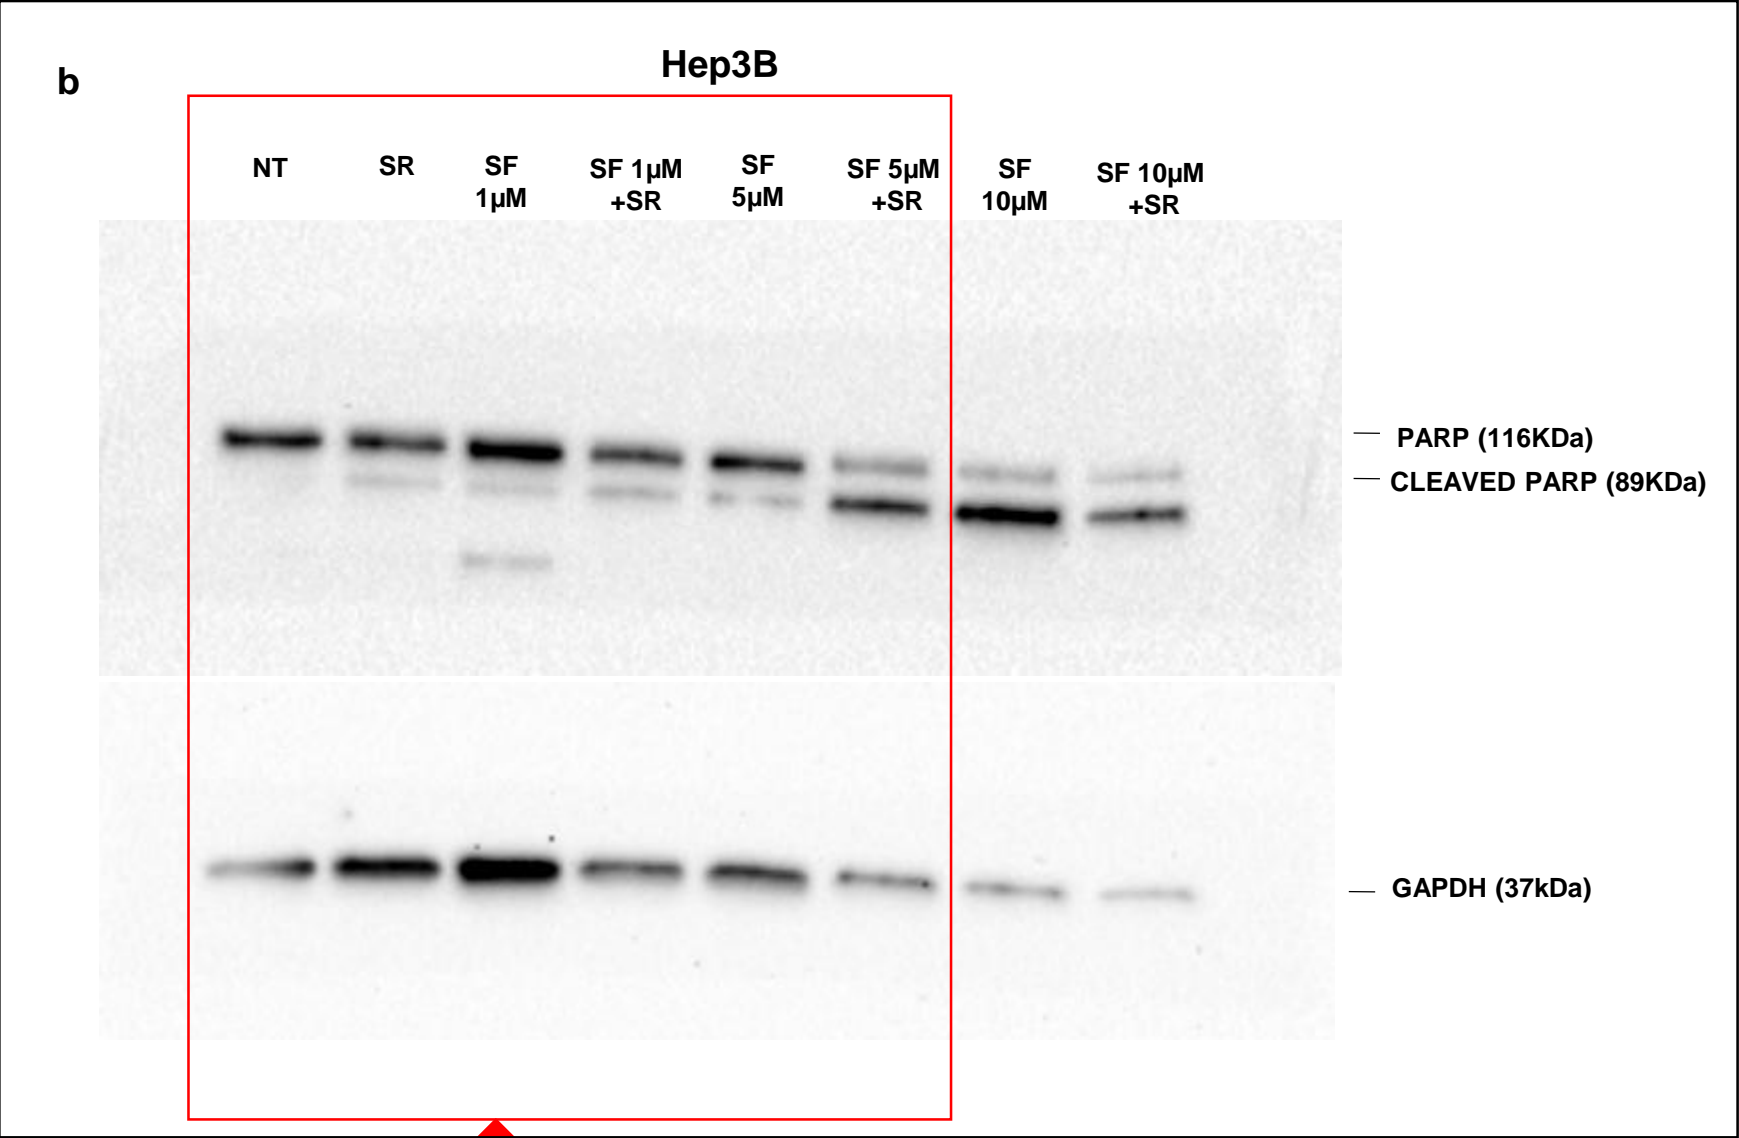

Included in final Supplementary Figure 6

## Full length Western Blot employed for Supplementary Figure 12

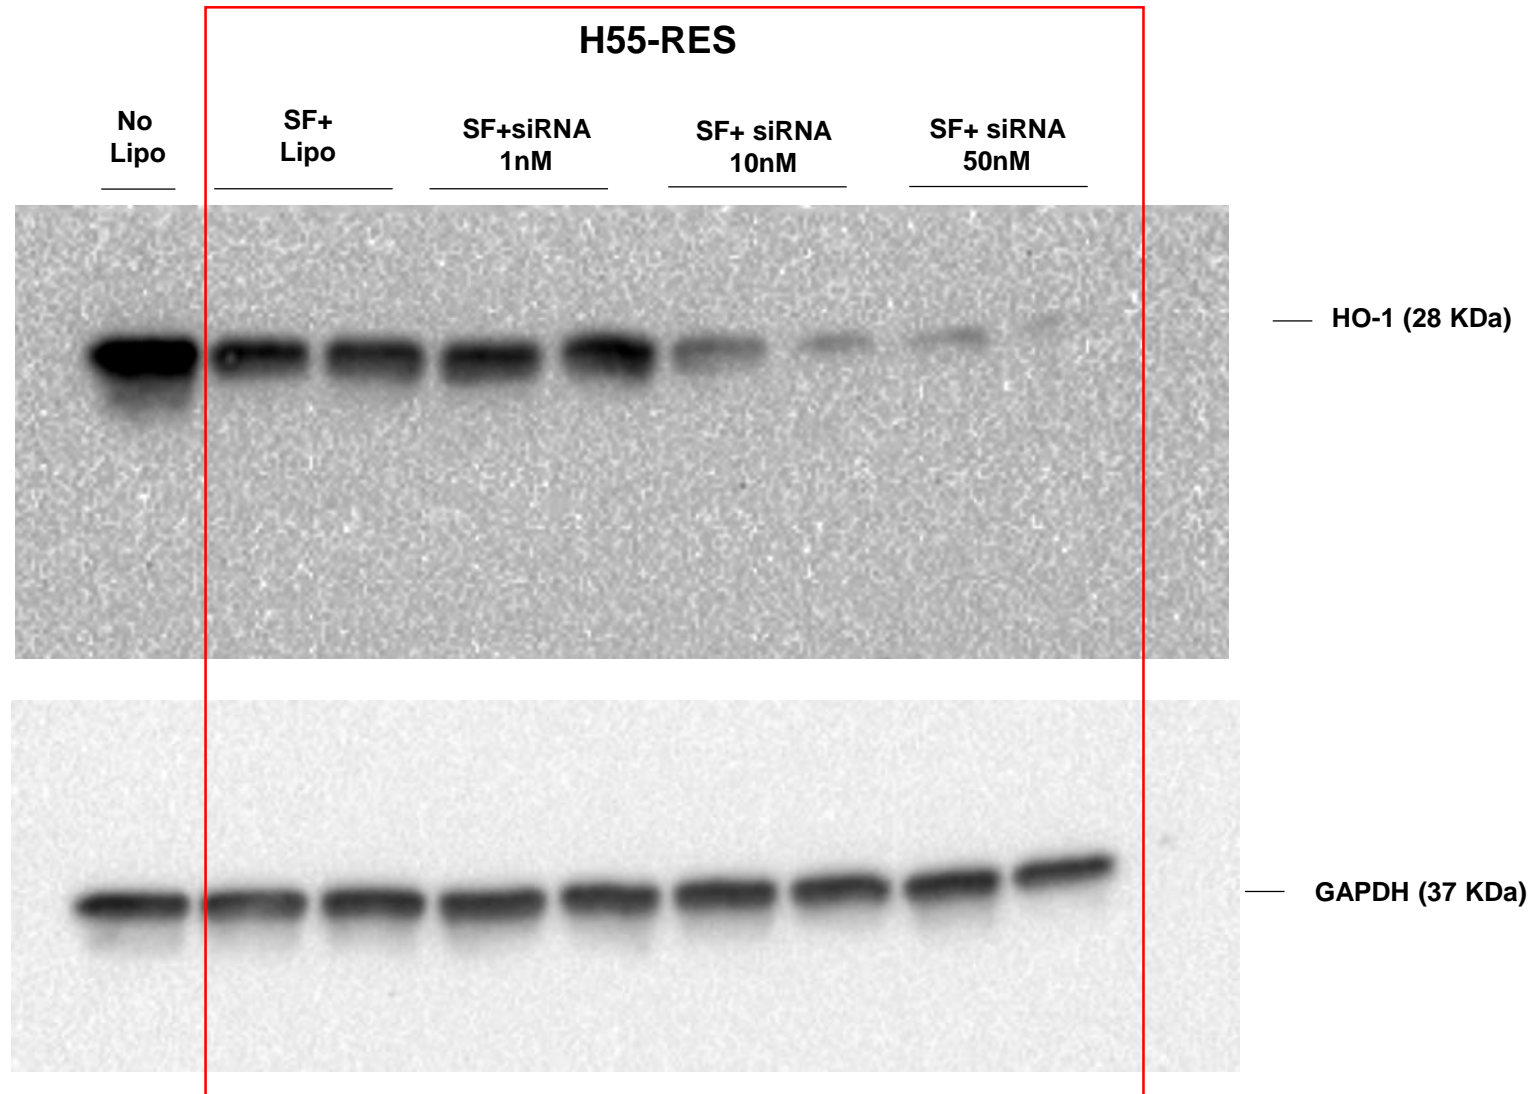Included in final Supplementary Figure 12

Full lenght Western Blot employed for Supplementary Figure 13

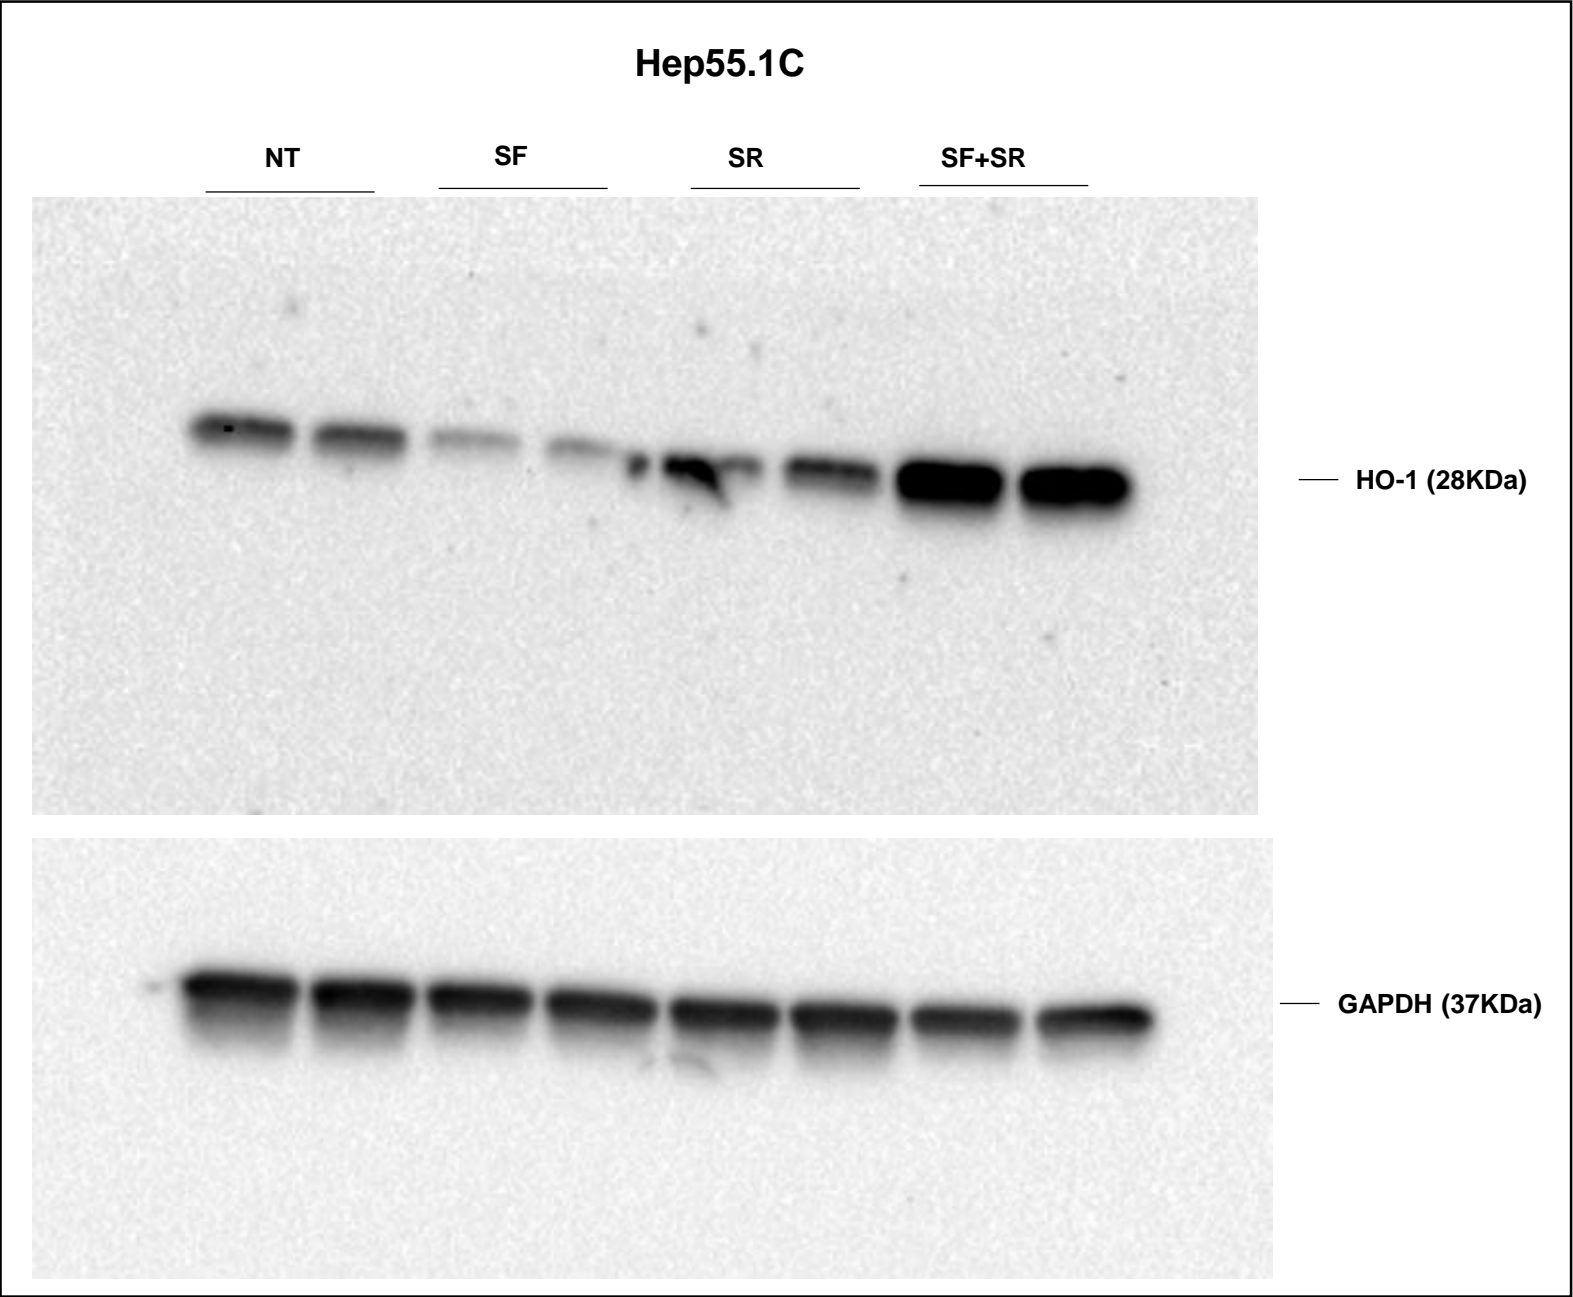

# H55-RES derived xenografts

NT+SF

SR

SF+SR

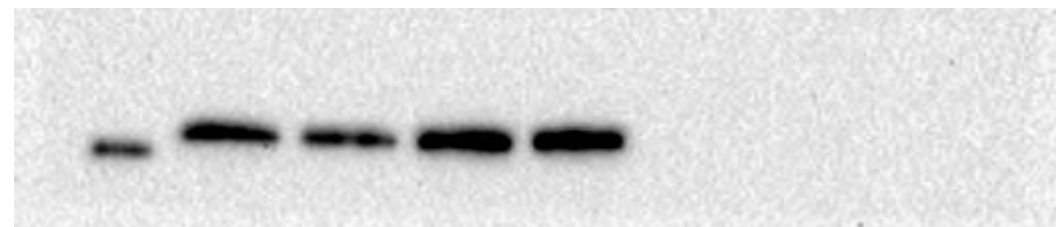

— SDHA (70KDa)

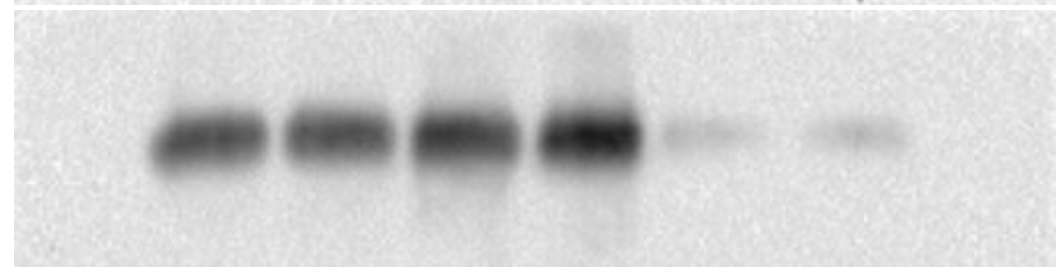

— COX1/MT-CO1 (32KDa)

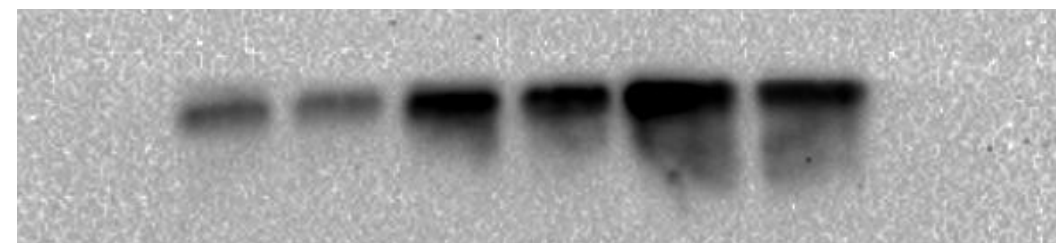

— HO-1 (28 KDa)

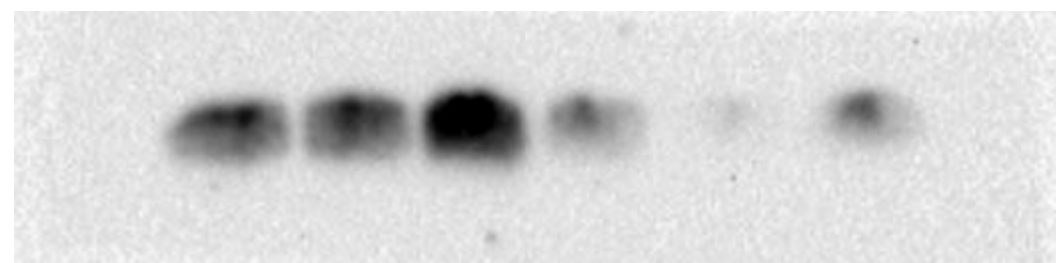

— CYTOCHROME C (14KDa)

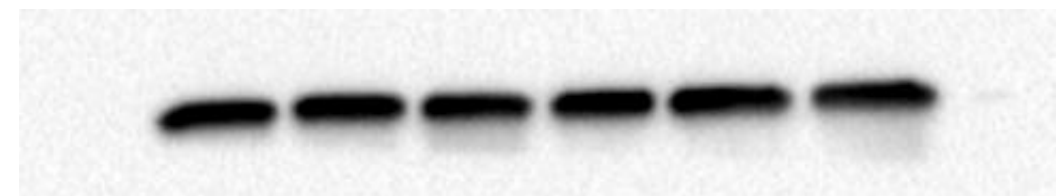

— GAPDH (37KDa)

Full length Western Blot  
employed for Supplementary  
Figure 14

How the deposited data were processed for this re-analysis (not part of the article)

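RNA was measured in 15 libraries of mouse hepatoma cells: 2 of untreated Hep55.1C cells (NT), 5 of sorafenib-resistant lines (H55-RES), 6 of Hep55.1C cells treated with sorafenib for 2 to 24 h (SF-SHORT), 1 with sorafenib (SF) and 1 with sorafenib and SR9009 (SF+SR). Conditions were taken from the sample labels and from the paper. The deposited description counts SF among the time points without a time in its label, so how long SF was treated, as the reference for SF+SR, is not known. The dose of the time course and the dose and duration of SF and SF+SR were not given in the sources used.

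The authors mapped reads to GRCm38 with HISAT2, quantified them with StringTie and normalized them with DESeq2. The deposited signal is 1 table of normalized values for 48765 genes named by MGI symbol. In every library, 100% of the values above 0 are whole multiples of the smallest value, within a tolerance of 0.1 count, so counts were recovered by division. Total counts were 1138719 and 855323 in NT, 6244316 to 9205546 in H55-RES, 1364334 to 4320058 in SF-SHORT, 2558194 in SF and 1299410 in SF+SR, and the median in H55-RES is 7.72 times that in NT. Of the genes, 91.3% were matched to GENCODE M21, which gave length, GC content and coordinates on GRCm38.

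The deposited counts show signs of an adjustment between the SF and SF+SR libraries and the other 13, which the paper's methods do not describe. Of 934 genes listed at 0 in 1 of SF and SF+SR and at a normalized value of 100 or more in the other, 918 have exactly 1 count in at least 1 of the 13 libraries. A control with ComBat-seq (sva 3.50.0), run on 200 genes in which 1 of the pair was set to 0, turned 41.4% of their values in the 13 libraries into exactly 1 count, from 0% before. The recovered counts are therefore counts after any such step, and levels in SF and SF+SR were not compared with levels in NT. The comparison of SF+SR with the SF-SHORT 24 h library, an alternative, crosses any such step.

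Values were compared on the scale log2(value + 5) with limma 3.58.1 (trend in the variance, Benjamini-Hochberg adjusted p below 0.05) over genes with a mean value of at least 20. H55-RES and NT were fitted alone. SF-SHORT was compared with NT and with H55-RES in 1 fit of 3 groups, with the 6 time points taken as 1 group. Sets were tested with camera at a preset correlation of 0.01, over a family of 8 sets for H55-RES and NT, and the heme and iron sets over a family of 3 of their own. In the comparisons with SF-SHORT, OxPhos was the only set tested, so its adjusted p equals its p. OxPhos denotes the genes of Supplementary Table 1, and the other sets are mouse Reactome sets distributed with fgsea 1.28.0. SF+SR and SF were compared without a test, by the median of a set and its percentile among 10000 random lists matched on mean value.

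Alternatives fixed before the data were examined were pseudocounts of 1 and 20, no filter and a mean of at least 100, group array weights, TMM and upper-quartile scaling, edgeR 4.0.16 and DESeq2 1.42.0 on recovered counts, counts thinned to the shallowest library, other groups in the fit, correction for length and GC content, other set tests, other lists, and leaving out each replicate. Alternatives chosen after seeing the data took off a background of reads over genes not expected in liver cells, left out genes listed at 0 in 1 of SF and SF+SR, or took Pearson's correlation with time in hours. Counts with the background taken off were scaled with TMM, so this setting mixes the removal with a change of scaling.

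The fits were tested on simulated data, in 10 simulations per comparison with 200 genes changed by a log2 of 2. For H55-RES and NT over 13173 genes, 14.6% of the changed genes were called and 14.2% of the calls were unchanged genes (9.84% with group array weights). For SF-SHORT and NT over 13960 genes the figures were 33.2% and 11.2%, and for H55-RES and SF-SHORT 50.2% and 4.47%. No changed gene was called in the wrong direction. In these simulations, the share of false calls in comparisons with the 2 NT libraries was thus above 5%. The share in the real lists may differ, since it depends on how many genes change. The simulations also held neither the background of reads nor an adjustment of counts.

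Genes named in the text are those the paper names for RNA or whose proteins it measures, genes among the first 10 of Supplementary Table 1 (whose values in that table had been seen), the 5 largest increases and 5 largest decreases past the threshold that go the same way in every pair of libraries in H55-RES and in SF-SHORT against NT, the 5 largest increases and decreases between SF and SF+SR among genes with a mean of at least 100, the genes Ddx3y, Eif2s3y, Kdm5d, Uty and Xist, and Nnt. Cdkn2a, Cdkn2b and their neighbours were chosen after their values were seen. Marker lists of fibroblasts, macrophages, endothelial cells, hepatocytes and epithelial cells held 10 genes each. Means and errors in Fig. 3b to d were read by eye from the picture, with the positions of bars, whiskers and axes taken in pixels. R 4.3.3 and Python 3.11.15 were used. The Reactome sets on NOTCH4 signaling and on cytoprotection by HMOX1, the hallmark collection and the Gene Ontology sets were not available and were left out.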

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

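Of the tests in this part, those of an adjustment of the counts, of genomic DNA, of the depth behind Nnt and of the depth or expression behind Cdkn2a and Cdkn2b were chosen after the result was seen. Among 52 groups of libraries and measures, 5 had a library far from the others by Dixon's ratio, where chance gives 2.6.

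In the H55-RES lines, Hmox1 stood at 1898.1 in line 422, far from the other 4. With TMM scaling, the value of 422 was still 4.54 times that of the next line, which argues against the scaling as the cause. The lower end of its counting interval is 1839.1, but a spread between single libraries cannot be judged from counting error, and the counts of this gene may have been changed. Among the OxPhos genes listed at 0 in 1 of SF and SF+SR, the highest of the 5 H55-RES values was a median of 43.2 times the lowest in the deposited values and 1.43 times in Supplementary Table 1, while for the other genes it was 1.78 and 1.66 times. An adjustment of the counts is therefore a candidate explanation for the spread of Hmox1. A true difference between the lines stays open and was not tested.

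Xist was 125.57 in line 422, against 2.38 to 33.0 in the other H55-RES lines. In SF-SHORT, the 24 h library was far above the other time points for Vdac3 (590.31), Atp6v1g1 (391.96) and Hspa9 (4147). As each time point has 1 library, the time of treatment and the library cannot be separated, and no technical explanation was tested for these 4 genes.

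Counts of Cdkn2a and Cdkn2b, genes the paper does not discuss, were found in some H55-RES libraries and in none of NT and SF-SHORT. Cdkn2a had 22 counts, 11 in line 412 and 11 in line 422, and Cdkn2b had 24, with 5 in 191, 11 in 412 and 8 in 422. At the background level of the 8 NT and SF-SHORT libraries, counted over vomeronasal receptor genes, 47.7 counts were expected over both genes and 0 were found, while the neighbouring Mtap and Dmrta1 had 83 and 128. This argues against lower depth or lower expression as the reason for the absence. At most 22 counts of both genes together were found in 1 library, too few to tell whether cells of the host mouse could have brought them. A loss of this region in most but not all cells of the parental line stays open and was not tested.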

How the results depend on the processing

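Alternatives that take off a background of reads, leave out genes listed at 0 in 1 of SF and SF+SR, or correlate with time in hours were chosen after seeing the data, and all others before the data were examined. Of the planned comparisons with the reported values, 504 kept direction and side of the threshold or stayed within the spread, 35 moved, 22 were weaker, 1 was stronger and 7 reversed. Of the added ones, 71 kept, 10 moved and 4 were weaker. Unless stated, the cause of a change was not tested.

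The OxPhos set in H55-RES against NT kept a median between 0.26 and 1.34 and an adjusted p below 0.05 under all alternatives except an estimated correlation (0.80, adjusted p = 0.234). Correction for length and GC content lowered the medians of Translation to 0.58, of initiation to 0.53 and of elongation to 0.31, with adjusted p of 1.5e-04 or less. With an estimated correlation the adjusted p was also 0.234 for Translation (1.12) and respiratory electron transport (1.16), and 0.257 for elongation (1.17) and hypoxia (0.68). The hypoxia set also failed at a mean of at least 100 (0.72, adjusted p = 0.207), without NT replicate 1 (0.68, adjusted p = 0.0710) or 2 (0.57, adjusted p = 0.144), with the background taken off (1.16, adjusted p = 0.228) and with the second family's background taken off (0.90, adjusted p = 0.416). The polyamines set failed with an estimated correlation (0.66, adjusted p = 0.234), after correction for length and GC content (0.36, adjusted p = 0.175), with fgsea (adjusted p = 0.112), without NT replicate 1 (0.69, adjusted p = 0.0570) or 2 (0.61, adjusted p = 0.113), with the second family's background taken off (1.63, adjusted p = 0.0588) and without genes listed at 0 in 1 of SF and SF+SR (0.66, adjusted p = 0.0506).

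The genes differing between H55-RES and NT numbered 25288 with no filter (45373 tested) and 1904 at a mean of at least 100 (6210 tested), since different genes were tested. For SF-SHORT and NT the counts were 1022 with a pseudocount of 20, 4177 with no filter, 380 with thinned reads, 2364 with the background taken off and 2707 with that of the second family. For H55-RES and SF-SHORT they were 17739 with no filter, 2795 at a mean of at least 100 and 4393 with the second family's background taken off.

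Scaling moved the median of all genes: for H55-RES against NT by 0.22 with TMM and by -0.29 with upper-quartile scaling. With the background taken off and TMM scaling together, it moved by 0.87. The share of higher genes among those that differ was 38.6% in the reported fit, 48.8% with TMM, 24.2% with upper-quartile scaling and 74.4% with the background taken off. For SF-SHORT against NT it was 64.7%, 79.0% with TMM, 82.7% with edgeR, 78.1% with DESeq2 and 85.1% with the background taken off, but 55.5% with upper-quartile scaling, 47.5% with a pseudocount of 20 and 12.8% with no filter. For H55-RES against SF-SHORT it was 38.7%, 28.6% with upper-quartile scaling, 48.8% with edgeR and 61.1% with the background taken off, 15.7% with no filter and 67.8% at a mean of at least 100. For H55-RES against NT, no filter gave 9.70% and a mean of at least 100 gave 84.8%.

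The number of OxPhos genes higher in H55-RES than in NT was 45 with upper-quartile scaling, 41 with correction for length and GC content and 41 among genes with a mean value of at least 200. In SF-SHORT against NT it was 15 with TMM, 4 with thinned reads, 5 with the fit of 2 groups, 3 among genes with a mean of at least 200, 16 with DESeq2, 36 with the background taken off and 41 with that of the second family. In H55-RES against SF-SHORT it was 54 with correction for length and GC content and 36 among genes with a mean of at least 200.

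The OxPhos set in SF-SHORT against NT was weaker at a mean of at least 100 (0.27, p = 0.0833), with an estimated correlation (0.25, p = 0.108), with fry (0.25, p = 0.0581) and against lists matched on mean value, length and GC content (0.086 above their median, permutation p = 0.0594).

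The Supplementary Table 2 genes had a median change in SF-SHORT against NT of 1.10 with edgeR, 0.98 with DESeq2, 1.27 with the background taken off and 1.28 with that of the second family, and the genes called higher were 391 and 402 under the last pair. In H55-RES against SF-SHORT the median was 0.40 with upper-quartile scaling (216 genes higher), 0.77 with edgeR and 0.76 with the background taken off.

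The correlation of the OxPhos median with time turned to 0.029 with a pseudocount of 20, to 0.086 at a mean of at least 100 and to 0.029 with TMM. That of Supplementary Table 2 was 0.89 with upper-quartile scaling (exact permutation p = 0.0333). With each time point left out in turn, the former lay between -0.70 and 0.30 (0.30 without SF-SHORT replicate 2h) and the latter between -0.40 and 0.60 (0 without 4h and -0.40 without 24h).

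With each replicate left out in turn, the genes differing lay between 1021 and 7017 for H55-RES against NT, between 121 and 789 for SF-SHORT against NT and between 6171 and 7993 for H55-RES against SF-SHORT. The lowest counts in both comparisons with NT came without NT replicate 2, which leaves 1 NT library that is assumed to vary like the other groups. OxPhos genes higher lay between 14 and 76 in H55-RES against NT and between 1 and 10 in SF-SHORT against NT, and Supplementary Table 2 genes called higher in the latter between 32 and 201. The change of Hmox1 lay between 4.35 and 5.74 (adjusted p up to 0.130), that of Ftl1 between 2.22 and 2.86 (up to 0.101), that of Fth1 between 2.11 and 2.53 (up to 0.0459), and the hypoxia median between 0.57 and 0.80 (up to 0.144).

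Between SF+SR and SF, the medians with the SF-SHORT 24 h library as reference were -0.066 for Apoptosis and 0.048 for OxPhos, the latter turned from -0.31. Hmox1 has no value when genes listed at 0 in 1 of SF and SF+SR are left out, since it is 1 of them. Depth limits the comparisons with NT, whose libraries hold 855323 and 1138719 counts. No paired analysis was possible because the groups share fewer than 2 replicate numbers.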

Differences from the paper's values

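The paper's normalized enrichment score for the cellular response to hypoxia is 3.472 and the value here is 1.65. For the metabolism of polyamines the paper's is 3.340 and the value here 1.44. The Reactome sets here are another version than the paper's. Without a filter, the hypoxia score was 2.55 and came within 1.5 times the paper's, and under no other alternative set before the data were examined did it do so. The polyamines score stayed more than 1.5 times below the paper's under all of them, between 1.17 and 2.14. Without a filter, 6 of the 8 sets have no score. At a mean of at least 100, further scores lay more than 1.5 times below the paper's. These were Translation (2.47), initiation (2.54), OxPhos (1.65), electron transport (1.89) and electron transport with ATP synthesis (1.94). The OxPhos score also did so without NT replicate 2, at 2.16.

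For Ndufb4, Supplementary Table 1 gives the paper's fold of 3.20, and the ratio of means here is 77.3, between 62.2 and 92.5 under the alternatives, none of which came within 1.5 times. For Uqcrq the paper's fold is 7.59 and the ratio here 4.88. It came within 1.5 times with TMM scaling, without NT replicate 1 and without H55-RES replicate 412, and by more with upper-quartile scaling, thinned reads, and without NT replicate 2 or H55-RES replicates 191, 422, 423 and 424.

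Fig. 3b shows Hmox1 in NT at about 84, read by eye, with an SD of about 30. The value here is 3.12, or 4.69 on the scale of Supplementary Table 1, and it stayed below under every alternative set before the data were examined. Fig. 3c shows Fth1 in NT at about 1200 read by eye, with an SD of about 400. The value here is 2250 on that scale, and the difference held under each of those alternatives. The paper does not state the scale of the figure, and on the deposited scale the value is 1486, within that SD of the figure's.

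In direction, the paper heads Fig. 3d with Flt1 and names Ftl1 in the legend. Flt1 was lower in H55-RES here (log2 change -1.84, adjusted p = 0.0706, limma) and Ftl1 higher (2.54). The paper states in Supplementary Table 3 that apoptosis sets are enriched among genes higher in SF+SR. The median of the Reactome Apoptosis set here was -0.30, with 35 of 124 genes higher, at percentile 13.7 and within the central 95% of matched lists (-0.37 to 0.06). It was -0.066 at percentile 59.0 with the SF-SHORT 24 h library as reference. The paper's sets are Gene Ontology sets, which differ from it, and each condition has 1 library. The legend of Supplementary Fig. 1 states a progressive rise of a gene cluster from 0 to 24 h and refers to Supplementary Table 1, while the list from the time course is Supplementary Table 2. For Supplementary Table 1, the Spearman correlation with time from 2 to 24 h was -0.26 here (exact permutation p = 0.658). For Supplementary Table 2 it was 0.20 (exact permutation p = 0.714) and the Pearson correlation with time in hours 0.73 (exact permutation p = 0.135), while every time point lay above NT, from 0.67 to 1.06, and with upper-quartile scaling the Spearman correlation was 0.89.

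In Supplementary Table 1, all 30 genes marked DOWN carry a fold below 0, and for 23 of them it equals 2 times the log2 ratio of the table's own means within 0.02, so the column holds a ratio for genes marked UP and another scale for genes marked DOWN.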

Other observations

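The tests of an adjustment of the counts, of sampling of few reads, of genomic DNA, of the relation of the OxPhos median with the background among SF-SHORT libraries and of the depth behind Nnt were chosen after the result was seen. All patterns here were found and tested on the same data.

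Genes listed at 0 in 1 of SF and SF+SR hold exactly 1 count in 34.9% of their values in the other 13 libraries. Values of 1 were 235.2 times as common as values of 0, which argues against sampling of few reads. ComBat-seq run on real counts with 1 of the pair set to 0 made such values, so an adjustment between the pair and the other libraries is a candidate explanation. Of these genes, 17.3% have exactly 1 count in both NT libraries, as Hmox1 does, and no gene with a normalized value of 100 or more in both SF and SF+SR does. Of the 660 genes that differ between H55-RES and NT with a log2 change over 4, 62.1% are listed at 0 in 1 of the pair, against 13.0% of the genes tested. Poldip3, Rab5c, Serpinb9b and 2900026A02Rik, among the 5 largest increases, and Syne1, Kmt2a, Gm37985, Lgr5 and Ggh, the 5 largest decreases, are such genes, and the fifth increase, Rbm12, is listed at 0 in NT, SF and SF+SR. Changes of the genes listed at 0 in 1 of the pair may not reflect expression. Those of some other genes may be affected as well, as Supplementary Table 1 differed from the deposited values for some genes above 0 in both.

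The higher OxPhos expression in H55-RES than in NT is not explained by such an adjustment as a whole: without these genes the adjusted p was 3.8e-09, and the median over the paper's own values in Supplementary Table 1 was 0.73. It also passed with the background taken off (adjusted p = 6.2e-06), with counts thinned to the shallowest library (2.0e-10), after correction for gene length and GC content (1.5e-04, with a median of 0.26) and with the less favourable of TMM and upper-quartile scaling (7.9e-10). With an estimated correlation between genes the set did not pass. A biological difference between resistant and parental cells stays a hypothesis, as NT has 2 libraries and any difference in handling between the groups is confounded with them. The Translation set passed with the background taken off (adjusted p = 1.1e-09).

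Reads over vomeronasal receptor genes, not expected in liver cells, amount to 2.68 and 2.84 per kb in NT and 0.43 to 0.57 in H55-RES, and the share of reads this level would make over all genes is 27.8% and 39.3% in NT and 0.56% to 1.02% in H55-RES. NT libraries hold counts on 38185 and 39196 genes, and H55-RES libraries thinned to that depth on at most 19100, so lower depth is not the reason. Genomic DNA in the libraries is a possible source. It cannot be told apart from other sources here: in the NT and SF-SHORT libraries, a second silent family had 1.35 to 2.59 times as many counts per kb as the vomeronasal receptors, more than the counting error of 6.80%, and how well reads map to either family is not known. Of the 3473 genes lower in H55-RES, 45.7% were still called lower with the background taken off and TMM scaling. Such a background may account for part of the others. TMM scaling alone left 3064 genes lower. Together, the removal and TMM scaling moved the median of all genes by 0.87 toward H55-RES, against 0.22 with TMM scaling alone. So only the size of that loss, not its direction, was open.

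In SF-SHORT against NT, the OxPhos set passed in limma camera with the background taken off (adjusted p = 0.00612; 0.0145 with the second family) and with thinned counts (adjusted p = 1.8e-05), against both as the whole cause. The median of the Supplementary Table 2 genes was 1.27 with the background taken off, above every list matched on mean value, but the study chose those genes on these libraries, so the test decides nothing. Among the 6 SF-SHORT libraries the OxPhos median fell as the background rose (Pearson r = -0.80, exact permutation p = 0.0458; Spearman rho = -0.71, p = 0.136; r = -0.70 without the 2 libraries farthest from the median), and r was -0.96 with the background taken off. For the Supplementary Table 2 genes, Pearson's r was -0.82 (exact permutation p = 0.0236) and Spearman's rho -0.83 (exact permutation p = 0.0583), but r was -0.07 without the 2 farthest libraries, and -0.97 with the background taken off. Their highest medians, at 24 and 2 h, are in the libraries with the lowest background, 2.18% and 4.45% of reads. Whether the background drives the relation for the OxPhos genes cannot be told apart from an effect of time or of depth.

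The number of genes differing between H55-RES and SF-SHORT, 7224, was reached by 1 of 100 splits of the 11 libraries, the real one, which argues against a chance split of the libraries. The highest other split gave 5606.

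Nnt was listed at 0 in all 10 libraries outside H55-RES, where 1058.9 counts would be expected at the level of H55-RES, against lower depth. From the background alone 141.9 counts were expected there, which argues against lower expression too, as for Cdkn2a and Cdkn2b. The highest median of the fibroblast, macrophage or endothelial markers in an H55-RES library was 15.3. Col1a1 lay at 19.3 to 86.5, Cd68 at 59.4 to 470.2 and Pecam1 at 1.48 to 6.29. These medians show no large share of cells of the host mouse, but they cannot exclude a small share as the source. In addition, Cd68 lay above both NT libraries (33.9 and 61.7) in every H55-RES line but 412, at 59.4. In NT, the medians of these marker lists were 13.0 to 59.9. A difference between the genomes of the lines stays open, as does a division of reads between the 2 gene models of Nnt, and neither was tested. Hepatocyte markers had medians of at most 0.89 in H55-RES, and epithelial markers of at most 7.05, with Krt8 and Cdh1 at 519 to 3843 and 716 to 2504. In NT, where the background also lies over silent genes, the hepatocyte medians were 16.9 and 21.8 and the epithelial ones 49.5 and 34.5. Apob was 6242 and 4084 in NT and 524 to 5847 in H55-RES. Whether the libraries differ in cell origin was not tested.

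SF and SF+SR hold counts on 15434 and 16020 genes. H55-RES libraries thinned to the same depth hold counts on at least 17774, against lower depth as the cause, and the preparation of these 2 libraries stays open.

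For proteins the paper measured, RNA of Sdha was higher in H55-RES than in NT (log2 change 0.86, adjusted p = 0.00543, limma), as was Cycs (0.96, adjusted p = 0.00451), and mt-Co1 did not differ (-0.23, adjusted p = 0.862). The sign of that change rests on line 422, at 6855, as the other 4 lines lie between 43684 and 60595 and NT at 41959 and 37789. Nr1d1 changed by 1.53 (adjusted p = 0.0541) and Nr1d2 by -0.85 (adjusted p = 0.0418). Kdm5d, on the Y chromosome, was 18.2 and 21.8 in NT, where the background also lies over silent genes, and at most 0.97 in H55-RES. Uty was at most 7.25 in any library, Ddx3y had 4 counts in each of lines 191 and 412 and is listed at 0 elsewhere, and Eif2s3y is not in the table. Between SF+SR and SF, 1 library each, the OxPhos median differed by -0.31, at percentile 2.08 of matched lists. The percentile was 3.68 with a pseudocount of 1, 3.8 with 20, 6.52 without genes listed at 0 in 1 of the pair, 7.25 with the background taken off and 74.2 with the SF-SHORT 24 h library as reference, so the difference lay outside the central 95% of lists in the reported setting alone.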
